# Deep phenotyping the right ventricle to establish translational MRI biomarkers for characterization of adaptive and maladaptive states in pulmonary hypertension

**DOI:** 10.1038/s41598-024-79029-3

**Published:** 2024-11-30

**Authors:** Nicoleta Baxan, Lin Zhao, Ali Ashek, Marili Niglas, Dingyi Wang, Fatemeh Khassafi, Farah Sabrin, Olivier Dubois, Chien-Nien Chen, Soni Savai Pullamsetti, Martin Wilkins, Lan Zhao

**Keywords:** Adaptive/maladaptive right ventricle, MRI, Myocardial extracellular matrix, Pulmonary artery blood flow, Pulmonary hypertension, RV phenotyping, Biomarkers, Cardiology

## Abstract

Deep phenotyping the right ventricle (RV) is essential for understanding the mechanisms of adaptive and maladaptive RV responses to pulmonary hypertension (PH). In this study, feature selection coupled with machine learning classification/ranking of specific cardiac magnetic resonance imaging (MRI) features from cine-MRI, flow-sensitized, and extracellular-volume techniques were used to assess RV remodelling in monocrotaline (MCT) and Sugen hypoxia (SuHx) PH rats. Early physiological changes associated with RV adaptation were detected along with prediction of RV maladaptive outcomes. Key adaptation features included haemodynamic alterations of pulmonary blood flow ejection and wave reflection, mild RV dilatation, progressive RV hypertrophy with subtle extracellular volume growth of RV wall. A dominant component of maladaptation was the extracellular matrix increase at RV insertion points and septum, observations compatible with histopathologic and RNA-sequencing results. The upregulation of mammalian target of rapamycin (mTOR) paralleled by AMP-activated protein kinase (AMPK) deactivation was seen at 4-week MCT and 8-week SuHx, along with reduced sarcoplasmic/endoplasmic reticulum Ca^2+^ATPase (SERCA2) expression, strongly associated with the RV systolic malfunction seen at this stage in vivo. The here established MRI features can serve as potential imaging biomarkers to evaluate PH treatment efficacy in preclinical studies and build up translational markers for the PH clinic.

## Introduction

The function of right ventricle (RV) is recognized as a significant independent determinant of survival of patients with various forms of pulmonary hypertension (PH)^1–3^. As progressive RV dysfunction is associated with poor patient outcome^4^, improving the understanding of RV’s adaptive capability and recognizing early mechanisms that potentiate adverse remodelling are important in the management of the disease. Deep phenotyping of the RV through the assessment of its complex functional and structural response to PH, is essential for characterizing disease progression as well as evaluating the development of new treatments. There is a critical necessity to establish non-invasive biomarkers and molecular pathways that mediate the deterioration from adaptive to maladaptive RV remodelling and predict RV failure^5^.

The complex shape of the RV poses challenges for accurate phenotyping. The RV wall is thinner and more compliant than the left ventricle (LV)^6^ and its stroke work is a quarter that of the LV despite similar stroke volumes^7^. To date, the advances made in cardiac magnetic resonance imaging (MRI) enabled acquisition of high-resolution images of the heart^8^ for serial non-invasive and well-defined morphological and functional assessments of LV and RV. Cardiac MRI is a safe and reliable modality that has been used in the PH clinic to capture cardiac remodelling processes such as: ventricular hypertrophy^9^, RV dilatation^10^, systolic dysfunction^11^, velocity alterations in the pulmonary vascular system^12^, and myocardial fibrosis^13^, aiming to understand remodelling mechanisms intrinsic to the RV.

Cardiac MRI had also been applied in experimental animal models, offering accurate non-invasive heart assessment to explore the underlying pathophysiological mechanisms of disease with a higher level of rigor as compared to human. In this study, we sought to establish a standardized framework that incorporates a combination of carefully selected cardiac MRI parameters to characterize and distinguish the adaptive RV state as well as to predict maladaptation in two of the most used experimental PH rat models: monocrotaline (MCT)^14^ and Sugen 5416 in combination with chronic hypoxia (SuHx)^15^. Both models mimic relevant (if not all) hemodynamic, histopathological and pathophysiological processes reflective of human PH phenotypes^16^.

Through the application of regularized feature selection alongside supervised machine learning classification and ranking, we have identified the optimal subset of MRI parameters capturing longitudinally throughout the PH development in rats, as most relevant to indicate early RV adaptive physiological changes, as well as to characterize and predict maladaptive outcomes. These findings were validated through comparison with histological and molecular assays. The selected features designating RV dilatation and hypertrophy, in conjunction with either pulmonary arterial blood flow or myocardial extracellular volume alterations, may serve as potential noninvasive translational biomarkers for understanding and validating the cardiac remodelling processes in PH patients. The predictive model built using these key parameters creates a unique MRI platform for phenotyping RV behavior in rodent PH models. This is particularly valuable for assessing RV-targeted therapeutic strategies and elucidating the underlying mechanisms that sustain RV function or prevent/reverse RV failure.

## Results

### Establishment of the pulmonary hypertension phenotype in MCT and SuHx animal models

#### Haemodynamic assessment

Compared to healthy controls, MCT (4-weeks) and SuHx (8-weeks) rats presented significantly increased mean pulmonary arterial pressure (mPAP, MCT 38.0 ± 9.41 mmHg, SuHx 51.5 ± 6.78 mmHg vs. 17.5 ± 3.66 mmHg in controls) and increased RV systolic pressures at endpoints (Fig. S2 Supplement). Systolic blood pressure (SBP) remained unchanged.

#### Functional and structural changes of the right and left ventricle

Cardiac MRI demonstrated significant structural and functional changes in MCT and SuHx rats compared with healthy controls. Representative short-axis mid-ventricular images from healthy control and pathological MCT and SuHx timepoints are illustrated in Fig. 1a,c. Specifically, in the 2-week MCT rat, there were very mild increases in RVMI, VMI, and RVEDVI with maintained RVESVI, RVSV, RVEF and RVESV/RVSV (surrogate coupling index Eea/Ees^*^^17^). Milder decreases in LVCI, LVEDVI, LVESVI were observed alongside maintained LVEF and LVSVI. 4-week MCT showed prominent RV dilatation, RVH and septal flattening that induced a D-shape of the ventricles. The RV stroke volume index, ejection fraction and Eea/Ees^*^ were significantly reduced. While LVCI deteriorated significantly at 4-weeks, this effect did not impact the LV ejection fraction. No LV hypertrophy was observed in the MCT cohorts. The MCT results are summarised in Fig. 1b.

**Fig. 1:**
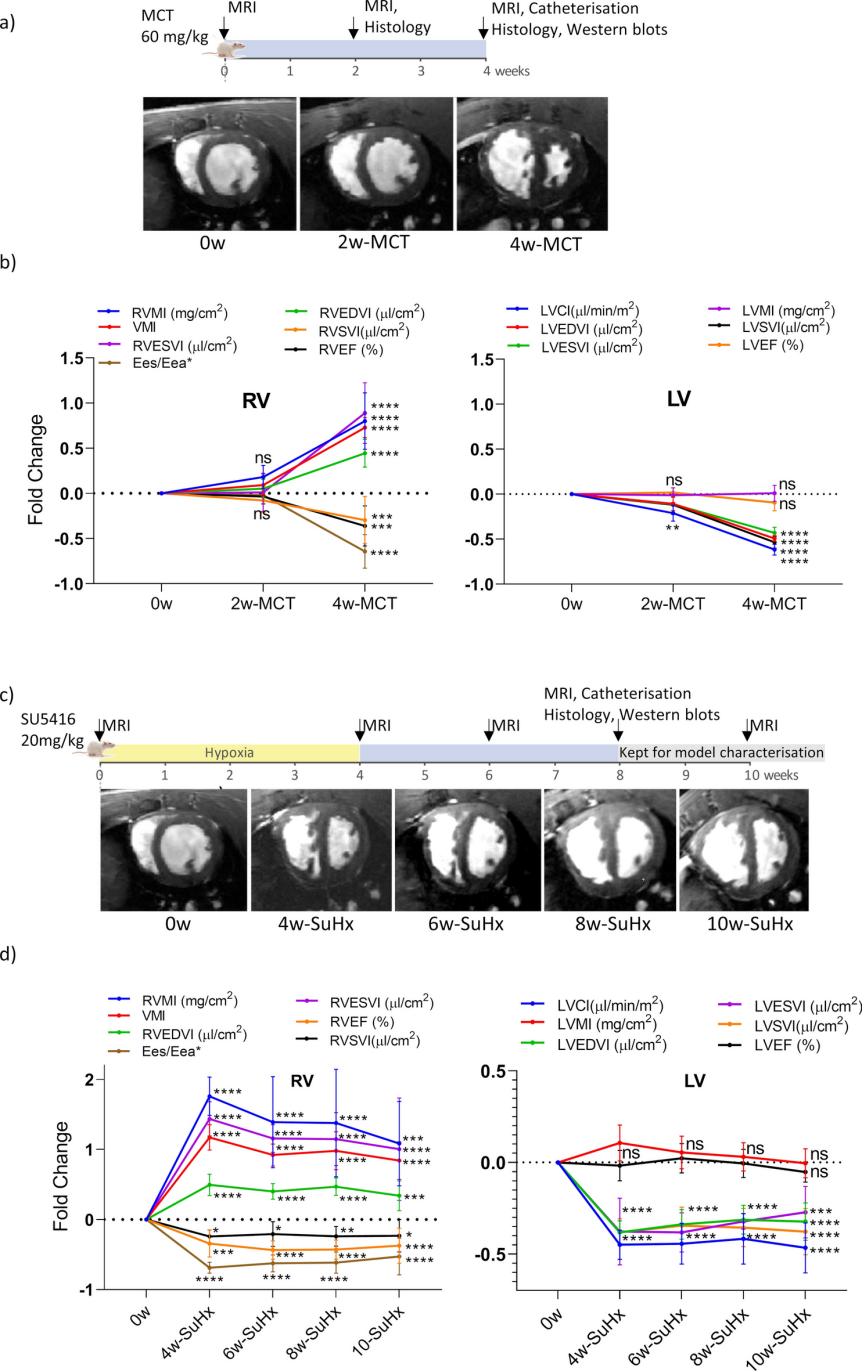
Longitudinal assessment of RV and LV in male rats. (**a**) Experimental design and representative cardiac MRI images acquired at 0, 2-, and 4-weeks MCT (**a**) and 4-, 6-, 8-, 10-week SuHx (**c**). Cardiac MRI derived metrics to assess hypertrophy, dilatation, and systolic function of RV and LV in MCT (**b**) and SuHx rats (**d**). Results are presented as fold change from baseline values (mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, one-way ANOVA, comparison to healthy controls, Dunnett correction for multiple comparisons): 0-weeks (n = 12), 2-weeks MCT (n = 12), 4-weeks MCT (n = 9), 4-weeks SuHx (n = 7), 6-weeks SuHx (n = 15), 8-weeks SuHx (n = 10), 10-weeks SuHx (n = 10).

SuHx rats developed prominent RVH, and slightly milder RV dilatation compared to 4-week MCT. RV dysfunction, present throughout all scanned timepoints, was indicated by reduced RVEF, RVSVI and Eea/Ees^*^. LV compression and prominent LVCI reduction was observed, interestingly, without impacting the LVEF. No LV hypertrophy was noted in the SuHx cohorts. At all cardiac indices, except RV hypertrophy, 10-week SuHx values displayed higher variability. The SuHx results are summarised in Fig. 1d.

### PAAT shortening and mid-systolic notching are markers of early pathological changes in PA blood flow

Representative images of the MRI planning set to cross-section the pulmonary artery, the ROI selection outlining the PA and the corresponding phase contrast image are presented in Fig. 2a. Typical PA blood velocity curves are shown in Fig. 2b. PAAT was found as one of the first parameters to change in the 2-week MCT rat. PAAT shortening was further associated with the appearance of a systolic notch (arrow Fig. 2b). ‘Notching’ was marginally noticeable at 2-week MCT, prominent at 4-week MCT and all SuHx timepoints and occurred earlier in systole compared to healthy controls. This observation was quantitatively confirmed by the significantly reduced time to notch (TTN) and peak to notch (PTN) parameters to half fold of baseline values (Fig. 2c).

**Fig. 2:**
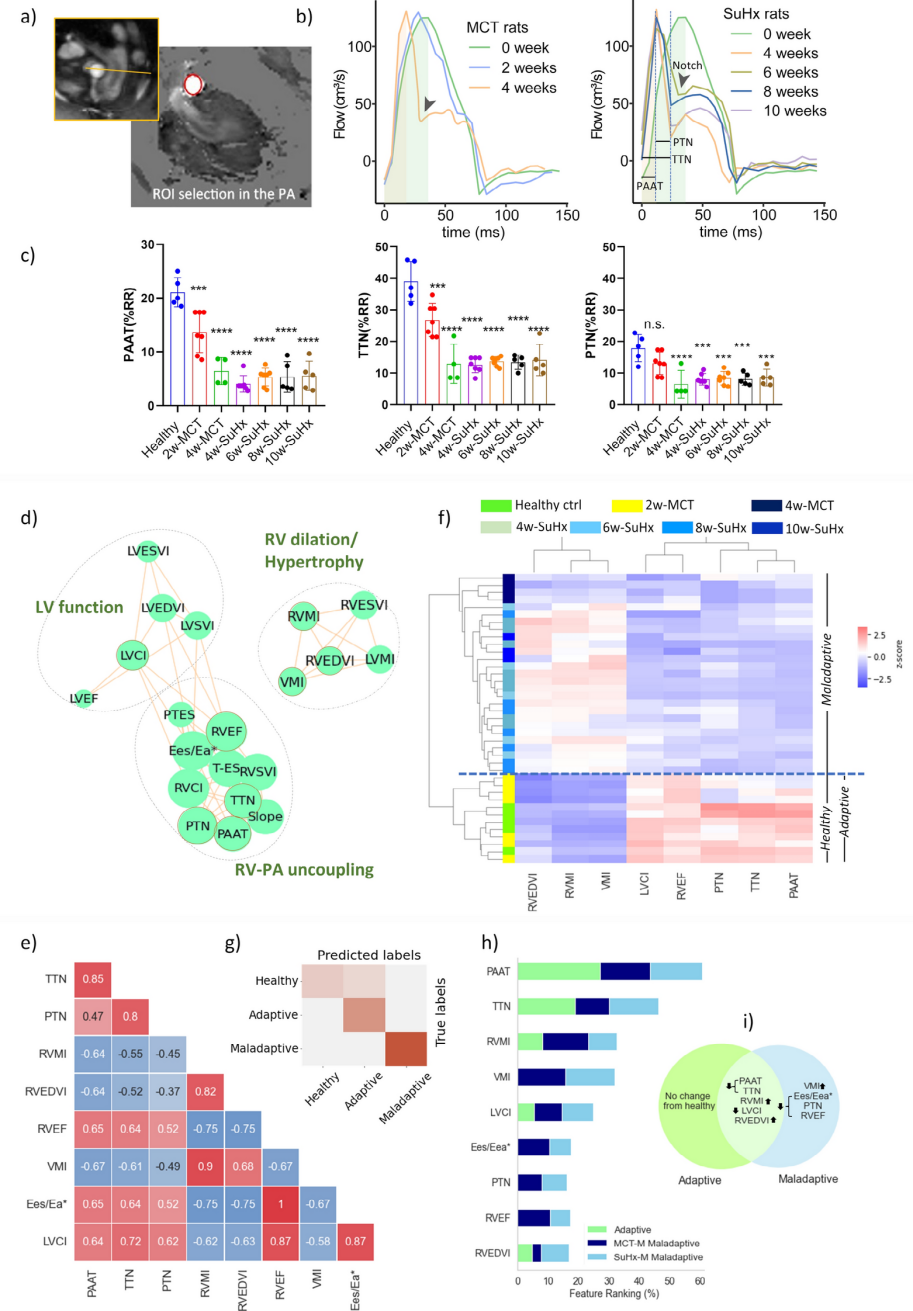
PA haemodynamic alterations in MCT and SuHx rats and correlation with RV function. (**a**) MRI planning including ROI selection outlining the PA on the phase contrast image, scale bar 2.5 mm (**b**) PA blood velocity curves of MCT and SuHx rats at specified time points. Arrow shows systolic notching. (**c**) PAAT, TTN and PTN assessment for MCT and SuHx rats. (mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, baseline (n = 5), 2-weeks MCT (n = 7), 4-weeks MCT (n = 4), 4-weeks SuHx (n = 7), 6-weeks SuHx (n = 7), 8-weeks SuHx (n = 5), 10-weeks SuHx (n = 5), one-way ANOVA, compared to healthy, Dunnett correction for multiple comparisons). (**d**) correlation network revealing three distinct clusters. (**e**) correlation matrix of selected features. (**f**) dendrogram and heat map of hierarchical clustering analysis. Of note, one 10-week SuHx rat was found as part of the adaptive cluster (data not shown). (**g**) Confusion matrix build from healthy/adaptive and maladaptive classes. (**h**) ranking of selected features contribution to classify the adaptive/maladaptive states. (**i**) Venn diagram highlighting common and distinct features of adaptive/maladaptive stages.

### PAAT and TTN shortening correlate with RV dysfunction

A correlation-based network was built from all cine- and flow MRI derived parameters (Fig. 2d). Network analysis of positive correlations identified distinct clusters related to (1) ventricular mass and RV dilatation, (2) RV function/PA blood flow characteristics and (3) LV function. Strong correlations between PAAT, TTN, PTN with RV hypertrophy, RV dilatation, RVEF and Eea/Ees* were observed (correlation matrix, Fig. 2e).

Using the mRMR FS algorithm, MRI metrics were selected based on their relevance to the target variable. LASSO regularisation further identified the subset of MR features that is most optimal for MCT and SuHx timepoint classification. A combination of eight metrics (features)—majority RV driven—were obtained. Interestingly, the selected features were linked with alterations in PA blood flow (PAAT, TTN, PTN), RV hypertrophy (RVMI, VMI), RV dilatation (RVEDVI), RV function (RVEF) and LV function (LVCI). The dendrogram and heat map from the hierarchical clustering conducted on the selected features revealed two clusters: cluster 1 (lower half of the dendrogram) consisted of healthy controls and 2-week MCT rats, and cluster 2 (upper half of the dendrogram) included the 4-week MCT and SuHx rats (Fig. 2f).

The 2-weeks MCT rats of cluster 1 displayed morphometric and physiological traits similar to those of the healthy group, particularly showing maintained systolic RV function (i.e. preserved RVEF, Eea/Ees* and LVCI). However, features such as: shortened PAAT and TTN, mild hypertrophy, and minimal RV dilatation suggested subtle remodelling, indicative of RV adaptation^18^. Along with declines in PAAT, TTN and PTN, cluster 2 exhibited pronounced hypertrophy, RV dilatation, a decline in systolic function and ventriculo-arterial uncoupling, indicating established signs of RV maladaptation^19^. These observations lead us to designate the 2-weeks MCT rats of cluster 1 as adaptive, whilst the rats belonging to cluster 2 were designated maladaptive.

The random forest classifier built on the selected features (1) ranked the importance (%) of selected features contribution to the adaptive and maladaptive classes and (2) evaluated the classification performance of the FS method. The classifier attributed the highest rank to PAAT, TTN shortening and RVMI increase (contributions of 20.2%, 15.3%, and 10.9%, respectively). Indeed, these parameters had changed considerably in the adaptive stage and remained pathologically altered during the maladaptive state. They were followed by VMI increase, reduced LVCI, declined RVEF and Eea/Ees*, shortened PTN and increased RVEDVI. RVMI was moderately higher in maladaptive MCT compared to SuHx, whereas RVEDVI had a marginally higher rank in maladaptive SuHx compared to MCT. The accuracy of the here proposed classification was assessed using a confusion matrix build for healthy, adaptive, and maladaptive profiles (Fig. 2g). In general, the data demonstrated distinct separation between healthy/adaptive and maladaptive classes of MCT and SuHx rats. Overall, the maladaptive class was 100% correctly predicted (accuracy 100%, AUC = 100%), whilst few misclassified cases were found between the healthy and adaptive groups (accuracy 92%, AUC = 91%). The summary of feature ranking (%) and corresponding Venn diagram is presented in Fig. 2h,i.

### ECV enhancement is a relevant feature at the RV insertion points, septum and RV free wall

Representative T_1_ weighted, LGE and ECV images of healthy control, 2-week, 4-week MCT and SuHx time points are illustrated in Fig. 3a (left) alongside the average ECV values mapped regionally on the 26-segment model bullseye plots (right).

**Fig. 3:**
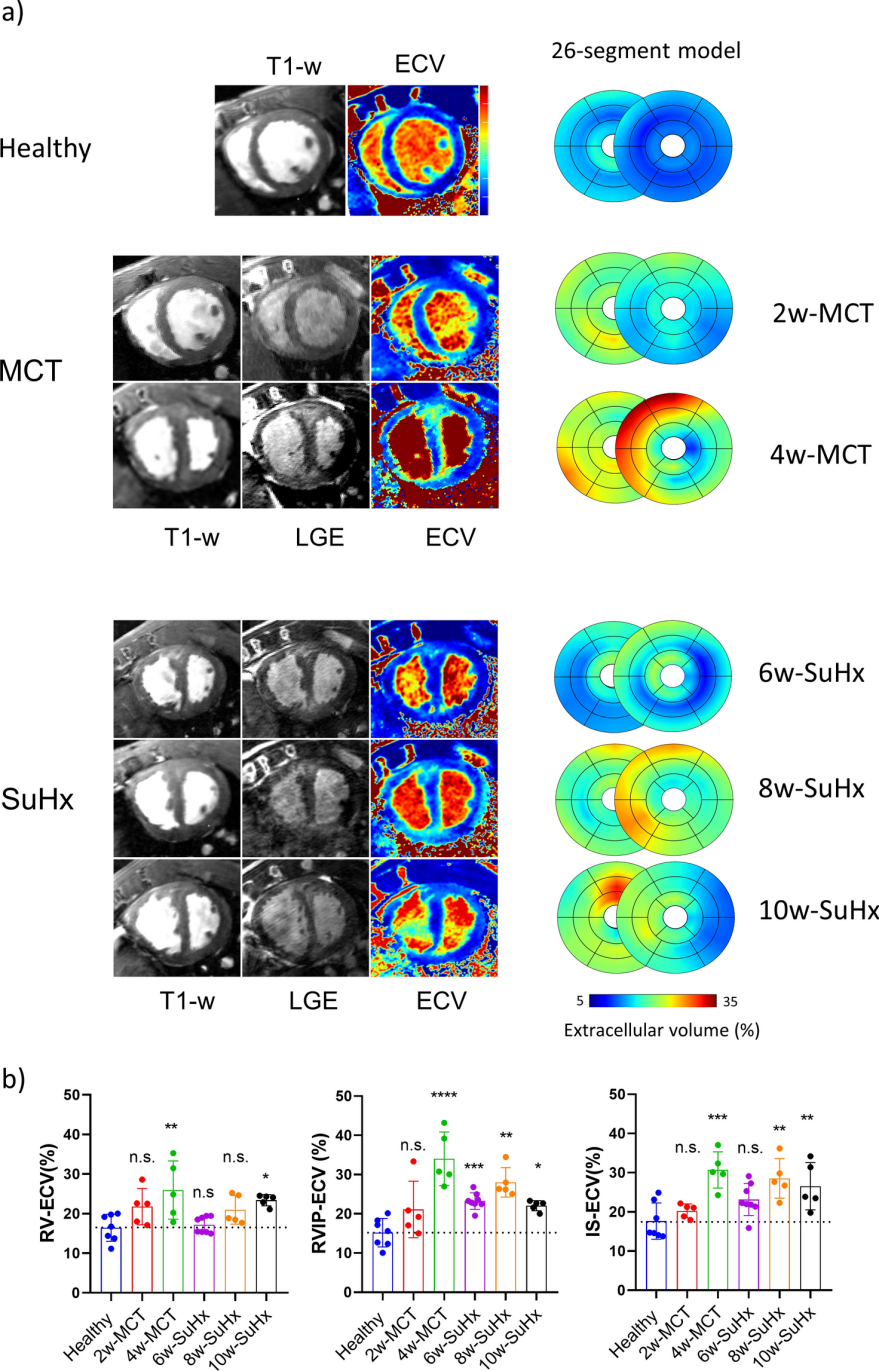
Extracellular volume imaging of RV and LV. (**a**) Representative T_1_ weighted, LGE and ECV images of healthy control, 2-, 4-week MCT and 6-, 8-, 10-SuHx (left) alongside average ECV values mapped regionally on the 26-segment bullseye plots (right). (**b**) ECV values at RV wall (RV-ECV), RV insertion points (RVIP-ECV), and septum (IS-ECV) at all imaged timepoints (mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, baseline (n = 7), 2-weeks MCT (n = 5), 4-weeks MCT (n = 5), 6-weeks SuHx (n = 8), 8-weeks SuHx (n = 5), 10-weeks SuHx (n = 5), one-way ANOVA—comparison to healthy, Dunnett correction for multiple comparisons).

ECV mapping provided insights into cardiac tissue characteristics and indicated increased extracellular volume in the RV wall, in addition to the septum and ventricular insertion regions. Specifically, at 2-weeks MCT, ECV showed a mild increase in the RV wall and at the anterior basal RVIP. Significant increases in IS, RVIP and LV wall were found at 4-week MCT. SuHx rats exibited similar ECV behaviour, albeit with a lower intensity level than the 4-week MCT (Fig. 3b).

### Increased extracellular volume correlates with RVH and RV dysfunction

The correlation-based network (Fig. 4a) revealed distinct interactions clustered into signatures of (1) RV hypertrophy/RV dilation (2) ECM organisation, and (3) RV-LV functional changes.

**Fig. 4:**
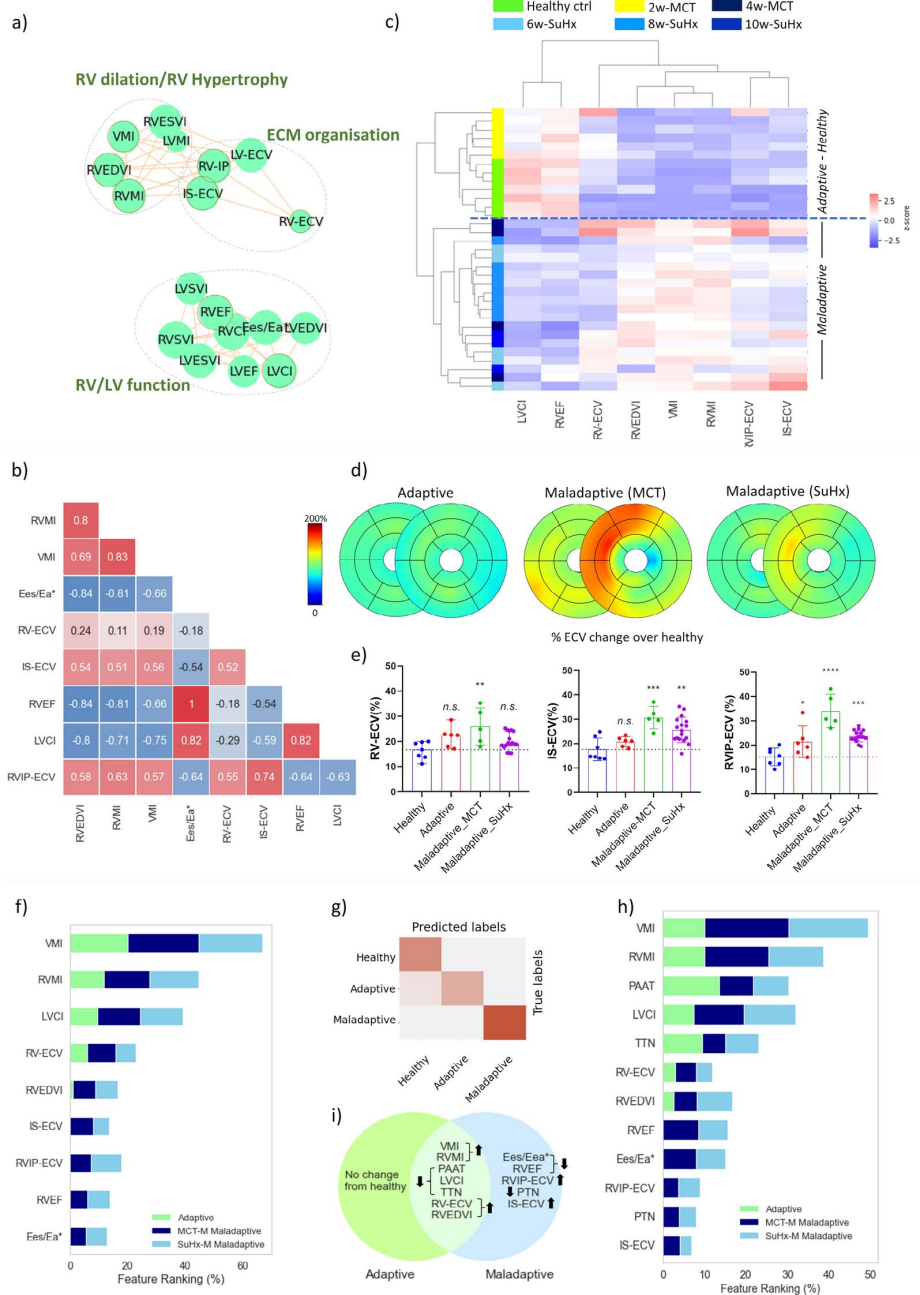
Relationship of extracellular volume with RV function and structure (**a**) Correlation network revealing three distinct clusters. (**b**) Correlation matrix of selected features. (**c**) Dendrogram and heat map of hierarchical clustering analysis. Of note, one 10-week SuHx rat was found in the adaptive cluster (not shown). (**d**) ECV bullseye plots showing ECV changes at adaptive/maladaptive stage. (**e**) ECV at RV wall (RV-ECV), RV insertion points (RVIP-ECV), and septum (IS-ECV) at healthy, adaptive, and maladaptive MCT and SuHx rats (mean ± SD, *p < 0.05, **p < 0.01, *** p < 0.001, **** p < 0.0001, healthy (n = 7), adaptive (n = 6), maladaptive MCT (n = 5), maladaptive SuHx (n = 17), one-way ANOVA—comparison to healthy, Dunnett correction for multiple comparisons). (**f**) ranking of selected features contribution to classify the adaptive and maladaptive MCT and SuHx rats. (**g**) Healthy/adaptive and maladaptive classes. Due to high similarity, all 10-week SuHx cases were classified into either 6-week or 8-week SuHx timepoints. (**h**) Ranking of selected features summarising both experiments (**i**) Venn diagram highlighting common and distinct features of adaptive/maladaptive stage.

Increased ECV (particularly at RVIP and IS) correlated well with measures of RVH, dilatation, and RV dysfunction (Fig. 4b). High correlation of IS-ECV with RVEDVI (0.58, p < 0.01) and RVIP-ECV with RVEF (0.65, p < 0.01) were observed.

The selected features were related in this case with ECM organisation of RV wall and septum (RV-ECV, RVIP-ECV, IS-ECV), RV hypertrophy (RVMI, VMI), RV dilatation (RVEDVI), RV function (RVEF) and LV function (LVCI). The dendrogram and heat map from the hierarchical clustering analysis highlighted two distinct clusters: cluster 1 made of healthy controls and 2-week MCT rats, and cluster 2 which included 4-week MCT and SuHx rats (Fig. 4c). Despite being similar to the healthy group, the 2-week MCT rats in Cluster 1 exhibited mild abnormalities associated with increased extracellular volume in the RV wall, moderate dilatation and slight decline in LVCI, all of which suggested a cardiac adaptability phenotype^20^. Cluster 2 displayed notable RV hypertrophy and dilatation, accompanied by decreased systolic function and ventriculoarterial uncoupling, pronounced fibrosis at interventricular septum and insertion points, traits indicative of RV maladaptation.

Regional ECV changes at adaptive and maladaptive states are summarised in Fig. 4d,e. The random forest classifier attributed the highest rank to VMI and RVMI increase (contribution of 22.25 and 14.9%, respectively), followed by reduced LVCI, increased RV-ECV, RVIP-ECV, IS-ECV, RV-EDVI, lower RVEF and lower Eea/Ees* (Fig. 4f). IS-ECV was higher in maladaptive MCT compared to SuHx, whilst RVIP-ECV had marginally higher rank in maladaptive SuHx compared to MCT. The confusion matrix (Fig. 4g) proved distinct separation between the healthy/adaptive and maladaptive MCT and SuHx classes. The maladaptive class was 100% correctly predicted (accuracy and AUC = 100%), whilst few misclassified cases were found in the healthy and adaptive groups (accuracy 92%, AUC = 90%). Ranking of selected features from both experiments is presented in Fig. 4h and corresponding Venn diagram in Fig. 4i.

### Sample size considerations

The minimum sample size required to detect significant changes indicative of RV adaptation compared to healthy, as well as changes associated with maladaptation compared to adaptive and healthy states, revealed that several selected MRI features are strong candidates to effectively discriminate the different RV stages with high statistical power. Firstly, the severe RV phenotype observed at maladaptive stage, allowed all selected MRI features to distinguish RV maladaptation from healthy controls with a relatively small sample size (n = 3–6) and a statistical power of 95%.

#### Adaptive from healthy

Flow derived parameters such as PAAT, TTN could detect RV adaptive state from healthy with a minimum sample size of n = 4 and 95% statistical power, while RVMI and LVCI required a minimum n = 6 to reach the same statistical power. RV-ECV required a sample size of n = 6 to yield 90% statistical power, whereas PTN required n = 5 for 85% power.

#### Maladaptive from adaptive

PAAT, TTN could distinguish the maladaptive from adaptive state with a minimum sample size of n = 4 and a 95% statistical power, whereas for IS-ECV, a sample size of n = 5 with 90% statistical power was needed. For PTN, minimum sample size of n = 4 with 85% power was required. Morphometric and functional parameters such as VMI, RVMI, RVEDVI, LVCI, Ees/Eea* necessitated a minimum sample size of 3–5 to achieve 95% statistical power.

### Fibrosis colocalizes with increased ECV, hypertrophy and reduced capillary density

Magnified histology micrographs show an example of accumulation of fibrosis at RVIP and RV wall of MCT and SuHx rats. Picrosirius Red-stained sections demonstrated very mild interstitial fibrosis at 2-weeks MCT, followed by patchy fibrosis at 4-weeks MCT and 8-weeks SuHx. MCT and SuHx rats were observed to have higher myocyte diameter (WGA staining), reflecting myocyte hypertrophy, and reduced capillary density (CD31 straining) at RVIP (Fig. 5a). Myocyte hypertrophy occurred as early as 2-weeks MCT. At this stage, a moderate trend of reduced capillary density was observed. Profound loss of capillary density was present at 4-weeks MCT complemented by strong hypertrophy. As with 4-weeks MCT, at 8-weeks SuHx severe cardiomyocyte hypertrophy was present and colocalized with decreased capillary density (Fig. 5b).

**Fig. 5:**
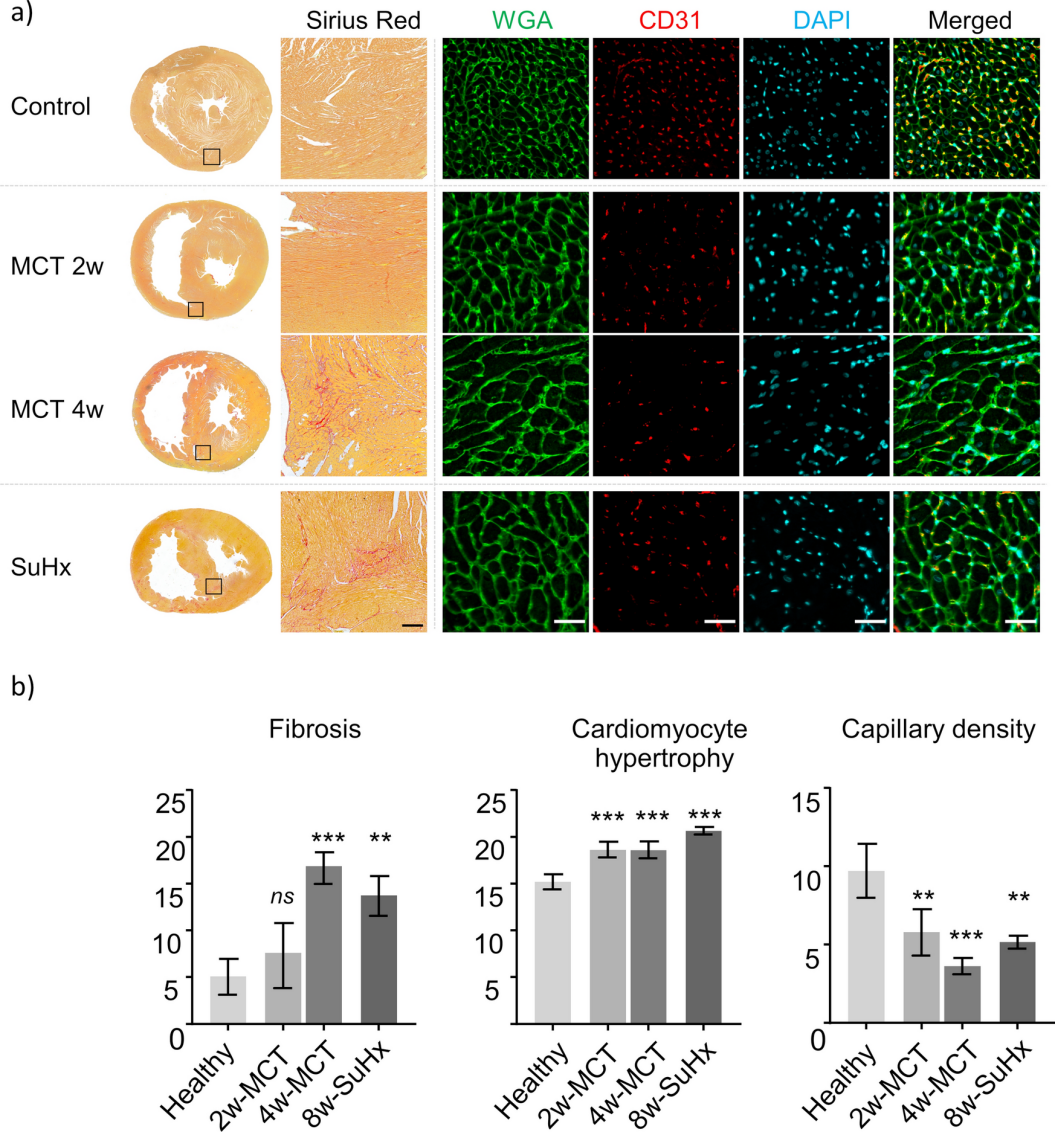
Histology and quantification of tissue damage parameters of MCT and SuHx rats. Representative picrosirius red stained whole hearts (selection box size: 1.35 mm × 1.35 mm) and magnified histology micrographs are displayed showing an example of fibrosis at RVIP (Picrosirius Red, scale bar 200 µm) for both MCT and SuHx rats. Significant increase in cardiomyocyte size was noted at 2-, 4-weeks MCT and 8-week SuHx (WGA, scale bar 100 µm). Reduced capillary density at 2-, 4-week MCT and 8-week SuHx (CD31, scale bar 100 µm) (values expressed as mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, one-way ANOVA—comparison to healthy, Dunnett correction for multiple comparisons, n = 3 each group).

### Female rat results

Compared to healthy controls, MCT (4-weeks) and SuHx (8-weeks) female rats presented significantly increased mean pulmonary arterial pressure (mPAP, MCT 45.3 ± 8.38 mmHg, SuHx 43.3 ± 15.3 mmHg vs. 17.2 ± 2.48 mmHg in controls) and increased RV systolic pressures at endpoints (Fig. S4 Supplement).

Female rats developed a comparable severity of RV phenotype to their male counterparts at end stage, although this occurred slightly later than in males. Maladaptive MCT and SuHx female rats demonstrated significant deterioration of functional markers (RVEF and coupling index). Yet among the MCT female rats, RVH and dilatation developed only at 4-week timepoint. Overall, MCT and SuHx female rats had less pronounced hypertrophy and dilatation as male counterparts (Fig. 6a).

**Fig. 6:**
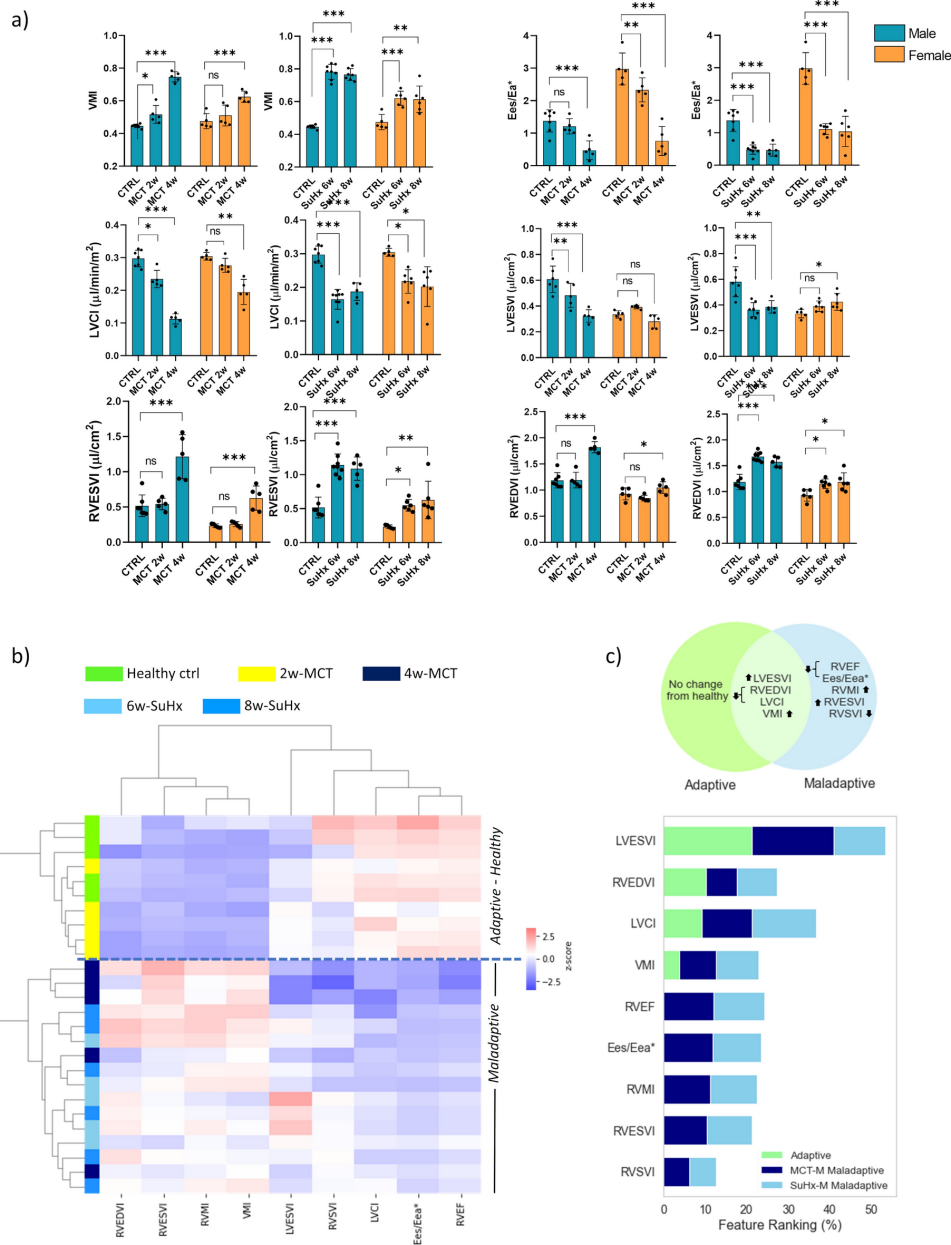
Longitudinal assessment of LV and RV in female rats. (**a**) MRI derived metrics to assess hypertrophy, dilatation, and systolic function of RV and LV for control, 2-, 4-week MCT and 6- and 8-week SuHx females (mean ± SD, *p < 0.05, **p < 0.01, *** p < 0.001, **** p < 0.0001, one-way ANOVA, Dunnett correction—comparison to healthy, n = 5 to 6 each group) compared with male counterparts. (**b**) Dendrogram and heat map of hierarchical clustering analysis. (**c**) Ranking of selected features based on their contribution to classify the adaptive/maladaptive MCT and SuHx females. Venn diagram highlighting common and distinct features of adaptive/maladaptive stages.

The dendrogram and heat map from the hierarchical clustering showed that relevant parameters characterising the adaptive and maladaptive stage in female rats (Fig. 6b) were predominantly RV driven, comparable to male cohorts. End systolic dilatation of the LV was a particular feature of females, possibly a consequence of weaker RV dilatation (less LV compression). The ranking of parameters is presented in Fig. 6c, illustrating that dilatation of LV and RV are main features of the adaptive stage, followed by reduced LVCI and VMI increase (lesser extent compared to male counterparts). Ranking of maladaptive stage was characterised by LVESVI and RVEDVI increase, decline in RVEF and coupling index, increased RVMI, RVESVI and reduced RVSVI. Female MCT rats in our study, despite exhibiting significant fibrosis compared to control, showed markedly less fibrosis than male counterparts (Fig. S5 Supplement).

### Key molecular signatures involved in RV failure

Western blots were performed to characterise the molecular crosstalk between the key signalling (Fig. 7a). The phosphorylation of AMPK was downregulated in both MCT and SuHx rats compared to healthy controls (Fig. 7b). This change was accompanied by enhanced phosphorylation of mTOR. Furthermore, the expression of SERCA2 was significantly decreased in the MCT and SuHx rats. Comparing to human RV decompensated data set, the RNA-sequencing DEG results showed that MCT rats displayed 522 common genes (Fig. 7c) whereas SuHx demonstrated 107 genes (Fig. 7d). 

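RNA sequencing compared 3 libraries of right ventricular (RV) tissue of control rats at week 0 with 3 of SuHx rats at 8 weeks, taken at the maladaptive stage. SuHx rats received SU5416 (25 mg/kg), an inhibitor of the vascular endothelial growth factor receptor, and were then kept for 4 weeks at a FiO2 of 10%. The paper's methods then give a return to normoxia, so the tissue taken at 8 weeks came after the hypoxia had ended. No control taken at 8 weeks is among these libraries. In every difference given here, the 8 weeks between the groups, with the growth of the rats, cannot be told apart from SU5416, hypoxia and pressure load. The paper's methods give 8 controls for the sequencing of both rat models together and n = 3 for SuHx, and the further controls, the MCT rats and the human tissues are not analysed here. The authors mapped and counted the reads with Salmon and deposited counts per gene and library normalised with DESeq2, for 12958 named genes. The paper names a mouse index, whereas the gene names include 285 Rat Genome Database names and 238 names of rat contigs, so the index behind the values is open. Normalised counts summed to 11607609, 12393415 and 12271073 in controls 1, 2 and 3. In the SuHx libraries, lettered A, B and C because their labels do not tie them to numbered rats, they summed to 14781878, 18249330 and 12754296. The paper states a depth of 25000000 reads per sample, and the values used here are the normalised counts. Mitochondrial transcripts took 53.9% ± 2.60 (SD, n = 3) of the total in control and 60.2% ± 6.51 (SD, n = 3) in SuHx, with the highest share, 67.5%, in SuHx B. Genes of long transcripts, set against ribosomal protein genes as a sign of RNA quality, lay at -0.24, 0.029 and -0.89 log2 units in controls 1, 2 and 3 and at -0.013, 0.50 and 0.60 in SuHx A, B and C, relative to the other libraries. The mean was -0.37 ± 0.48 (SD, n = 3) in control and 0.36 ± 0.33 (SD, n = 3) in SuHx (exact permutation p = 0.2, two-sided, where 0.1 is the smallest possible). Between the groups, log2(normalised count + 1) was compared with limma, with Benjamini-Hochberg adjustment over the 10725 genes whose mean over the 6 libraries was at least 10. Fold changes are on this scale, which understates the change of genes with low counts. Correlations of these log2 values across genes, which are not independent replicates, were 0.942 to 0.945 between SuHx libraries and 0.881 to 0.921 between control libraries. Control 1 held Nppa, a natriuretic peptide abundant in atria, at 36639 normalised counts, against 57.3 and 43.1 in controls 2 and 3. Control 3 held the immediate early gene Fos at 4412 normalised counts, against 607 and 101 in controls 1 and 2. An n of 3 is given for each group of these libraries, but not for each library that it came from a rat of its own, so p-values measure the spread between these libraries, which may be technical.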

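In the RV of SuHx rats, 166 genes were higher and 72 were lower than in control RV at an adjusted p under 0.05 from limma. By the paper's criteria for DEGs, an adjusted p under 0.01 and a fold change above 2, 27 were higher and 2 were lower. Cyp1a1, a cytochrome P450 of xenobiotic metabolism, was at 709, 949 and 525 normalised counts in SuHx A, B and C and at 1.12, 0 and 3.97 in controls 1, 2 and 3, a log2 fold change of 8.33 (standard error 0.57, adjusted p = 0.0035 from limma). The matrix glycoprotein gene Thbs4 had a log2 fold change of 5.61 (standard error 0.66, adjusted p = 0.012 from limma). Those of Fhl1 and Ankrd23, genes of striated muscle, were 5.36 and 4.52, and those of Tceal7 and of Spp1, which encodes osteopontin, were 4.54 and 4.10. Pc, which encodes pyruvate carboxylase, and Gorasp2, a gene of the Golgi, were listed at 0 in all 3 controls. An exact 0 in these values can be a failed estimate, so a rise from no expression is not shown for Pc and Gorasp2. In SuHx A, B and C, Pc was at 137, 107 and 157 normalised counts and Gorasp2 at 119, 115 and 93.2. Among the largest falls of genes with a mean of at least 50 normalised counts were those of Ddit4l2 (-3.63), Art1 (-3.21), Vsnl1 (-3.19), Col6a6 (-2.88), the potassium channel gene Kcnk2 (-2.60), the sodium channel subunit gene Scn4b (-2.57), the glycerol channel gene Aqp7 (-2.26) and Dhrs7c (-2.22), as log2 fold changes. Rab3b, a small GTPase, fell from 930.4 ± 34.3 to 296 ± 40.2 normalised counts (SD, n = 3 each), a log2 fold change of -1.66 (adjusted p = 0.0054 from limma). Selenbp1, a selenium-binding protein, had a log2 fold change of -1.38 (adjusted p = 0.0087 from limma), and both, the DEGs that were lower, were named after their values were seen. For each gene named here, the 3 SuHx libraries lay beyond the 3 control libraries, which gives an exact permutation p of 0.1 (two-sided), the smallest that 3 against 3 allow. Except for Rab3b and Selenbp1, this separation was a condition for naming the genes and is no further evidence of a change. The groups did not overlap for 24.6% of all tested genes, where chance gives 10%. The counts depended on single libraries, with 11 genes higher and 6 lower without SuHx C, 34 and 21 without SuHx A, 36 and 19 without SuHx B, 120 and 20 without control 1, 84 and 16 without control 2, 266 and 136 without control 3, and 97 and 8 without controls 1 and 3 together. DEGs numbered 28, 7 and 63 without controls 1, 2 and 3, and 1, 0 and 0 without SuHx A, B and C. Of the genes named here, Cyp1a1, Tceal7, Ankrd23, Ddit4l2, Dhrs7c and Rab3b passed an adjusted p under 0.05 with each library left out, and the others did not without SuHx C (adjusted p up to 0.17). Thbs4, Spp1, Art1, Vsnl1, Col6a6, Kcnk2, Scn4b and Aqp7 did not pass without SuHx A either, nor Thbs4, Spp1, Vsnl1, Kcnk2 and Scn4b without SuHx B. Vsnl1, Col6a6, Kcnk2, Scn4b and Aqp7 did not pass without control 1 or without control 2. Spp1 did not pass without control 2, nor Col6a6 without control 3. With no mean-variance trend 83 genes were higher and 38 lower, and Spp1, Vsnl1, Col6a6, Kcnk2, Scn4b and Aqp7 did not pass (adjusted p up to 0.079), nor did Vsnl1 with a mean of at least 50 (adjusted p = 0.054). With all libraries rescaled to the same total, which moved the median log2 fold change of all genes to -0.31, 90 genes were higher and 191 lower.

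**Figure D1:**
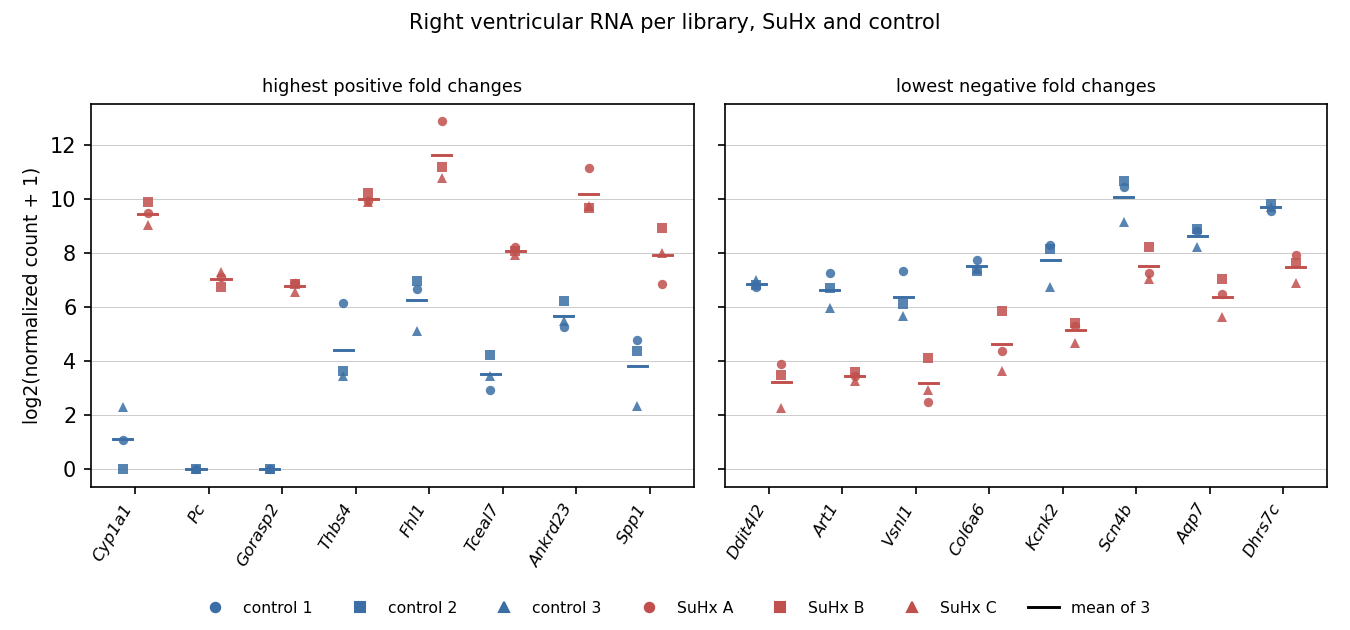
Normalised counts, as log2(normalised count + 1), of 8 genes that were higher and 8 that were lower in SuHx, one point for each control and SuHx library, with bars at the mean of the 3 libraries of a group. For each gene the SuHx and control points do not overlap, which was a condition for its choice. Pc and Gorasp2 lie at 0 in all 3 controls, and an exact 0 can be a failed estimate.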

Focusing on the genes that were commonly regulated in all three profiles, we found that ECM and collagen fibrillar organisation were highly upregulated in both animal and human profiles along with responses to cytokines (Fig. 7c,d). These immune responses in decompensated MCT RV samples shared similarity to decompensated human RV samples, while growth differential factor was common in SuHx and RV human samples.

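Some genes of the extracellular matrix rose in the SuHx RV, among them genes of glycoproteins, of basement membrane collagens and of collagen processing. Of 38 tested genes of ECM glycoproteins and proteoglycans, listed before the data were examined, 6 were higher in SuHx, 0 were lower and 32 did not pass an adjusted p under 0.05 from limma (10 higher and 4 lower when adjusted over the list alone, 12 and 6 at an unadjusted p under 0.05). Ctgf, a matricellular protein induced in fibrosis, was at 5344 ± 1718 normalised counts in SuHx and 959.6 ± 285 in control (SD, n = 3 each), a log2 fold change of 2.46 (standard error 0.32, adjusted p = 0.014 from limma). Cilp, a secreted matrix protein, had a log2 fold change of 3.38 (adjusted p = 0.016 from limma) and Thbs1, a thrombospondin like Thbs4, one of 1.46 (adjusted p = 0.029 from limma). Of 25 genes of basement membrane and other collagens, 3 were higher, 1 was lower and 21 did not pass (8 higher and 1 lower when adjusted over the list alone). Col8a1 rose with a log2 fold change of 3.30 (standard error 0.47, adjusted p = 0.022 from limma), Col18a1 with 1.30 and Lamc1, a laminin chain, with 1.14, whereas Col6a6 fell. Of 32 genes of collagen fibril organisation, 2 were higher, 0 were lower and 30 did not pass (4 higher and 0 lower when adjusted over the list alone, 6 and 2 at an unadjusted p under 0.05). Both act on collagen chains, Plod2 as a lysyl hydroxylase with a log2 fold change of 1.50 (adjusted p = 0.015 from limma) and Pcolce as an enhancer of procollagen cleavage with 1.02 (adjusted p = 0.039 from limma). Col1a1 was at 3652 ± 928 normalised counts in SuHx and 2926 ± 525 in control (SD, n = 3 each), a log2 fold change of 0.31 (standard error 0.22, adjusted p = 0.52 from limma), which was -0.014 with all libraries at the same total and 0.11 without SuHx A. The log2 fold change of Col1a2 was 0.56 (standard error 0.32, adjusted p = 0.42 from limma), in a range of 0.20 without control 3 to 0.89 without control 1. That of Col3a1 was 0.042 (standard error 0.19, adjusted p = 0.93 from limma), and it was -0.28 with all libraries at the same total and -0.10 without control 3. Set against all other genes with camera over 35 lists, the glycoproteins had a median log2 fold change of 0.41 (adjusted p = 0.010, and adjusted p = 0.85 with an estimated correlation). The basement membrane list had one of 0.28 (adjusted p = 0.0056, and adjusted p = 0.31 with an estimated correlation) and the collagen fibril list one of 0.13 (adjusted p = 0.089). Of 42 genes of the response to cytokines, 1 was higher, 0 were lower and 41 did not pass (3 higher and 1 lower when adjusted over the list alone, 9 and 2 at an unadjusted p under 0.05), with a median log2 fold change of 0.28 (camera adjusted p = 0.098). The gene that rose was Tnfrsf12a, the receptor of the cytokine TWEAK, with a log2 fold change of 2.06 (adjusted p = 0.048 from limma). In control 3 the cytokine genes had a median 0.53 log2 units above the mean of controls 1 and 2, and the list passed camera without control 3 (adjusted p = 0.0031) and without SuHx A (adjusted p = 0.034). With an estimated correlation over all libraries, the cytokine and collagen fibril lists each had a camera adjusted p of 0.85. Without control 1 the collagen fibril list passed (adjusted p = 0.021), and the glycoprotein list did not pass without control 2 (adjusted p = 0.16) or without SuHx C (median 0.27, adjusted p = 0.068). Of the genes named here as higher or lower, none passed limma without SuHx C (adjusted p up to 0.18). Plod2 alone passed without SuHx A, and Ctgf, Cilp and Col6a6 without SuHx B. Without control 2 those that passed were Ctgf, Thbs4, Plod2 and Lamc1. Without control 1 Thbs1, Col6a6, Lamc1 and Pcolce did not pass, and without control 3 Col6a6 did not. With all libraries at the same total the median log2 fold change of all genes was -0.31. The medians of the collagen fibril, basement membrane and cytokine lists were -0.19, -0.038 and -0.042 there, each above that of all genes. Their camera adjusted p were 0.096, 0.0048 and 0.045, so the negative signs do not show a fall relative to other genes. At that total Col18a1 (adjusted p = 0.060), Lamc1 (adjusted p = 0.13), Pcolce (adjusted p = 0.21) and Thbs1 (adjusted p = 0.062) did not pass limma. Thbs1, Col8a1, Col18a1, Lamc1, Col6a6, Pcolce and Tnfrsf12a did not pass with no mean-variance trend (adjusted p up to 0.090), nor did Tnfrsf12a with no filter on low values (adjusted p = 0.051). Genes of long transcripts, set against ribosomal protein genes, were 0.73 log2 units higher in SuHx than in control on average, with SuHx A inside the range of the controls. From the genes regulated in common with decompensated human RV, the paper states that ECM and collagen fibrillar organisation were upregulated in the animal and human profiles, along with responses to cytokines (Fig. 7c,d).

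**Figure D2:**
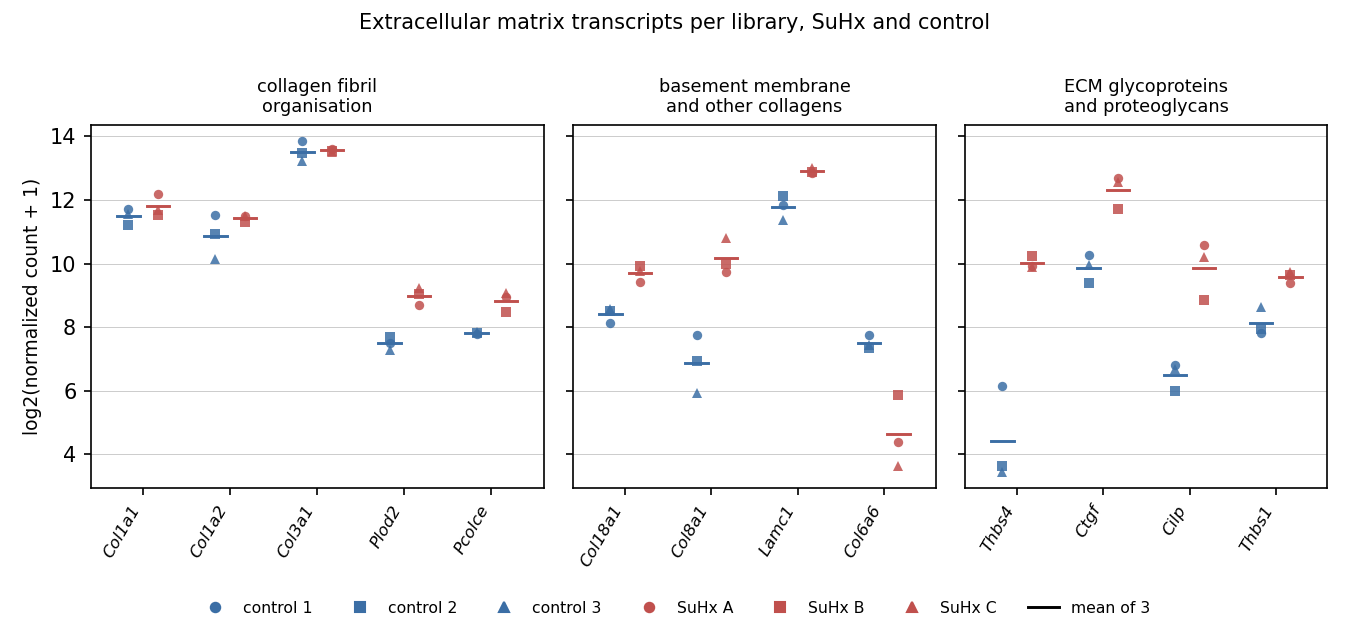
Normalised counts, as log2(normalised count + 1), of genes of 3 extracellular matrix lists, one point for each control and SuHx library, with bars at the mean of the 3 libraries of a group. Control and SuHx points of Col1a1, Col1a2 and Col3a1 overlap, whereas those of Plod2, Pcolce, Col18a1, Col8a1, Lamc1, Col6a6, Thbs4, Ctgf, Cilp and Thbs1 do not.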

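No growth differentiation factor passed the test between SuHx and control RV. Of 9 tested genes of growth differentiation factors and related ligands, 0 were higher and 0 lower at an adjusted p under 0.05 from limma, also when adjusted over the list alone, and 2 were higher and 0 lower at an unadjusted p under 0.05. Gdf11 was at 122 ± 32.1 normalised counts in SuHx and 147 ± 74.8 in control (SD, n = 3 each), a log2 fold change of -0.19 (standard error 0.36, adjusted p = 0.82 from limma) that was 0.19 without control 2. Gdf1 was at 35.9, 43.8 and 65.6 normalised counts in controls 1, 2 and 3 and at 53.3, 29.2 and 0 in SuHx A, B and C (adjusted p = 0.50 from limma). Gdf6, Gdf9 and Gdf15 had means under 10 and were left out of limma except with no filter on low values. Gdf15, a cytokine induced by stress, was at 2.22, 1.04 and 3.00 normalised counts in the controls and 4.67, 3.45 and 0.951 in SuHx. Gdf6 was at 2.24, 0 and 0.992 normalised counts in the controls and 17.8, 6.87 and 30.5 in SuHx, and Gdf9 at 1.12, 2.09 and 0 and 0, 0 and 1.91. For Gdf6 every SuHx library lay above every control (exact permutation p = 0.1, two-sided, the smallest possible), at low counts. Inha, a subunit of inhibin, had a log2 fold change of 0.66 (standard error 0.39, adjusted p = 0.44 from limma). Bmp10, a ligand made in atria, was at 2363 normalised counts in control 1 and listed at 0 in every other library. The list had a median log2 fold change of 0.27 and a mean of -0.38, which differ in sign, and its median was -0.051 with all libraries at the same total (camera adjusted p = 0.71 as deposited). With single libraries left out the median ran from 0.052 without SuHx C to 0.48 without SuHx B.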

**Fig. 7:**
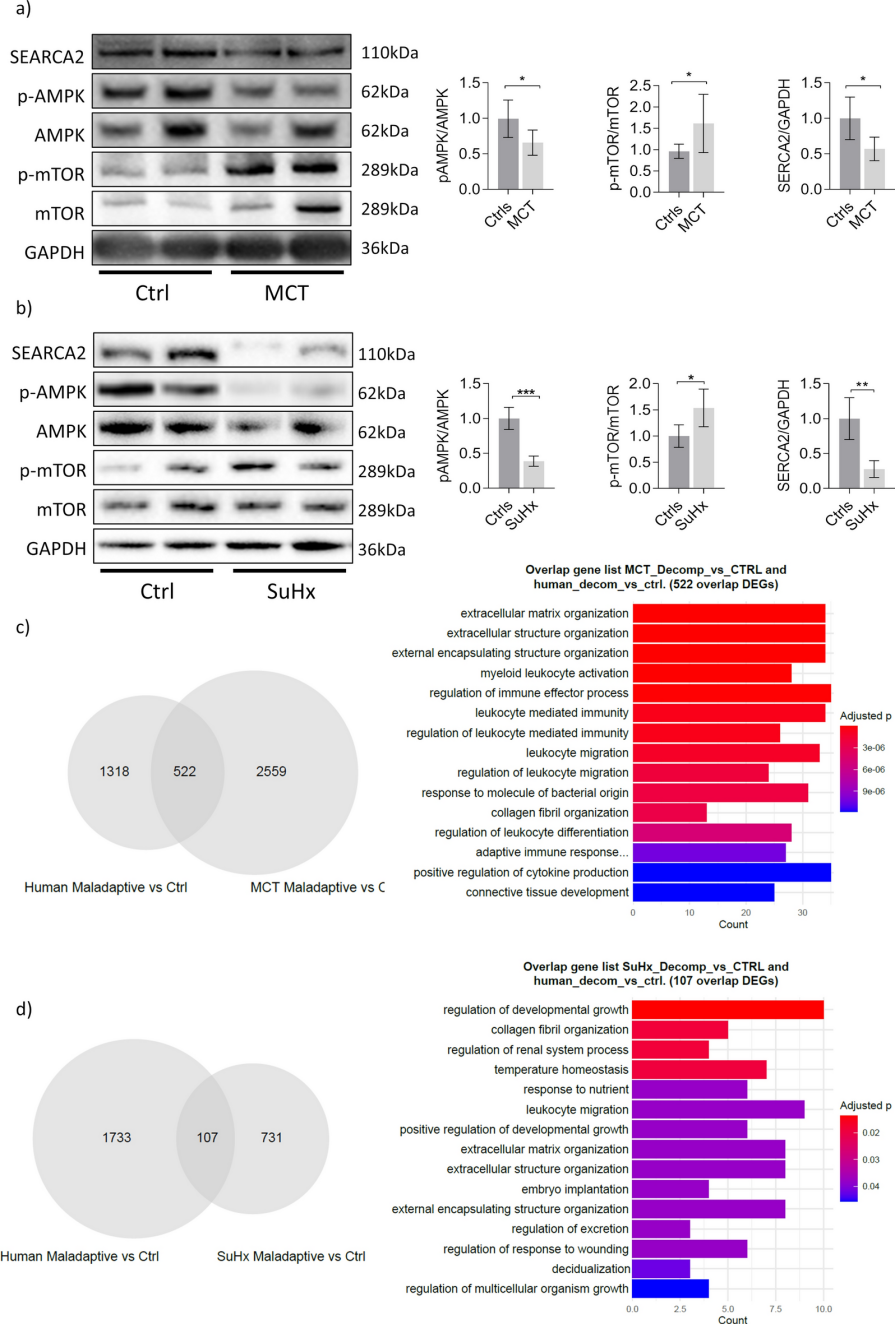
Expression of key molecular signatures involved in RV failure. (**a,b**) Representative western blots of RV tissue from MCT and SuHx rats, along with quantification. Key molecules shown: AMPKα and mTOR and their phosphates, and SERCA2 (mean ± SE, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n = 5 each group, t-test). The original, unprocessed blots are presented at the end of supplementary document (1) and (2). (**c**) Venn diagram highlighting common and distinct DEGs for decompensated MCT and human samples along with top significantly enriched pathways for the 522 common DEGs. (**d**) Venn diagram highlighting common and distinct DEGs for decompensated SuHx and human samples along with top significantly enriched pathways for the 107 common DEGs. Human RV tissues: control/normal (*n* = 13) and decompensated (*n* = 13).

## Discussion

Our study established a unique cardiac platform based on MRI techniques of cine, flow sensitized and extracellular volume assessments to distinguish key characteristics of the RV remodelling process, non-invasively, in two of the most used experimental PH models. Cine-MRI evaluated RV dilation, hypertrophy, and systolic dysfunction, while flow MRI allowed measuring PAAT, TTN and PTN. Additionally, ECM organization was portrayed using ECV. Feature selection, combined with machine learning classification and ranking, determined the MR feature subset most relevant to cluster and characterise adaptive and maladaptive RV states, thereby establishing a standardised translational MRI platform for the PH research^5^. Haemodynamic alterations of PA blood flow ejection and wave reflection, mild RV dilatation, and progressive RVH with subtle extracellular volume growth in the RV wall were dominant features of the adaptive stage. Typical in vivo signatures of maladaptation included an increase in the extracellular matrix at RVIP and septum paralleled by profound RV dysfunction (reduced RVEF, and Ees/Eea*). The correlation network revealed distinct hub distributions related to RV deterioration, emphasising strong interdependences between hypertrophy and ECV as well as between PAAT, TTN, and RV-PA uncoupling. Histopathology, biochemical assays and RNA-sequencing validated the maladaptive characteristics of: (1) myocyte hypertrophy, capillary rarefaction, and fibrosis observed at maladaptive stage; (2) molecular mechanisms linking RV maladaptation with alterations of myocardial energetics and calcium handling; (3) increased transcription of ECM components in PH patients and both animal models suggesting aberrant ECM organisation. The main characteristics of adaptive and maladaptive RV states identified in this study are illustrated in Fig. 8.

**Fig. 8:**
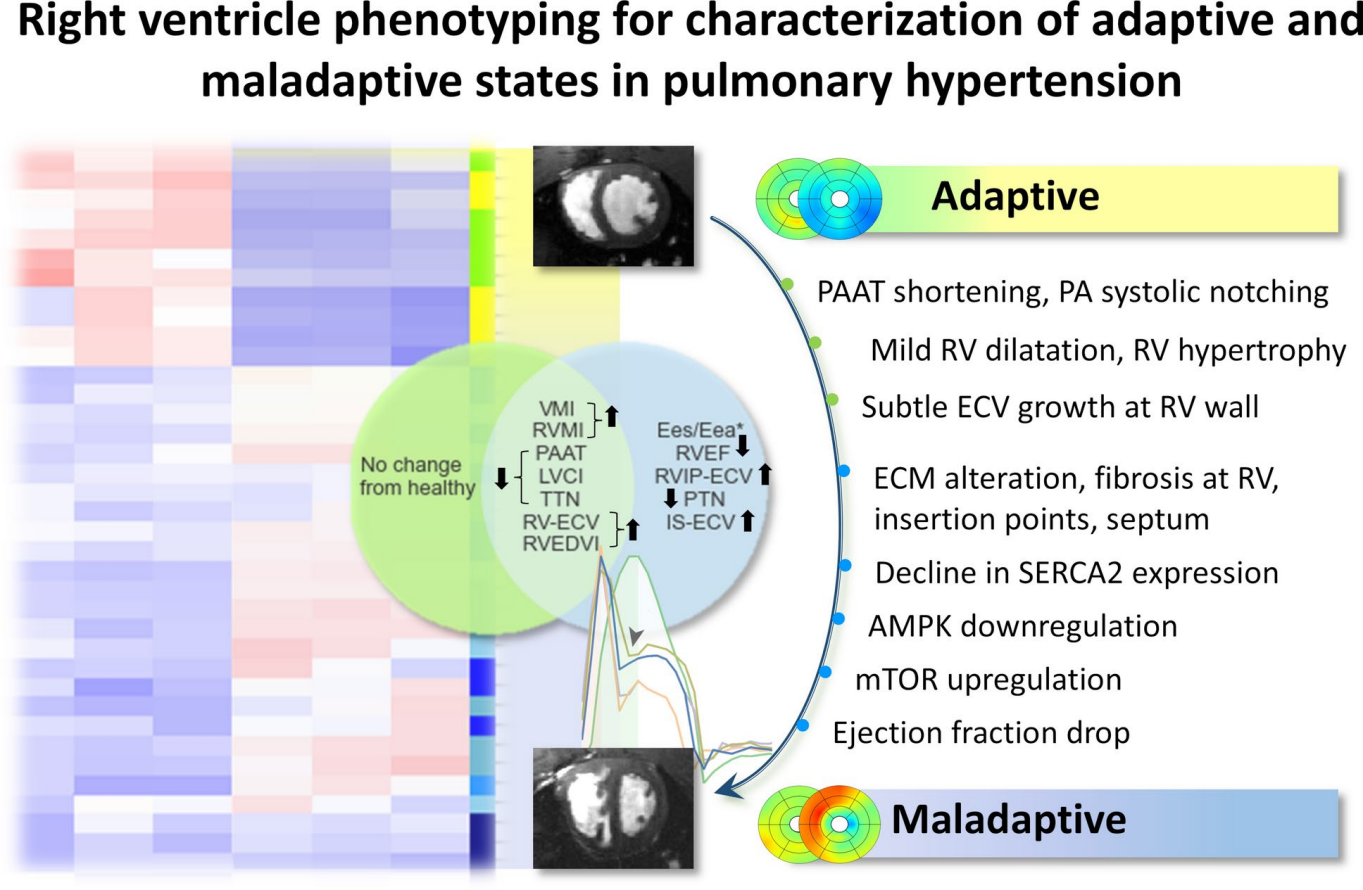
Central illustration summarising the main characteristics of adaptive and maladaptive stages of RV behaviour as identified in the MCT and SuHx animal models.

The two used animal models are recognised in the PH research community and recapitulated some, if not all, typical signatures of PH development as seen in the PH clinic^9^. We show that the MCT rat model can sequentially replicate the adaptive and maladaptive RV states, exhibiting traits of adaptive phenotypes at 2-weeks after MCT induction, followed by signs of maladapted RV dysfunction and failure at 4-weeks. The SuHx model showed a longer span of constantly persistent, yet maladaptive process. The established MRI framework in this study reflected longitudinal RV remodelling at intervals of 2- to 4- weeks in MCT rats and 6- to 8-weeks in SuHx rats, offering suitable timeframes for evaluating efficacy of pharmaceutical reagents.

We were able to capture early physiological changes associated with RV adaptation. Flow MRI demonstrated that shortening of PAAT and TTN complemented by RVH were early phenotypic changes observed at adaptive stage, contributing 46% to the classification. These parameters played integrative role in predicting maladaptive RV responses in MCT and SuHx rats. PAAT is known to decline with increased PA pressure, indicating progressively worsening conditions of vasculature from increased stiffness/decreased compliance point of view^21^. In addition, the upstream inhibition of flow generates blood flow wave reflection, causing the characteristic notch seen in maladaptive stages. Our results affirm this, as not only PAAT declined with disease severity, but also TTN did. Earlier presence of the notch could indicate enhanced pressure burden on the RV caused by the reduced time for forward flow in the vessel^22^. These findings are supportive of the progressive pulmonary vasculature pathology associated with the SuHx model^15^. Notably, there were controversial views suggesting partial RV recovery in the SuHx model^23^. Our findings demonstrate continuous maladaptive remodelling of the RV upon re-normoxia exposure.

While the insertion points had been previously assessed using imaging, limited studies have (1) evaluated the extracellular volume status in the RV wall at adaptive stage (primarily because of RV myocardium thinness) and (2) demonstrated direct association with myocardial fibrosis. We demonstrated that an increased ECV at RV wall, along with RVH were relevant features of adaptive rats (11.9% contribution to classification), in keeping with the findings from the 2-weeks MCT picrosirius staining. Indeed, the integrity of extracellular matrix (ECM) appears crucial in preventing the pathological overstretch of RVH and RV dilation^24^. While increases in fibrillar collagen in ECM may initially help prevent ventricular dilatation, the loss of ECM integrity over time may lead to RV dysfunction and ultimately promote RVF. MCT rats exhibited severe septal ECV increase at 4-weeks, while SuHx had less pronounced enhancement primarily at the basal RV septal attachment and RVIP. This observation may indicate a severer maladaptive phenotype of the 4-week MCT rats, compared to the SuHx rats^25^. Indeed, RVH and septal displacement/bowing are recognised for imposing a high level of mechanical stress which exacerbates septal ECM disorganisation through myocardial fibre disarray and fibrosis development^24^. Since septal displacement/bowing indicates the onset of RV failure^26^, the increased ECV at RVIP may signal this event early, prior to septal augmentation, thus anticipating severe maladaptation. The picrosirius staining performed on the maladaptive RV tissue confirmed strong association between increases of extracellular volume and areas of pathological fibrosis. Analysis of microvessel density assessed by CD31 staining brought evidence of capillary density decrease, most marked at the RVIP at both adaptive and maladaptive stages. This reduction in capillary density may arise as a consequence of increased myocardial mass without proportionate growth of the microvascular bed.

The MRI indicators of adaptation and maladaptation outlined here hold significant promise for assessing therapeutic interventions aimed at improving RV function. While traditional indices such as RVEF, RV-PA (un)coupling, RVH and LVCI remain essential for evaluating functional responses to PH drugs, we show that ECV enhancement at RVIP and interventricular septum can serve as important integrative markers of disease severity^27^. RVIPs and subsequently the septum are the earliest and most intensely impacted by RV overloading^24^. For both animal models, decreases in ECV-IS and RV-IP ECV that may take place following therapeutic intervention, would indicate a favourable paradoxical IS motion response, signalling a diminished overload burden on the RV. In the absence of measurable ECV enhancement, an effective therapeutic intervention could be evaluated through indicators of RV and LV systolic functional improvement (RVEF, Ees-Eea*, LVCI), along with reduced RV dilatation and RVH. Ventricular hypertrophy and dilatation may not entirely recover and may co-exist with the noted growth of extracellular volume of the RV wall, as observed in the MCT and SuHx rats. In case the systolic function is restored to levels comparable to those of the healthy control group, these two indices would reflect traits of RV adaptation.

In addition to the MRI assessment, RNA-sequencing analysis of RV tissues collated through the in vivo experiment provided insight into molecular changes characterising the maladaptive stage. Similar to human RV decompensated state, our data indicated ECM alteration as a dominant factor in the development of RVF. ECM plays a pivotal role in the formation of both adaptive and maladaptive RV responses in PH through the development of myocardial fibrosis and the reorganisation of collagen fibrils^28^. 

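The protease inhibitor genes Timp1 and Serpine2 and the genes Tgfb2 and Smad7 of TGF-beta signalling rose in the SuHx RV. Of 27 tested genes of ECM proteases and inhibitors, 2 were higher, 0 were lower and 25 did not pass an adjusted p under 0.05 from limma (5 higher and 4 lower when adjusted over the list alone, 6 and 5 at an unadjusted p under 0.05). Timp1, an inhibitor of matrix metalloproteinases, was at 246 ± 44.9 normalised counts in SuHx and 63.0 ± 19.7 in control (SD, n = 3 each), a log2 fold change of 1.98 (standard error 0.28, adjusted p = 0.020 from limma). Serpine2, an inhibitor of serine proteases, had a log2 fold change of 1.76 (standard error 0.24, adjusted p = 0.018 from limma). Of 28 genes of activated fibroblasts and TGF-beta signalling, 2 were higher, 0 were lower and 26 did not pass (6 higher and 0 lower when adjusted over the list alone, 8 and 3 at an unadjusted p under 0.05). Tgfb2, a ligand of the pathway, had a log2 fold change of 2.92 (standard error 0.50, adjusted p = 0.034 from limma). Smad7, an inhibitor of the same pathway, had one of 0.79 (standard error 0.14, adjusted p = 0.042 from limma). The median log2 fold change was 0.26 for the protease list (camera adjusted p = 0.40), which was -0.020 with all libraries at the same total and 0.071 without control 2, and 0.42 for the fibroblast list (camera adjusted p = 0.079, and adjusted p = 0.85 with an estimated correlation). The fibroblast list passed camera without control 1 (adjusted p = 0.010), without control 3 (adjusted p = 0.038) and without SuHx A (adjusted p = 0.048). It also passed with a mean of at least 50 (adjusted p = 0.032), with no filter on low values (adjusted p = 0.0099) and at the same total (adjusted p = 0.0060), where its median was 0.10 and Smad7 did not pass limma (adjusted p = 0.29). No gene of either list passed limma without SuHx A or without SuHx C, where the adjusted p of these 4 genes was up to 0.20. Timp1, Tgfb2 and Smad7 did not pass without SuHx B. Serpine2, Tgfb2 and Smad7 did not pass without control 2, nor Smad7 without control 1. With no mean-variance trend, Tgfb2 (adjusted p = 0.072) and Smad7 (adjusted p = 0.079) did not pass. Without control 3, the protease list held 5 genes that were higher and the fibroblast list 4. Genes of long transcripts, a sign of RNA quality, lay higher in SuHx B and C than in every control. Control RV was taken at week 0 and SuHx RV at 8 weeks, so the time between them is not told apart from the model.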

We showed that increased transcription of ECM components occurs in the maladaptive RVs of PH patients and both animal models, thereby further validating the accuracy and translational value of the ECV results from this study.

There has been considerable interest raised by the PH taskforce in understanding the molecular mechanisms implicated in the RV myocardial energetics and calcium handling alterations seen in PH^5^. In response, our study showed that AMPK phosphorylation decreased in the maladaptive RV. AMPK is a critical energy sensor/regulator coordinating cellular metabolism with specific energy demands^29^ and its deficiency was noticed in the failing heart^18^. In our study, AMPK downregulation could be accounted for the enhancement seen on its downstream molecule mTOR. mTOR plays a fundamental role in promoting protein synthesis essential for hypertrophic growth of cardiomyocytes^30^. The upregulation of mTOR paralleled by AMPK deactivation seen at 4-week MCT and 8-week SuHx, emphasize the role the two molecules have in the regulation of maladaptive RV hypertrophy and RV failure in PH. Alterations in calcium handling had been shown to be involved in ventricular hypertrophy and dysfunction^31^. In line with this, we found reduced SERCA2 expression at 4-week MCT and 8-week SuHx. The function decline of SERCA2 found in the maladaptive RV suggests reduction of mitochondrial calcium dynamics and is strongly associated with the onset of RV systolic malfunction seen at this stage in vivo.

## Methods

### Animal models and experimental design

All animal experiments were conducted in accordance with the UK Home Office Animals (Scientific Procedures) Act 1986 and conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes or the NIH Guide for the Care and Use of Laboratory Animals. All animal procedures were reviewed and approved by the Imperial College Animal Welfare and Ethical Review Body. The authors complied with the ARRIVE guidelines.

Adult male and female Sprague-Dawley rats (Charles River, UK) were used. PH was induced in two experimental models: (1) MCT model (subcutaneous MCT injection, 60 mg/kg; Sigma-Aldrich) and (2) SuHx model (subcutaneous SU5416 injection, 25 mg/kg; Tocris Bioscience), followed by 4-weeks exposure to normobaric hypoxia (FiO_2_ = 10%) and return to normoxia for 6 additional weeks. For the cardiac MRI experiment, anaesthesia was initiated with 3% isoflurane mixed with 100% oxygen in an induction chamber and maintained during the MRI procedure with 2% isoflurane mixed with 100% oxygen delivered via a nose cone. Rats were placed on a dedicated rat bed in prone position. Rat body temperature was maintained at ~ 36.5 °C using a warm water circulating heat mat. The electrocardiogram (ECG), respiration and body temperature were constantly monitored during the MRI scans (SA Instruments, Stony Brook, NY).

In vivo cardiac MRI was performed on males and females at baseline, 2- and 4-weeks MCT. SuHx rats were scanned at 4-, 6-, 8-, and 10-weeks for males and at 6- and 8-weeks for females. At the end of experiments, rats were euthanized with intraperitoneal injection of pentobarbital (150 mg/kg, i.p.) for tissue collection.

Tissue collection was performed at 4-weeks MCT and 8-weeks SuHx for histological and biochemical examination. To determine whether RV deterioration continued beyond 8-weeks SuHx, we performed cardiac MRI scanning at the 10-weeks SuHx timepoint (n = 5). We also collected tissue from 2-weeks MCT rats (n = 3) for validation of the in vivo results associated with the RV adaptive state. MCT and SuHx experimental data on males was collected from two independent examinations. The total rat number for males was: baseline (n = 12), 2-weeks MCT (n = 12), 4-weeks MCT (n = 9), 4-weeks SuHx (n = 7), 6-weeks SuHx (n = 15), 8-weeks SuHx (n = 10), 10-weeks SuHx (n = 10); for females: baseline (n = 5), 2-weeks MCT (n = 5), 4-weeks MCT (n = 5), 6-weeks SuHx (n = 6), 8-weeks SuHx (n = 6).

In this study, we selected the number of animals per group to match the minimum sample size required to achieve 85–95% statistical power. By implementing standardised imaging protocols and analysis pipelines to concurrently acquire and process functional, anatomical, and molecular information, our approach aligns with the 3Rs guidelines.

### Right heart catheterization

Selected rats from each independent experiment underwent catheterization to record mean pulmonary artery (PA) pressure (mPAP) and RV systolic pressure (RVSP) at baseline (n = 8), 4-weeks MCT (n = 6) and 8-weeks SuHx (n = 4) under anaesthesia (2.7 ml/kg i.p.) with Hypnorm (fentanyl/fluanisone): Hypnovel (midazolam): H2O = 1:1:2). Catheter ports were placed in the right atrium, right ventricle, and pulmonary artery. The pressure curves were recorded according to published guidelines^32^. The systemic systolic blood pressure (sSBP) was measured from the carotid artery.

### Cardiac MRI

#### Acquisition

Cardiac MRI was performed on a 9.4 T BioSpec scanner (Bruker BioSpin GmbH, Germany) equipped with a rat heart array receiver. Standardized cardiac planes were customized to match human protocols allowing reproducible planning of true short-axis orientation and full biventricular coverage. Vertical and horizontal long axis views (VLA and HLA) were captured bisecting the mitral valve and the apex by aligning the slices across the mid-ventricular transverse view, and along the VLA, respectively. Specific protocols were tailored, such as: (1) short axis 2D multi-stack cinematographic (Cine) MRI to assess global changes of RV and LV function, (2) phase contrast imaging (flow MRI) to measure the pulmonary artery acceleration time (PAAT) and systolic notch, (3) late gadolinium enhancement (*LGE*) and extracellular volume mapping (*ECV*) to locally quantify the distribution of pathological fibrosis at RV insertion points (RVIP), RV wall, and septum (IS)^33^.

Detailed description of acquisition methods, segmentation of ventricles and PA, list of parameters derived from cine, flow and ECV-MRI (Tables S1–S3 Supplement), analysis of flow-MRI, 26-segment model bullseye analysis of ECV (Fig. S1 Supplement) are found in the supplemental material.

#### Definitions

Ventricular hypertrophy (RVH, LVH) was defined by significant increase from healthy baseline values of: RV mass index (RVMI), LV mass index (LVMI) and ventricular mass index (VMI). Significant increase in end diastolic and end systolic volumes were taken as signatures of ventricular dilatation, while reduced LV end diastolic and end systolic volumes were referred to as LV compression. All MRI metrics were normalized to the body surface area (BSA)^34^ (Fig. S3, Supplement).

### Histology and biochemical analysis

Hearts of healthy, MCT and SuHx rats were excised and processed for histological and biochemical analysis. Fluorescent and immunohistochemical staining and quantification were performed to assess capillary density, myocyte size and collagen deposition. Western blotting assessed expression of AMPK, mTOR, p-mTOR and SERCA2 in the RV (supplemental methods). RNA sequencing was performed on rat RV tissues grouped into control (n = 8), maladaptive MCT (n = 6) and maladaptive SuHx (n = 3) (supplemental methods). RNA-sequencing data from a previous human study^28^ (performed on human RV tissues that were clinically classified by hemodynamic assessment and clinical symptoms into control/normal (*n* = 13) and decompensated (*n* = 13) RV states) was used for comparison of differentially expressed genes (DEG) results of all datasets. Control RV human tissues were obtained from patients with normal RV function for whom the previous medical history and/or the autopsy did not reveal cardiac or respiratory diseases. Decompensated RV human tissues were obtained from patients with end-stage PH who received a lung transplantation or who died with RV failure^28,35^. All experimental procedures for using human tissues conformed to the principles outlined in the Declaration of Helsinki. They were performed with the approval of Laval University and the Biosafety and Ethics committees of the University Institute of Cardiology and Respirology of Quebec (CER 20773, CER 20735, CER 21747). Human RV tissues were obtained from participants who had previously given written, informed consent.

### Statistical analyses

Statistical analysis was performed using GraphPad Prism 7 (GraphPad Software, San Diego, California). All results are presented as means with the corresponding standard deviations (± SD). One-way analysis of variance (ANOVA) was employed for multi-group analysis with Dunnett test for multiple comparison testing. Biochemical analyses were performed using Student t-test. A p-value of < 0.05 was taken to represent statistical significance.

#### MRI feature selection and statistical evaluation

A supervised statistical based approach was implemented for feature selection (FS)^36^. Specifically, the maximum relevance, minimum redundance (mRMR) algorithm was applied to select MRI parameters having highest correlation with MCT and SuHx classes (relevance) and least correlation between themselves (redundancy). The F-statistic calculated correlation with the class while Pearson correlation coefficient, the correlation between features. The least absolute shrinkage and selection (LASSO) regularisation algorithm was further applied to remove redundant features thereby enhancing the accuracy and interpretability of FS. All FS techniques were implemented using Python scikit-learn ML package (version 3.6)^37^. A random forest classifier was implemented to rank the selected features. The performance of FS was evaluated and validated by means of confusion matrix analysis and stratified four-fold cross-validation with train/test of 75/25 split ratio (scikit-learn, python 3.6). Area under the curve (AUC) assessed classifier performance respective to healthy/adaptive and maladaptive classes. The correlation network build on the MR driven parameters was implemented using the Python Networkx toolbox (version 3.9).

#### Sample size

Power analysis for one-tailed paired-samples t-test was performed^38^ to determine the minimum sample size needed to distinguish (1) the adaptive and maladaptive state from healthy and (2) maladaptive from adaptive groups. A statistical power of at least 85% and up to 95% was chosen with an alpha of 0.05.

## Conclusions

In conclusion, we characterised the functional landscape of RV progression from adaptation to failure in MCT and SuHx rats using non-invasive imaging. We highlighted the value of our proposed machine learning framework implemented from tailor-made cardiac MRI experiments to (1) detect early physiological changes of RV adaptation and (2) characterise and predict RV dysfunction in decompensated stage. These results can provide a foundation for establishing an imaging biomarker platform to evaluate treatment efficacy in preclinical studies by assessing hemodynamic impairments of PA, characterising the degree of ventricular dilatation/hypertrophy, evaluating the status of myocardial fibrosis and septal bowing, and identifying the eventual onset of systolic dysfunction. All methods outlined here are implemented on clinical scanners facilitating the translation of drug discovery studies into the clinical setting.

## Supplementary Information

Supplementary Information.

## Data Availability

All the RNAseq data of human and MCT rat RV analysed in this study are deposited in the Gene Expression Omnibus under accession number GSE240941^28^ link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240941, while RNAseq data of SuHx rat RV are deposited in the Gene Expression Omnibus under the accession number GSE273007, link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE273007, respectively. All other data supporting the fundings in this study are available in the article or Supplemental.

## Abbreviations

MCT: Monocrotaline
SuHx: Sugen hypoxia
PA: Pulmonary artery
PH: Pulmonary hypertension
RV: Right ventricle
LV: Left ventricle
PH: Pulmonary hypertension
RVMI: ED end diastole
ES: End systole
EDVI: End diastolic volume index
ESVI: End systolic volume index
RVMI: Right ventricular mass index
VMI: Ventricular mass index
RVSVI: Right ventricular stroke volume index
LVSVI: Left ventricular stroke volume index
RVESVI: Right ventricular end systolic volume index
RVEF: Right ventricular ejection fraction
LVEF: Left ventricular ejection fraction
RVCI: Right ventricular cardiac index
LVCI: Left ventricular cardiac index
BW: Body weight
HR: Heart rate
BSA: Body surface area
FS: Feature selection
mRMR: Minimum redundance maximum relevance
Eea/Ees*: Surrogate of RV-PA uncoupling
PAAT: Pulmonary artery acceleration time
TTN: Time to notch
PTN: Peak to notch
T-ES: Time to end systole
PTES: Peak to end systole
ECV: Extracellular volume
RVIP: Right ventricular insertion points
IS: Interventricular septum
AMPK: AMP-activated protein kinase
mTOR: Mammalian target of rapamycin
SERCA2: Sarcoplasmic/endoplasmic reticulum Ca^2+^ ATPase

## References

[1] van de Veerdonk, M. C. et al. Progressive right ventricular dysfunction in patients with pulmonary arterial hypertension responding to therapy. *J. Am. Coll. Cardiol.***58**, 2511–2519. 10.1016/j.jacc.2011.06.068 (2011).22133851 10.1016/j.jacc.2011.06.068

[2] Haddad, F., Doyle, R., Murphy, D. J. & Hunt, S. A. Right ventricular function in cardiovascular disease, part II: Pathophysiology, clinical importance, and management of right ventricular failure. *Circulation***117**, 1717–1731. 10.1161/CIRCULATIONAHA.107.653584 (2008).18378625 10.1161/CIRCULATIONAHA.107.653584

[3] Dawes, T. J. W. et al. Machine learning of three-dimensional right ventricular motion enables outcome prediction in pulmonary hypertension: A cardiac MR imaging study. *Radiology***283**, 381–390. 10.1148/radiol.2016161315 (2017).28092203 10.1148/radiol.2016161315PMC5398374

[4] Hoeper, M. M. et al. Mortality in pulmonary arterial hypertension: Prediction by the 2015 European pulmonary hypertension guidelines risk stratification model. *Eur. Respir. J.*10.1183/13993003.00740-2017 (2017).28775047 10.1183/13993003.00740-2017

[5] Lahm, T. et al. Assessment of right ventricular function in the research setting: Knowledge gaps and pathways forward. An Official American Thoracic Society Research statement. *Am. J. Respir. Crit. Care Med.***198**, e15–e43. 10.1164/rccm.201806-1160ST (2018).30109950 10.1164/rccm.201806-1160STPMC6835085

[6] Ho, S. Y. & Nihoyannopoulos, P. Anatomy, echocardiography, and normal right ventricular dimensions. *Heart***92**(Suppl 1), i2-13. 10.1136/hrt.2005.077875 (2006).16543598 10.1136/hrt.2005.077875PMC1860731

[7] Voelkel, N. F. et al. Right ventricular function and failure: Report of a National Heart, Lung, and Blood Institute working group on cellular and molecular mechanisms of right heart failure. *Circulation***114**, 1883–1891. 10.1161/CIRCULATIONAHA.106.632208 (2006).17060398 10.1161/CIRCULATIONAHA.106.632208

[8] Xia, Y. et al. Super-resolution of cardiac MR cine imaging using conditional GANs and unsupervised transfer learning. *Med. Image Anal.***71**, 102037. 10.1016/j.media.2021.102037 (2021).33910110 10.1016/j.media.2021.102037

[9] Badagliacca, R. et al. Right ventricular remodeling in idiopathic pulmonary arterial hypertension: Adaptive versus maladaptive morphology. *J. Heart Lung Transpl.***34**, 395–403. 10.1016/j.healun.2014.11.002 (2015).10.1016/j.healun.2014.11.00225499139

[10] van Wolferen, S. A. et al. Prognostic value of right ventricular mass, volume, and function in idiopathic pulmonary arterial hypertension. *Eur. Heart J.***28**, 1250–1257. 10.1093/eurheartj/ehl477 (2007).17242010 10.1093/eurheartj/ehl477

[11] Kiely, D. G. et al. EXPRESS: Statement on imaging and pulmonary hypertension from the Pulmonary Vascular Research Institute (PVRI). *Pulm. Circ.***9**, 2045894019841990. 10.1177/2045894019841990 (2019).30880632 10.1177/2045894019841990PMC6732869

[12] Cerne, J. W. et al. Evaluation of pulmonary hypertension using 4D flow MRI. *J. Magn. Reson. Imaging***56**, 234–245. 10.1002/jmri.27967 (2022).34694050 10.1002/jmri.27967

[13] Alabed, S. et al. Myocardial T1-mapping and extracellular volume in pulmonary arterial hypertension: A systematic review and meta-analysis. *Magn. Reson. Imaging***79**, 66–75. 10.1016/j.mri.2021.03.011 (2021).33745961 10.1016/j.mri.2021.03.011

[14] Bueno-Beti, C., Sassi, Y., Hajjar, R. J. & Hadri, L. Pulmonary artery hypertension model in rats by monocrotaline administration. *Methods Mol. Biol.***1816**, 233–241. 10.1007/978-1-4939-8597-5_18 (2018).29987824 10.1007/978-1-4939-8597-5_18

[15] de Raaf, M. A. et al. SuHx rat model: Partly reversible pulmonary hypertension and progressive intima obstruction. *Eur. Respir. .J***44**, 160–168. 10.1183/09031936.00204813 (2014).24791833 10.1183/09031936.00204813

[16] Stenmark, K. R., Meyrick, B., Galie, N., Mooi, W. J. & McMurtry, I. F. Animal models of pulmonary arterial hypertension: The hope for etiological discovery and pharmacological cure. *Am. J. Physiol. Lung Cell Mol. Physiol.***297**, L1013-1032. 10.1152/ajplung.00217.2009 (2009).19748998 10.1152/ajplung.00217.2009

[17] Sanz, J. et al. Right ventriculo-arterial coupling in pulmonary hypertension: A magnetic resonance study. *Heart***98**, 238–243. 10.1136/heartjnl-2011-300462 (2012).21917658 10.1136/heartjnl-2011-300462

[18] Vonk-Noordegraaf, A. et al. Right heart adaptation to pulmonary arterial hypertension: Physiology and pathobiology. *J. Am. Coll. Cardiol.***62**, D22-33. 10.1016/j.jacc.2013.10.027 (2013).24355638 10.1016/j.jacc.2013.10.027

[19] Llucia-Valldeperas, A., de Man, F. S. & Bogaard, H. J. Adaptation and maladaptation of the right ventricle in pulmonary vascular diseases. *Clin. Chest Med.***42**, 179–194. 10.1016/j.ccm.2020.11.010 (2021).33541611 10.1016/j.ccm.2020.11.010

[20] Bekedam, F. T., Goumans, M. J., Bogaard, H. J., de Man, F. S. & Llucia-Valldeperas, A. Molecular mechanisms and targets of right ventricular fibrosis in pulmonary hypertension. *Pharmacol. Ther.***244**, 108389. 10.1016/j.pharmthera.2023.108389 (2023).36940790 10.1016/j.pharmthera.2023.108389

[21] Levy, P. T. et al. Pulmonary artery acceleration time provides a reliable estimate of invasive pulmonary hemodynamics in children. *J. Am. Soc. Echocardiogr.***29**, 1056–1065. 10.1016/j.echo.2016.08.013 (2016).27641101 10.1016/j.echo.2016.08.013PMC5408579

[22] Rolf, A. et al. Right ventricular adaptation to pulmonary pressure load in patients with chronic thromboembolic pulmonary hypertension before and after successful pulmonary endarterectomy—A cardiovascular magnetic resonance study. *J. Cardiovasc. Magn. Reson.***16**, 96. 10.1186/s12968-014-0096-7 (2014).25475583 10.1186/s12968-014-0096-7PMC4256924

[23] Toba, M. et al. Temporal hemodynamic and histological progression in Sugen5416/hypoxia/normoxia-exposed pulmonary arterial hypertensive rats. *Am. J. Physiol. Heart Circ. Physiol.***306**, H243-250. 10.1152/ajpheart.00728.2013 (2014).24240870 10.1152/ajpheart.00728.2013PMC3920132

[24] Andersen, S., Nielsen-Kudsk, J. E., Vonk Noordegraaf, A. & de Man, F. S. Right ventricular fibrosis. *Circulation***139**, 269–285. 10.1161/CIRCULATIONAHA.118.035326 (2019).30615500 10.1161/CIRCULATIONAHA.118.035326

[25] Becker, M. A. J. et al. Correlation between septal midwall late gadolinium enhancement on CMR and conduction delay on ECG in patients with nonischemic dilated cardiomyopathy. *Int. J. Cardiol. Heart Vasc.***26**, 100474. 10.1016/j.ijcha.2020.100474 (2020).32021905 10.1016/j.ijcha.2020.100474PMC6994302

[26] Fakhri, A. A., Hughes-Doichev, R. A., Biederman, R. W. & Murali, S. Imaging in the evaluation of pulmonary artery hemodynamics and right ventricular structure and function. *Heart Fail Clin.***8**, 353–372. 10.1016/j.hfc.2012.04.004 (2012).22748899 10.1016/j.hfc.2012.04.004

[27] Swift, A. J. et al. LGE patterns in pulmonary hypertension do not impact overall mortality. *JACC Cardiovasc. Imaging***7**, 1209–1217. 10.1016/j.jcmg.2014.08.014 (2014).25496540 10.1016/j.jcmg.2014.08.014

[28] Fatemeh Khassafi, P. C. et al. Transcriptional profiling unveils molecular subgroups of adaptive and maladaptive right ventricular remodeling in pulmonary hypertension. *Nat. Cardiovasc. Res.***2**, 917–936 (2023).39196250 10.1038/s44161-023-00338-3PMC11358157

[29] Zhao, Q., Song, P. & Zou, M. H. AMPK and pulmonary hypertension: Crossroads between vasoconstriction and vascular remodeling. *Front. Cell Dev. Biol.***9**, 691585. 10.3389/fcell.2021.691585 (2021).34169079 10.3389/fcell.2021.691585PMC8217619

[30] Xu, L. & Brink, M. mTOR, cardiomyocytes and inflammation in cardiac hypertrophy. *Biochimica et Biophysica Acta (BBA) Mol. Cell Res.***1863**, 1894–1903. 10.1016/j.bbamcr.2016.01.003 (2016).10.1016/j.bbamcr.2016.01.00326775585

[31] Toya, T. et al. Impact of oxidative posttranslational modifications of SERCA2 on heart failure exacerbation in young patients with non-ischemic cardiomyopathy: A pilot study. *Int. J. Cardiol. Heart Vasc.***26**, 100437. 10.1016/j.ijcha.2019.100437 (2020).31763443 10.1016/j.ijcha.2019.100437PMC6864308

[32] Rosenkranz, S. & Preston, I. R. Right heart catheterisation: Best practice and pitfalls in pulmonary hypertension. *Eur. Respir. Rev.***24**, 642–652. 10.1183/16000617.0062-2015 (2015).26621978 10.1183/16000617.0062-2015PMC9487613

[33] Kim, P. K. et al. Serial T1 mapping of right ventricle in pulmonary hypertension: Comparison with histology in an animal study. *J. Cardiovasc. Magn. Reson.***23**, 64. 10.1186/s12968-021-00755-y (2021).34039372 10.1186/s12968-021-00755-yPMC8157452

[34] Gouma, E. et al. A simple procedure for estimation of total body surface area and determination of a new value of Meeh’s constant in rats. *Lab Anim.***46**, 40–45. 10.1258/la.2011.011021 (2012).22008848 10.1258/la.2011.011021

[35] Omura, J. et al. Identification of long noncoding RNA H19 as a new biomarker and therapeutic target in right ventricular failure in pulmonary arterial hypertension. *Circulation***142**, 1464–1484. 10.1161/CIRCULATIONAHA.120.047626 (2020).32698630 10.1161/CIRCULATIONAHA.120.047626

[36] Anaraki, J. R. & Usefi, H. A comparative study of feature selection methods on genomic datasets. *Comp. Med. Sy.*10.1109/Cbms.2019.00097 (2019).

[37] Pedregosa, F. et al. Scikit-learn: Machine learning in python. *J. Mach. Learn Res.***12**, 2825–2830 (2011).

[38] Faul, F., Erdfelder, E., Lang, A. G. & Buchner, A. G*Power 3: A flexible statistical power analysis program for the social, behavioral, and biomedical sciences. *Behav. Res. Methods***39**, 175–191. 10.3758/bf03193146 (2007).17695343 10.3758/bf03193146

# Supplementary material for: Deep phenotyping the right ventricle to establish translational MRI biomarkers for characterization of adaptive and maladaptive states in pulmonary hypertension
**Source:** Sci Rep. 2024 Nov 30;14:29774. doi: 10.1038/s41598-024-79029-3

**Deep phenotyping the right ventricle to establish translational MRI biomarkers for characterization of adaptive and maladaptive states in pulmonary hypertension**

Nicoleta Baxan^1,2^, Lin Zhao^1^, Ali Ashek^1,2^, Marili Niglas^1^, Dingyi Wang^1^, Fatemeh Khassafi^3,4^, Farah Sabrin^2^, Olivier Dubois^2^, Chien-Nien Chen^1^, Soni Savai Pullamsetti^3,4^, Martin Wilkins^1^, Lan Zhao^1,2^*

**Supplementary material**

**Methods**

**Cardiac MRI**

Data was acquired with Paravision 6.0.1. All data were prospectively double respiratory- and cardiac (R wave)- triggered. Information of MR acquisition is detailed below:

*Cine-MRI*: cine short axis multi-stack was acquired with a gradient echo spoiled (FLASH) sequence with: repetition time (TR)=RR interval/number of frames (∼6.2 ms for ∼27 frames), TR_effective_=RR interval, echo time (TE)=2.2 ms, flip angle 18°, slice thickness ≤1.4 mm, 14 to 15 slices, acquisition matrix (188×188), field of view (38×38) mm^2^, spatial in-plane resolution (202 ×202) μm^2^, total scan time 18 min. with triggering. Frames covered a full cardiac cycle.

*Flow-MRI*: 2D phase-contrast MRI was acquired on a single slice placed midway between the level of the pulmonary valve and the bifurcation of the branch of pulmonary arteries. The slice was aligned to be perpendicular to the course of the vessel. To ensure optimal image angulation, two double-oblique cine MR views oriented along the main axis of the pulmonary trunk were used for planning; velocity encoding was adjusted to avoid aliasing (VENC ranging from 100 to 140 cm/s). Additional parameters were: temporal resolution 6 ms, TE=2.6 ms, flip angle=25°, matrix size (128 x 128), in-plane spatial resolution (313 x 313) µm^2^, slice thickness 1.5 mm, 2 averages, scan time 4 min. with triggering. Frames covered a full cardiac cycle.

*LGE*: Short axis LGE images were acquired 35 to 40 min after contrast agent injection (0.5 mmol/kg Gadovist) using a multi-slice IR-FLASH sequence with single inversion time (TI) and 90° flip angle. TI was selected to null the healthy myocardium. The TR between each phase encoding pulse was 3.6 ms, TE=1.39 ms, slice thickness 1 mm, FOV (36 × 36) mm^2^, acquisition matrix (180 × 180), in plane resolution (200×200) μm^2^, with 10 to 11 slices typically needed to fully cover the IVS from apex to base. Scan time was 2 min 30 s per slice including triggering.

*T_1_ mapping and ECV*: T_1_ mapping was performed before and 20 to 35 min after contrast agent injection. T_1_ maps were acquired in true short axis orientation at three equidistant locations as per AHA recommendations: basal, mid-ventricular and apical level. A gradient echo-based look-locker inversion recovery sequence was employed with an adiabatic global inversion followed by 20 inversion times (TI). All inversions were R wave triggered to allow data to be acquired at the same part of the cardiac cycle (end diastole). The TI points were restricted to multiples of the R-R interval (R-R ranging from 160 ms to 200 ms). Additional parameters were: inversion repetition time: 6 s (to allow full relaxation between inversions), TR = 4.5 ms, TE = 2.1 ms, flip angle 7°, slice thickness 1.5 mm, 3 slices, field of view (36 × 36) mm^2^, spatial in plane resolution (214×214) μm^2^, with 4 min. of scan time for each slice.

*Ventricular and pulmonary artery segmentation*: Epicardial and endocardial contours were traced manually to define the ventricular wall. IS was considered part of the LV. To avoid signal contamination from the blood pool, the outer and innermost 5% of the myocardial wall were excluded. Papillary muscles and trabeculations were part of the blood pool. All MRI metrics were normalized to the body surface area (BSA) (reference 34 in main manuscript). The main PA lumen was delineated at end systolic PC-MRI magnitude images, propagated automatically to subsequent cardiac frames and co-registered to corresponding velocity encoded images.

**Histology**

Following imaging, the hearts were excised and immediately fixed in 4% neutral formalin solution for 24h followed by transferring to 70% ethanol. Formalin fixed whole heart samples were processed for paraffin embedding and cross-sectioned to obtain 5 μm-thick sections at the midventricular level. Sections were deparaffinized, rehydrated and processed for routine haematoxylin/eosin and histochemical staining. Quantitative analysis was carried out independently by two blinded investigators (L.Z. and A.A.). Briefly, the slides were incubated with a 0.1% Sirius Red solution dissolved in aqueous saturated picric acid for 1 hour, washed in acidified water (0.5% hydrogen chloride), dehydrated and mounted with DPX Mounting.

For double immunofluorescence, sections were incubated with CD 31 (CD31; 1/100, Abcam), and Alexa 488 conjugated WGA (1/1000; ThermoFischer), detected with secondary antibodies, Alexa 568 anti-rabbit (1/1000; Invitrogen), with mounting solution containing 4′,6-diamidino-2-phenylindole (Vector Laboratories). Images were obtained with a Zeiss Axio Observer microscope (Carl Zeiss Microscopy, Munich, Germany).

For quantification of fibrosis all picrosirius red stained images were taken under polarized light and analysed using ImageJ (National Institutes of Health, Bethesda, MD). The percentage of fibrosis compared to total area of tissue within each image under a microscopy magnification of ×20. For each sample a minimum 10 snaps under polarized light were taken to cover the RV insertion points. WGA and CD31 stained images were used to measure myocyte size and capillary number respectively. Both anterior and inferior RV insertion points were scanned at 20x magnification from at least 4 whole heart sections from each group. These images were analysed using Image J based macro to identify minimum feret for cardiomyocyte diameter and number of CD31 positive micro-capillary for density measurements.

**Western blotting**

For protein extraction, RV tissues were homogenised in radioimmunoprecipitation lysis buffer (Sigma) using an electronic homogenizer (Kinematica, Switzerland). Protein samples were separated by electrophoresis in 4-12% NuPAGE® Bis-Tris gels (Invitrogen) and then transferred to nitrocellulose membranes (Bio-Rad). After blocking, the membranes were probed with the following antibodies: *anti-AMPK* (Cell Signaling Technology, #2532S, 1:1000); *anti-phospho-AMPK* (Thr172) (Cell Signaling Technology, #2535S, 1:1000); *anti-mTOR* (Cell Signaling Technology, #2983S, 1:1000); and *anti-phospho-mTOR* (Ser2448) (Cell Signaling Technology, #5536S, 1:1000); *anti-SERCA2* (Abcam, ab2861, 1:1000); *anti- UCP2* (Abcam, ab67241, 1:1000); *anti-GAPDH* (Sigma-Aldrich, G9545, 1:2000). Horseradish peroxidase (HRP) conjugated secondary antibody was incubated and then the chemiluminescent HRP substrate (Millipore) was applied. Blot signals were detected using a chemiluminescence detection system (Bio-Rad). The relative intensity of the blots was analysed using ImageJ software.

**Total RNA isolation and purification**

Total RNA was isolated from frozen RV tissues of the experimental models using the RNeasy Mini Kit (Qiagen). The tissues (no more than 30mg) were homogenized in 500µL Buffer RLT (containing 0.01% ß-mercaptoethanol). The homogenate was then mixed with 1 volume of 70% ethanol and was transferred to RNeasy Mini spin column and centrifuged. After this step, the on-column DNase digestion was performed following the manufacture instruction. Following the DNase digesting steps, the column was washed with 700µL Buffer RW1 for once and 500 µL Buffer RPE for twice sequentially. Then the spin column was transferred to RNA collection tubes, and the RNA was eluted in 30µL RNase-free water. RNA concentration and quality were estimated using a NanoDrop Spectrophotometer.

The absorbance at 260nm (A260), 280nm (A280) and 230(A230) were used to assess the quality of the RNA samples. The peak of the absorption spectrum of nucleotides is at A260. The RNA quality is accepted when both the A260/A280 ratio was around 2.0 and the A260/A280 ratio was higher than the A260/A280 ratio.

**Library preparation and sequencing**

The total RNA was submitted to Imperial Genomics Facility for library preparation and sequencing. The sequencing library was constructed from the total RNA using the TruSeq RNA Sample Preparation Kit (Illumina) following the product manual. Then the library was subjected to Illumina HiSeq 4000 platform and was sequenced with the read depth of 25 million reads per sample. The raw sequencing data were archived in FASTQ files. The FASTQ files, along with the quality control reports, were returned to us for analysis.

**Analysis**

**Cardiac MRI analysis**

Cardiac MR images were converted in Dicom and were analysed in Segment (Segment V2.2 R6190) and ArtFun (Inserm, Paris, France). Image segmentation and data analysis were performed independently by three experienced imaging researchers in a blinded manner (N.B., L.Z., M.N.).

*Cine-MRI*: Epicardial and endocardial contours were traced manually to define the ventricular wall at end diastole (ED) and end systole (ES). Stroke volume (SV) was defined as the difference between ED volume (EDV) and ES volume (ESV); SV = EDV – ESV. Cardiac output (CO) was derived from the following calculation: CO = HR * SV / 1000, units are ml/min. The EF was defined as EF = SV / EDV * 100%. Ventricular mass was calculated by multiplying the specific myocardial density (1.05 g /ml) with the ED myocardial volume. All indexed parameters were matched to the body surface area (BSA). This was calculated with Meeh’s formula: BSA = k * w ^2/3^ / 10000, where k is a constant 9.83 and *w* is body weight in grams, resulting BSA is in cm^2^.

*Flow-MRI analysis*: PAAT was defined as the time interval from the onset of blood flow in systole to peak systolic flow. The point where the highest velocity/flow was achieved was the peak, and an abnormal mid-systolic deceleration from the peak was defined as the notch. The dicrotic notch was defined as the systolic deceleration occurring in the pulmonary flow time profile. Time to notch (TTN) was calculated as the duration from the onset of blood flow in systole to notch. Peak to notch (PTN) as the duration from the peak velocity to notch. Other derived parameters: slope (slope of the curve from the onset of blood flow to peak flow), time to end systolic flow (T-ES), peak to end systolic flow (PTES). The notch was a consistent finding in all animals, yet in control rodents the notch was subtle and almost non-existent. The data was normally distributed.

*T_1_ mapping*: Pixel-wise T_1_ curve fitting was performed on pre- and post Gd T_1_ maps using a non-linear least square three-parameter fit which accounted for Look-Locker correction. The inversion points acquired during respiratory motion were manually removed. The retrieved pre- and post T_1_ maps were automatically aligned and the ECV maps were generated (ref [18](#_ENREF_22) in main manuscript). A standardised segmentation model of LV and RV was established to assess ECV regional changes. To accomplish this, the 16-segment American Heart Association (AHA) model of the human left ventricle was customised to include the right ventricle with 10-segments selected as in figure below:

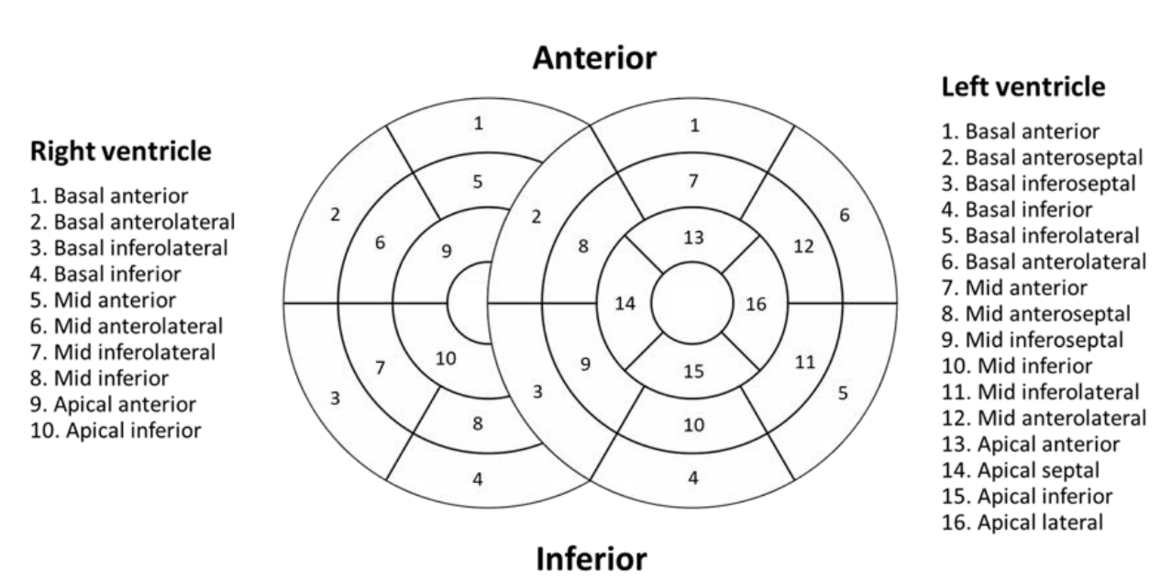

**Figure S1: Representative view of the 26-segment model used to assess ECV alterations regionally in both RV and LV.**

*RV-PA coupling*: In vivo, ventricular contractility for afterload is defined by the ratio between maximal elastance (E_max_) and effective arterial elastance (Ea). We used a simplified approach by measuring the ratio of volumes exclusively derived from CMR: E_max_/E_a_=SV/ESV (ref 17 in main manuscript).

**RNA Sequencing analysis**

The analysis steps included: (i) mapping the sequencing reads to the genome; (ii) quantification of the reads/abundance; (iii) normalization of the expression matrix; (iv) computing the differential expressing genes (DEGs); (v) functional analysis of the DEGs.

Sequencing data (FASTQ files) were subjected to Salmon (version 0.14.1) for reads mapping and counting. The transcriptome index used for reads mapping was built with the mice genome, transcriptome and annotation files (GRCm38.p6). DEGs between groups were computed using the built-in Wald statistic of the DESeq2 R package (version 1.24.0). Benjamini-Hochberg procedure was applied to control the false discovery rate (FDR) and to offer the *p* values with adjustment. The adjusted *p* value < 0.01 and the fold change > 2 were set as the criteria of DEGs. The annotation of the DEGs and the pathway enrichment were performed using clusterProfiler R package (version 3.12.0).

RNA sequencing data were processed with the R packages as mentioned above, and the statistics were concluded using the built-in algorithms. *** stands for *p* < 0.001; ** stands for *p* < 0.01; * stands for *p* < 0.05; *ns* stands for no significance.

**Results**

**Right heart catheterization**

Mean pulmonary artery (PA) pressure (mPAP) and RV systolic pressure (RVSP) at baseline, 4-weeks MCT and 8-weeks SuHx recorded under isoflurane anaesthesia for male rats are presented below (Fig S2).

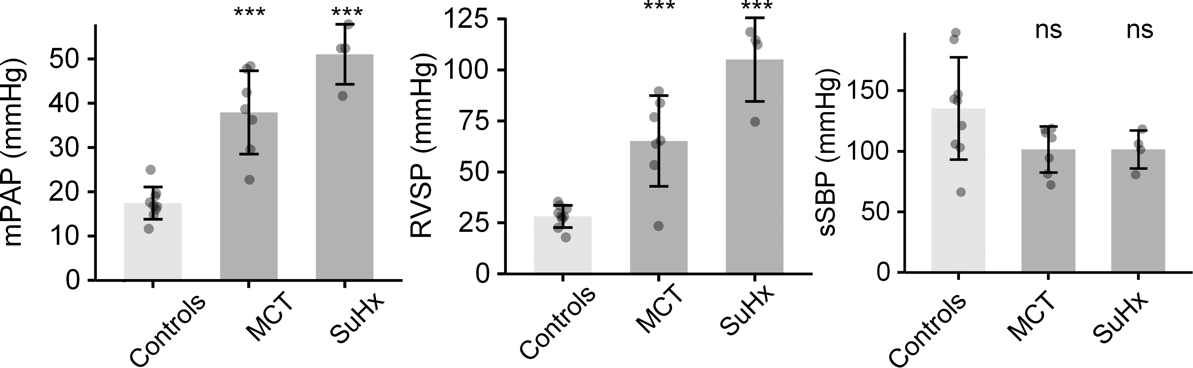

**Figure S2: Hemodynamic measurements from male MCT and SuHx rats compared to healthy controls.** Quantitative measurements of pulmonary artery mean pressure (mPAP), right ventricular systolic pressure (RVSP) and systolic blood pressure (sSBP): controls (n=9), MCT (n=7), SuHx (n=4). Significance values were: * p<0.05; ** p<0.01, *** p<0.001, one-way ANOVA, Dunnett correction, comparison to control group.

Body weight did increase along the course of the experiment, therefore, to account for this variation, all MRI metrics were normalized to the body surface area (BSA). The heart rate mildly decreased in both MCT and SuHx rats. Body weight, BSA and heart rate variation plotted at each experimental timepoint is summarised in Figure S3.

**
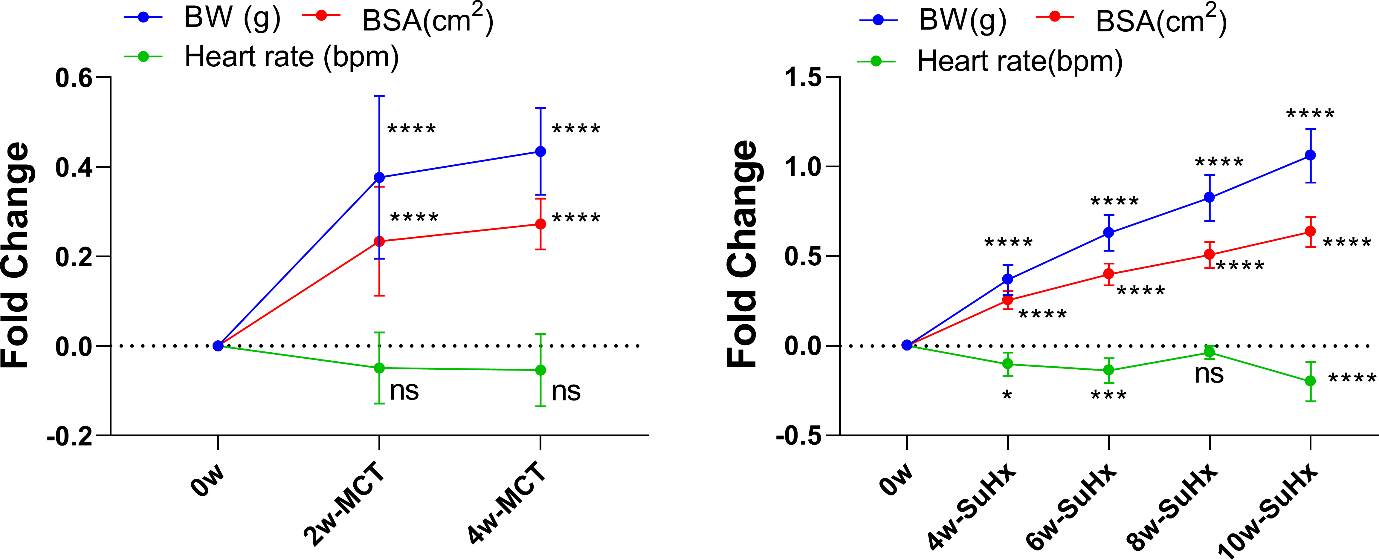
**

**Figure S3: Variation of body weight (BW), body surface area (BSA) and heart rate (HR) of the two animal models at all experimental timepoints.** Animal numbers: 0w (n=12), 2-weeks MCT (n=12), 4-weeks MCT (n=9), 4-weeks SuHx (n=7), 6-weeks SuHx (n=15), 8-weeks SuHx (n=10), 10-weeks SuHx (n=10), one-way ANOVA - comparison to controls, Dunnett correction for multiple variables.* p<0.05; ** p<0.01, *** p<0.001 comparison to control group.

Mean pulmonary artery (PA) pressure (mPAP) and RV systolic pressure (RVSP) at baseline, 4-weeks MCT and 8-weeks SuHx recorded under isoflurane anaesthesia for female rats are presented below (Fig S4).

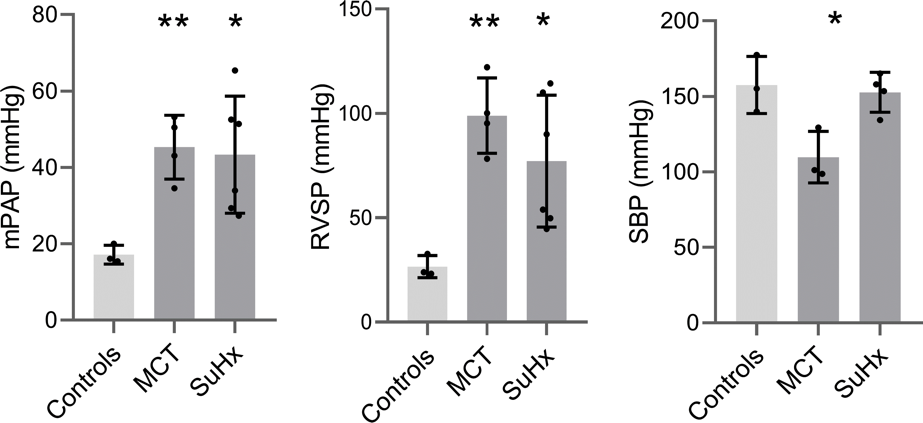

**Figure S4: Hemodynamic measurements from female MCT and SuHx rats compared to healthy controls.** Quantitative measurements of pulmonary artery mean pressure (mPAP): controls (n=3), MCT (n=4), SuHx (n=6), right ventricular systolic pressure (RVSP): controls (n=3), MCT (n=4), SuHx (n=6) and systolic blood pressure (sSBP) controls (n=3), MCT (n=3), SuHx (n=4), one-way ANOVA - comparison to controls, Dunnett correction for multiple variables. * p<0.05; ** p<0.01, *** p<0.001 when compared to control group.

**Histological assessment female MCT rats: Picrosirius red, WGA and CD31 results**

The female MCT animal models displayed significantly increased cardiomyocyte hypertrophy (Control: 13.5 ± 2.35 μm and MCT: 17.7 ± 2.27 μm) and loss in capillary density (Control: 3.1 ± 1.57% and MCT: 0.8 ± 0.14% from MCT; **Figure S5**). Elevated collagen deposition was noted in the MCT samples (control: 1.5 ± 0.44% and MCT: 4.6 ± 1.16%). Interestingly, the fibrosis development was more substantial in the male MCT rodents compared to female counterparts.

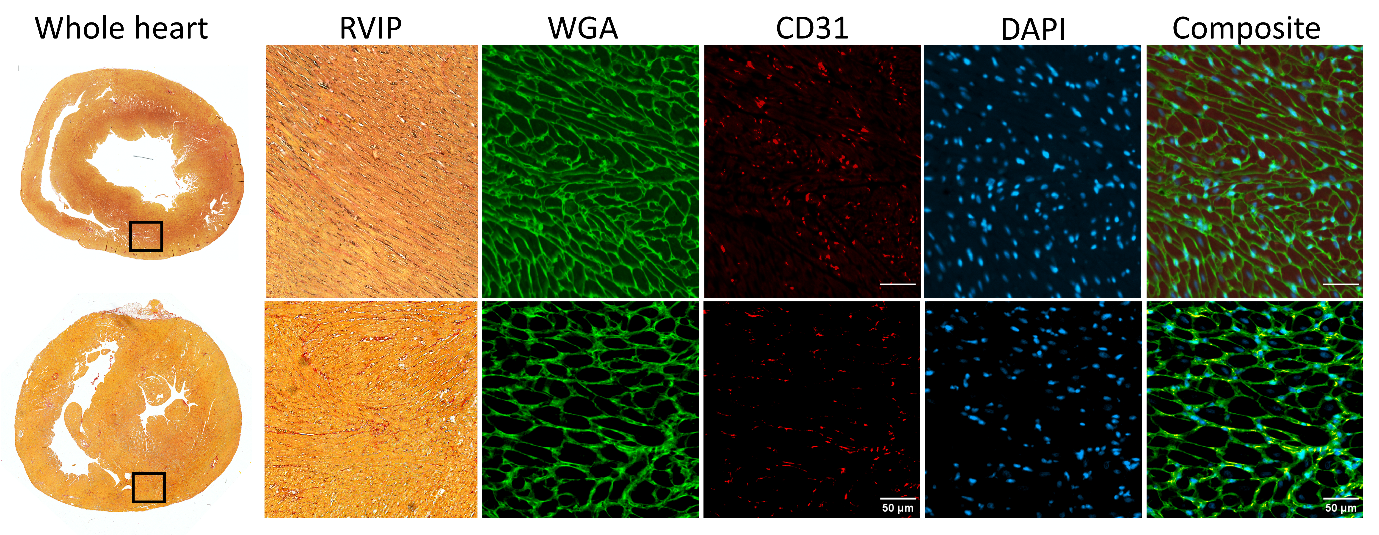

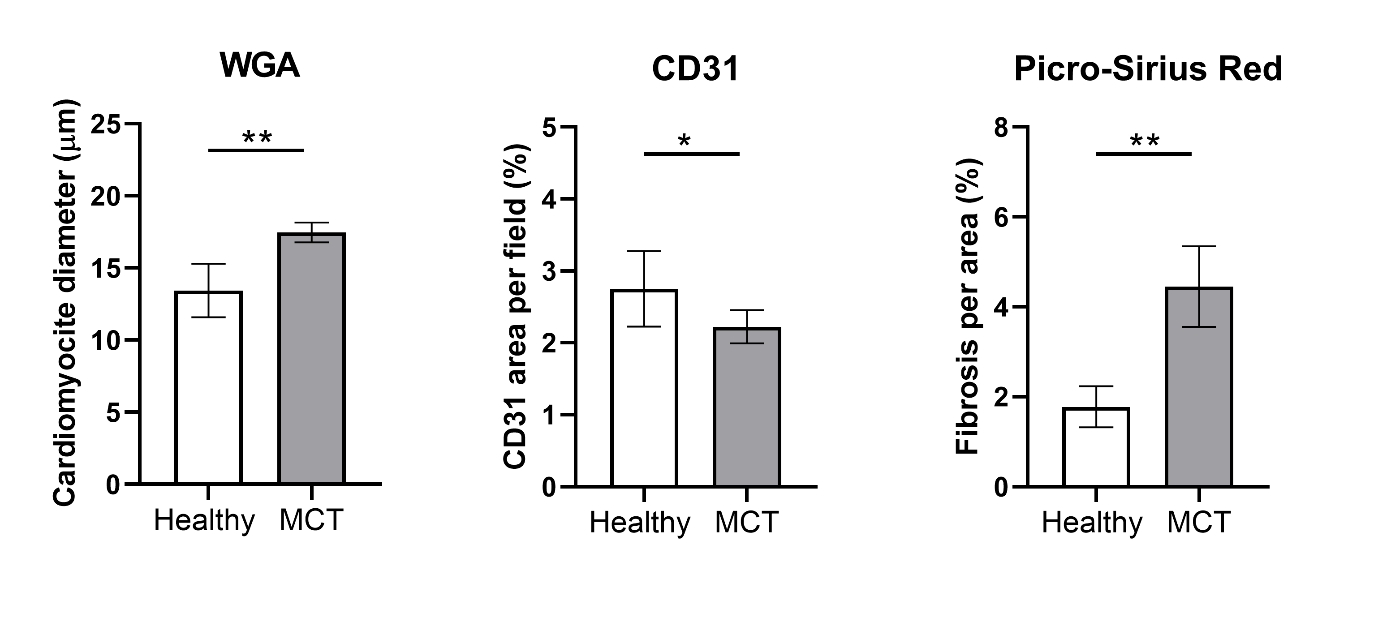

**Figure S5: Female control (n=3) and monocrotaline (MCT, n=4) histological images.** Picrosirius red stained whole heart (selection box size: 300µm × 350µm) and right ventricular insertion points (RVIP) are displayed, along with double immunofluorescence images stained for cardiomyocyte periphery (WGA), endothelial cells (CD31) and nuclei (DAPI). The immunofluorescent stained images are also shown as a composite merged image. Scale bar = 50 μm. Significance values were: * p<0.05; ** p<0.01, *** p<0.001 when compared to control group, t-test.

The MRI metrics derived from cine, flow MRI and ECV measurements, expressed as mean value ± standard deviation (SD), are presented in Table S1 for MCT males and Table S2 for SuHx males, respectively.

**Table S1:** **Cardiac MRI metrics of male rats derived from cine: healthy (n=12), 2-week MCT (n=12) and 4-week MCT (n=9), flow MRI: healthy (n=5), 2-week MCT (n=7) and 4-week MCT (n=4) and ECV scans: healthy (n=7), 2-week MCT (n=5) and 4-week MCT (n=5).** Data is presented as mean ± standard deviation (SD), one-way ANOVA - comparison to healthy, Dunnett correction for multiple variables. Significance values were: *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

|  | **Healthy** | **2w-MCT** | **4w-MCT** |
| --- | --- | --- | --- |
| **HR (bpm)** | 348±25.2 | 312.6±14.4 | 287±24.3 |
| **BW (g)** | 210.7±18.7 | 279.5±13.8^**^ | 297.8±15.3^**^ |
| **LVEF (%)** | 59.40±5.7 | 61.32±2.6 | 57.81±6.4 |
| **RVEF (%)** | 59.39±3.9 | 54.13±3.9 | 39.73±16.5^***^ |
| **BSA (cm^2^)** | 347.79±21.2 | 420.12±13.8 | 438.31±14.9 |
| **LVEDVI (μl/cm^2^)** | 1.45±0.1 | 1.24±0.1^****^ | 0.69±0.1^****^ |
| **LVMI (mg/cm^2^)** | 1.22±0.06 | 1.19±0.08 | 1.31±0.1 |
| **RVEDVI (μl/cm^2^)** | 1.19±0.14 | 1.18±0.1 | 1.66±0.2^****^ |
| **RVMI (mg/cm^2^)** | 0.543±0.03 | 0.61±0.04 | 0.88±0.07^**^ |
| **LVESVI (μl/cm^2^)** | 0.59±0.1 | 0.48±0.08 | 0.29±0.06^****^ |
| **RVESVI (μl/cm^2^)** | 0.52±0.1 | 0.54±0.07 | 1.09±0.3^****^ |
| **LVSVI (μl/cm^2^)** | 0.85±0.02 | 0.76±0.08^*^ | 0.37±0.07^****^ |
| **RVSVI (μl/cm^2^)** | 0.67±0.05 | 0.64±0.09 | 0.48±0.1^***^ |
| **RVCI (μl/min/m^2^)** | 0.23±0.02 | 0.19±0.02 | 0.15±0.05^****^ |
| **LVCI (μl/min/m^2^)** | 0.29±0.02 | 0.23±0.02^**^ | 0.11±0.01^****^ |
| **VMI** | 0.45±0.01 | 0.50±0.05 | 0.68±0.09^****^ |
| **RVESV/RVSV(Eea/Ees*)** | 1.38±0.3 | 1.19±0.2 | 0.49±0.2^****^ |
| **RV-ECV (%)** | 16.44±3.4 | 22.76±6.5 | 26.21±8.4^**^ |
| **LV-ECV (%)** | 14.56±4.2 | 18.36±4.3 | 26.48±2.2^**^ |
| **IS-ECV (%)** | 17.66±4.6 | 20.24±1.7 | 30.95±5.3^***^ |
| **RV-IP (%)** | 15.18±3.7 | 21.10±7.2 | 35.79±6.4^****^ |
| **PAAT (%RR)** | 0.20±0.01 | 0.17±0.03^***^ | 0.104±0.03^****^ |
| **PTN (%RR)** | 0.19±0.07 | 0.22±0.05 | 0.11±0.06^****^ |
| **TTN (%RR)** | 0.34±0.08 | 0.39±0.04^**^ | 0.215±0.1^****^ |
| **ES (%RR)** | 0.57±0.03 | 0.58±0.03 | 0.63±0.07 |
| **Slope (×10^3^)** | -7.3±2.1 | -4.8±0.7^**^ | -12.1±6.1^**^ |
| **PTES (%RR)** | 0.372±0.03 | 0.411±0.03 | 0.526±0.09 |

**Table S2:** **Cardiac MRI metrics of male rats derived from cine: 4-week SuHx (n=7) and 6-week SuHx (n=15), 8-week SuHx (n=10), 10-week SuHx (n=10), flow MRI: : 4-week SuHx (n=7) and 6-week SuHx (n=7), 8-week SuHx (n=5), 10-week SuHx (n=5), and ECV scans: 6-week SuHx (n=7), 8-week SuHx (n=5), 10-week SuHx (n=5).** Data is presented as mean ± standard deviation (SD), one-way ANOVA - comparison to healthy, Dunnett correction for multiple variables. Significance values were: *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

|  | **4w-SuHx** | **6w-SuHx** | **8w-SuHx** | **10w-Suhx** |
| --- | --- | --- | --- | --- |
| **HR (bpm)** | 313±29.6 | 298.5±26.2 | 335±13.3 | 273.7±40.4 |
| **BW (g)** | 289±18.1^**^ | 344.2±22.3^***^ | 384.6±28.9^***^ | 428±29.6^***^ |
| **LVEF (%)** | 60.78±10.8 | 60.04±4.5 | 59.11±4.3 | 56.25±4.1 |
| **RVEF (%)** | 28.63±3.8^***^ | 31.88±7.1^****^ | 31.04±7.9^****^ | 36.56±16.05^****^ |
| **BSA (cm^2^)** | 434.6±16.9 | 482.6±20.8 | 519.6±25.8 | 558.05±25.7 |
| **LVEDVI (μl/cm^2^)** | 0.72±0.1^****^ | 0.91±0.1^****^ | 0.94±0.1^****^ | 0.96±0.1^****^ |
| **LVMI (mg/cm^2^)** | 1.61±0.07^*^ | 1.22±0.1 | 1.23±0.08 | 1.09±0.1 |
| **RVEDVI (μl/cm^2^)** | 1.45±0.06^****^ | 1.67±0.08^****^ | 1.57±0.09^****^ | 1.54±0.3^***^ |
| **RVMI (mg/cm^2^)** | 1.05±0.07^****^ | 0.95±0.04^****^ | 0.90±0.06^****^ | 0.78±0.1^***^ |
| **LVESVI (μl/cm^2^)** | 0.29±0.09^****^ | 0.36±0.05^****^ | 0.38±0.04^****^ | 0.42±0.02^***^ |
| **RVESVI (μl/cm^2^)** | 1.04±0.09^****^ | 1.14±0.1^****^ | 1.09±0.1^****^ | 1.01±0.4^****^ |
| **LVSVI (μl/cm^2^)** | 0.43±0.04^****^ | 0.54±0.08^****^ | 0.56±0.08^****^ | 0.54±0.1^****^ |
| **RVSVI (μl/cm^2^)** | 0.45±0.05^*^ | 0.53±0.1^*^ | 0.48±0.1^**^ | 0.52±0.1^*^ |
| **RVCI (μl/min/m^2^)** | 0.148±0.03^***^ | 0.16±0.04^****^ | 0.162±0.03^**^ | 0.14±0.05^****^ |
| **LVCI (μl/min/m^2^)** | 0.13±0.01^****^ | 0.16±0.02^****^ | 0.19±0.02^****^ | 0.14±0.04^****^ |
| **VMI** | 0.712±0.1^****^ | 0.78±0.04^****^ | 0.74±0.05^****^ | 0.71±0.08^****^ |
| **RVESV/RVSV (Eea/Ees*)** | 0.42±0.04^****^ | 0.48±0.1^****^ | 0.47±0.1^****^ | 0.65±0.3^****^ |
| **RV-ECV (%)** |  | 17.20±2.04 | 20.97±3.6 | 23.96±0.72^*^ |
| **LV-ECV (%)** |  | 17.89±1.4 | 22.54±1.9^*^ | 19.15±1.3 |
| **IS-ECV (%)** |  | 23.13±4.08 | 29.93±7.8^**^ | 28.23±5.3^**^ |
| **RV-IP (%)** |  | 23.25±2.1^***^ | 28.01±3.7^**^ | 22.58±0.7^*^ |
| **PAAT (%RR)** | 0.049±0.02^****^ | 0.055±0.02^****^ | 0.061±0.03^****^ | 0.055±0.02^****^ |
| **PTN (%RR)** | 0.088±0.02^***^ | 0.08±0.01^***^ | 0.087±0.01^***^ | 0.066±0.02^***^ |
| **TTN (%RR)** | 0.138±0.03^****^ | 0.14±0.02^****^ | 0.148±0.03^****^ | 0.122±0.01^****^ |
| **ES (%RR)** | 0.415±0.07 | 0.407±0.08 | 0.430±0.04 | 0.402±0.06 |
| **Slope (×10^3^)** | -9.8.1±3.2 | -9.6.3±3.03 | -10.4.8±3.8 | -11.7.9±3.07^*^ |
| **PTES (%RR)** | 0.366±0.05 | 0.351±0.07 | 0.369±0.02 | 0.345±0.05 |
|  |  |  |  |  |

The MRI metrics derived from cine measurements for females MCT and SuHx rats, expressed as mean value ± standard deviation (SD), are presented in Table S3.

**Table S3: Cardiac MRI metrics of female rats derived from cine scans: healthy (n=5), 2-week MCT (n=5), 4-week MCT (n=5), 6-week SuHx (n=6) and 8-week SuHx (n=6).** Data is presented as mean ± standard deviation (SD), one-way ANOVA - comparison to healthy, Dunnett correction for multiple variables. Significance values were: *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

|  | **Healthy** | **2-weekMCT** | **4-week MCT** | **6-week SuHx** | **8-week SuHx** |
| --- | --- | --- | --- | --- | --- |
| **BW (g)** | 206±6.3 | 226±5.3^***^ | 238±4.8^***^ | 283±10.4^***^ | 280±15^***^ |
| **HR (bpm)** | 384±17.5 | 378±29 | 388±29.2 | 238±17.5 | 344±36.3 |
| **LVEF (%)** | 70.42±1.58 | 65.08±1.6^**^ | 63.82±2.36^**^ | 62.21±2.76^*^ | 57.26±5.79^***^ |
| **RVEF (%)** | 74.57±2.8 | 69.68±3.3 | 50.4±10.1^***^ | 52.47±3.9^**^ | 48.50±13.8^***^ |
| **LVEDVI (μl/cm^2^)** | 1.12±0.07 | 1.12±0.05 | 0.86±0.16^**^ | 1.03±0.08 | 1.01±0.19 |
| **LVMI (mg/cm^2^)** | 1.01±0.03 | 0.99±0.02 | 0.97±0.01 | 1.08±0.04 | 1.16±0.12^*^ |
| **RVEDVI (μl/cm^2^)** | 0.92±0.11 | 0.84±0.05 | 0.97±0.08 | 1.15±0.09^*^ | 1.18±0.17^*^ |
| **RVMI (mg/cm^2^)** | 0.47±0.04 | 0.45±0.01 | 0.58±0.02^***^ | 0.67±0.05^*^ | 0.72±0.17^*^ |
| **LVESVI (μl/cm^2^)** | 0.33±0.03 | 0.39±0.01 | 0.31±0.04 | 0.38±0.04 | 0.42±0.06^*^ |
| **RVESVI (μl/cm^2^)** | 0.23±0.02 | 0.25±0.03 | 0.48±0.12^***^ | 0.54±0.08^*^ | 0.62±0.27^**^ |
| **LVSVI (μl/cm^2^)** | 0.79±0.04 | 0.73±0.05 | 0.55±0.12^***^ | 0.64±0.06 | 0.58±0.14^**^ |
| **RVSVI (μl/cm^2^)** | 0.69±0.10 | 0.58±0.03 | 0.49±0.09^**^ | 0.60±0.03 | 0.55±0.11 |
| **RVCI (μl/min/m^2^)** | 0.26±0.03 | 0.22±0.02 | 0.19±0.02^***^ | 0.20±0.02^*^ | 0.19±0.05^*^ |
| **LVCI (μl/min/m^2^)** | 0.79±0.01 | 0.27±0.02 | 0.21±0.04^***^ | 0.21±0.03^*^ | 0.20±0.05^**^ |
| **VMI** | 0.47±0.04 | 0.45±0.01 | 0.59±0.03^***^ | 0.62±0.04^**^ | 0.61±0.08^**^ |
| **RVESV/RVSV (Eea/Ees*)** | 2.97±0.49 | 2.33±0.37 | 1.09±0.47^***^ | 1.11±0.16^***^ | 1.04±0.46^***^ |

**Original western blot data for Fig 7A and 7B**

1. **Uncropped scan of western blot gels of MCT** **(RV tissue)**

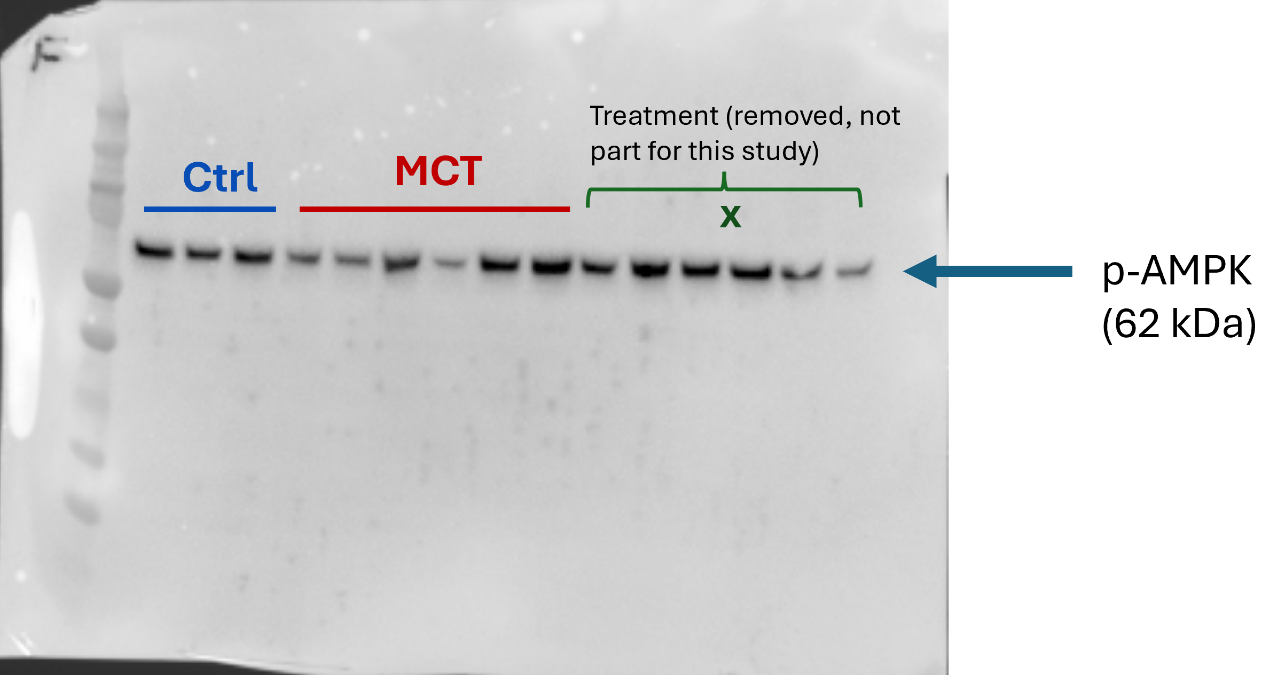

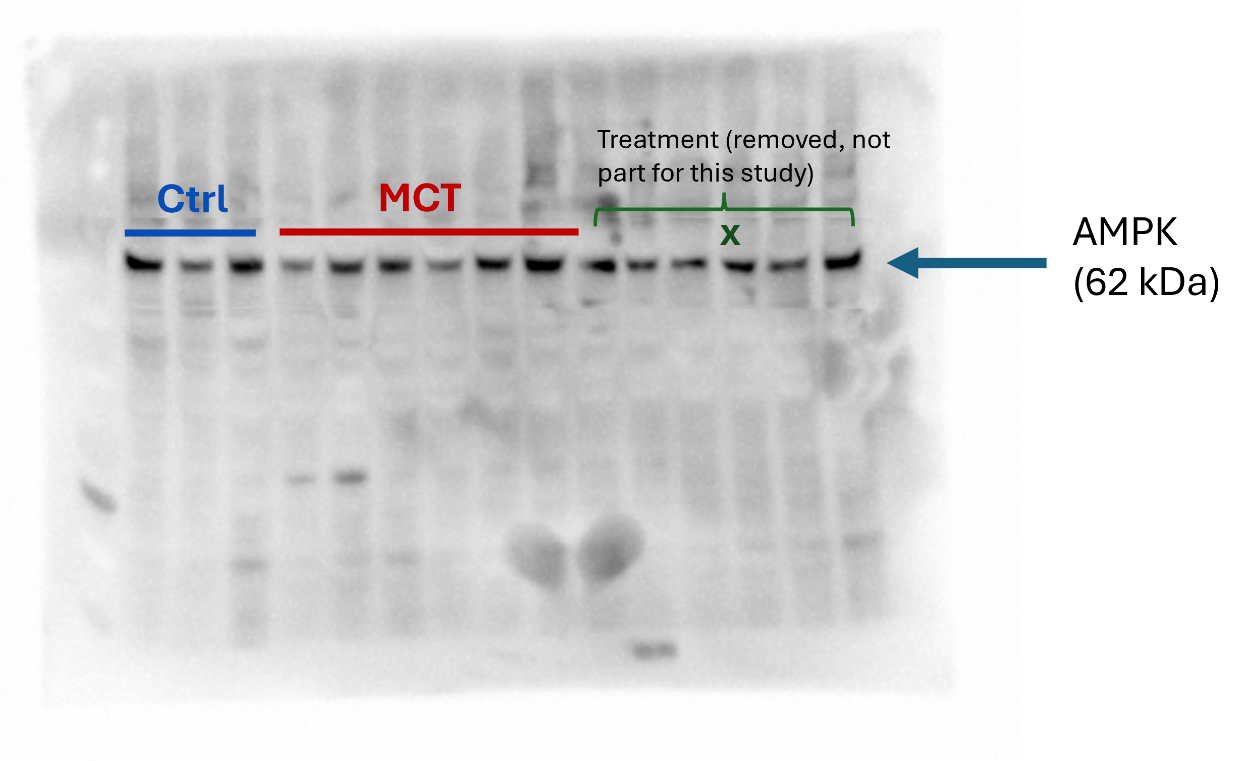

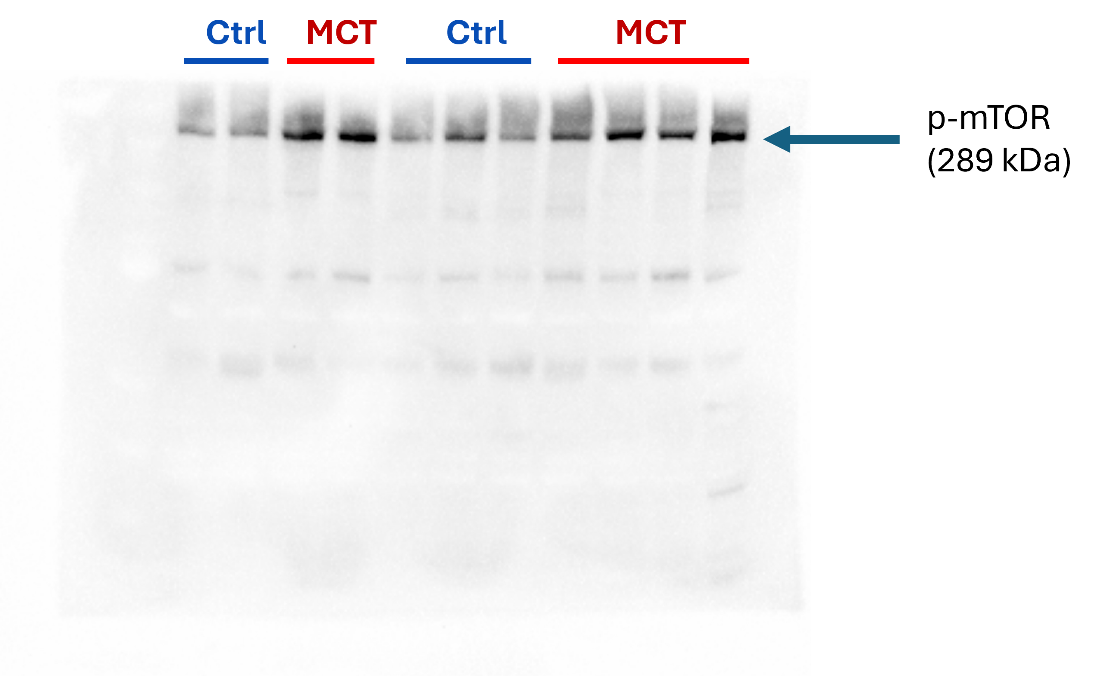

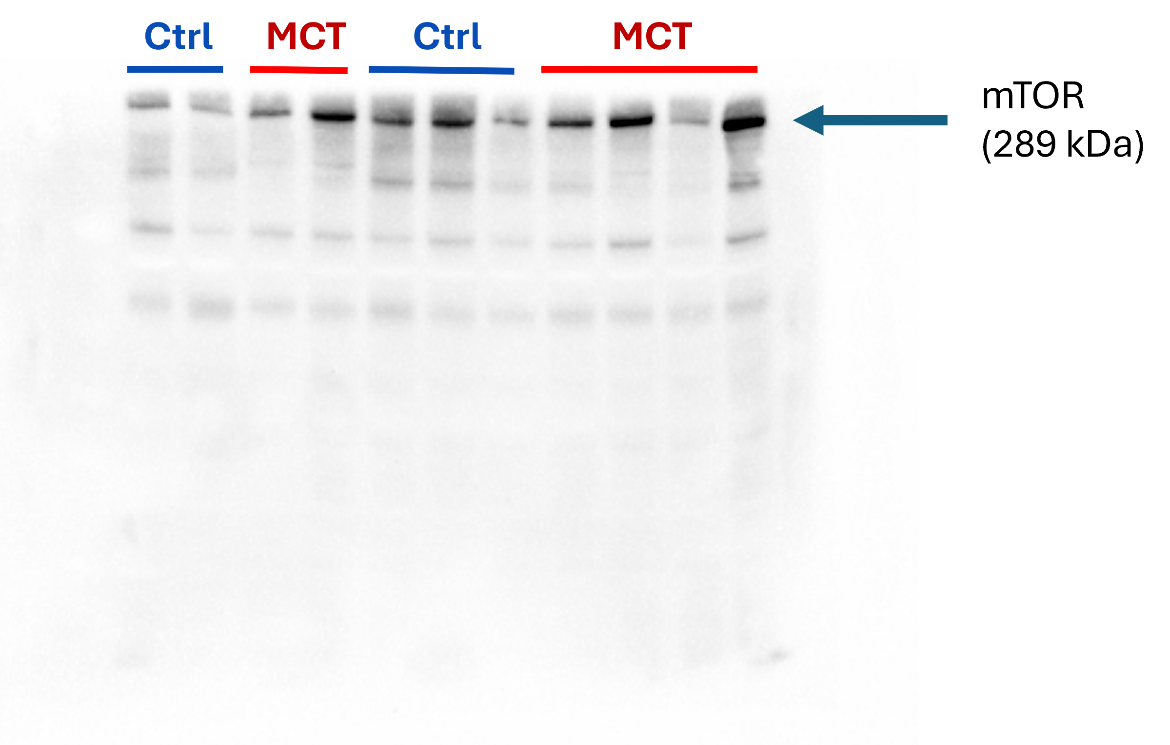

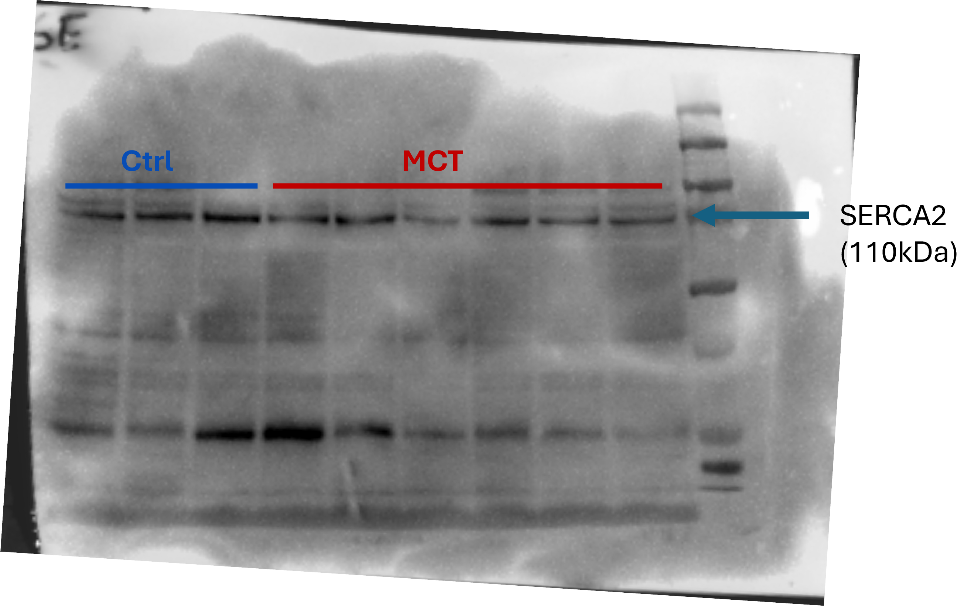

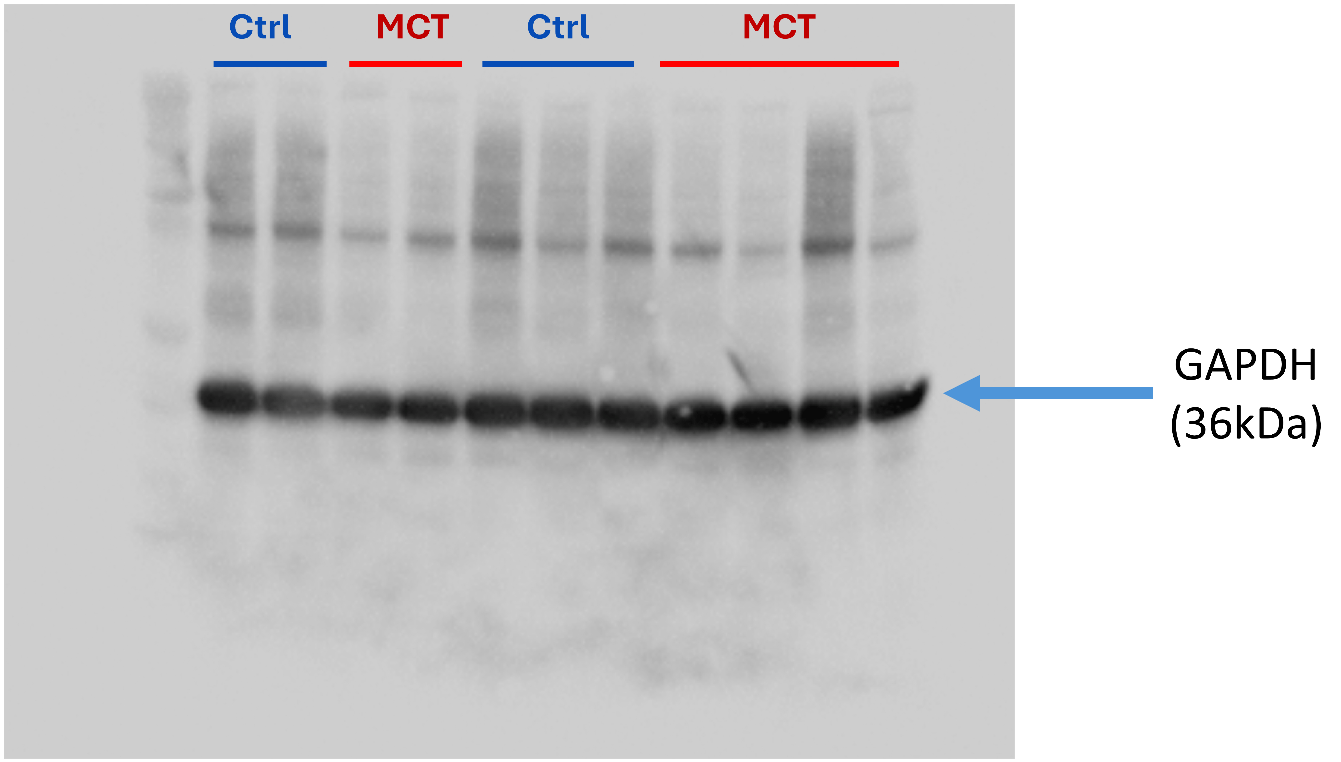

1. **Uncropped scan of western blot gels of SuHx** **(RV tissue)**

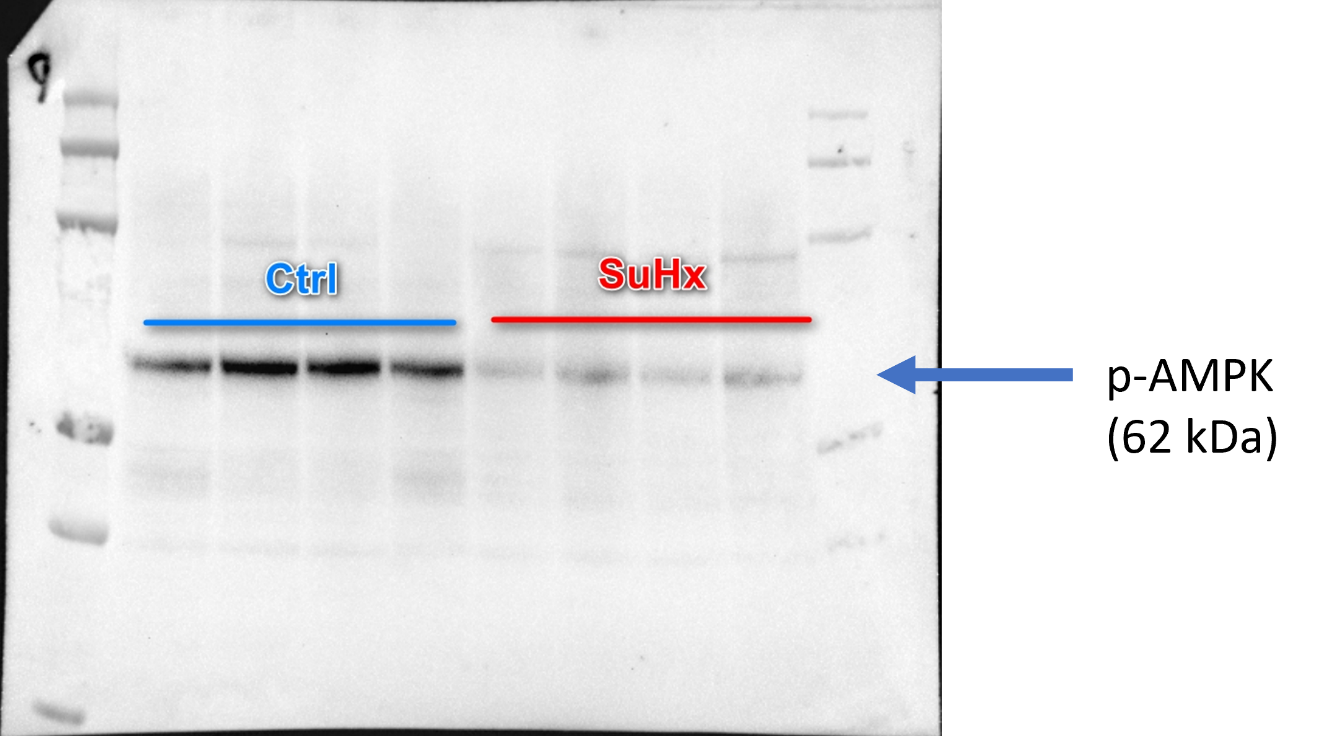

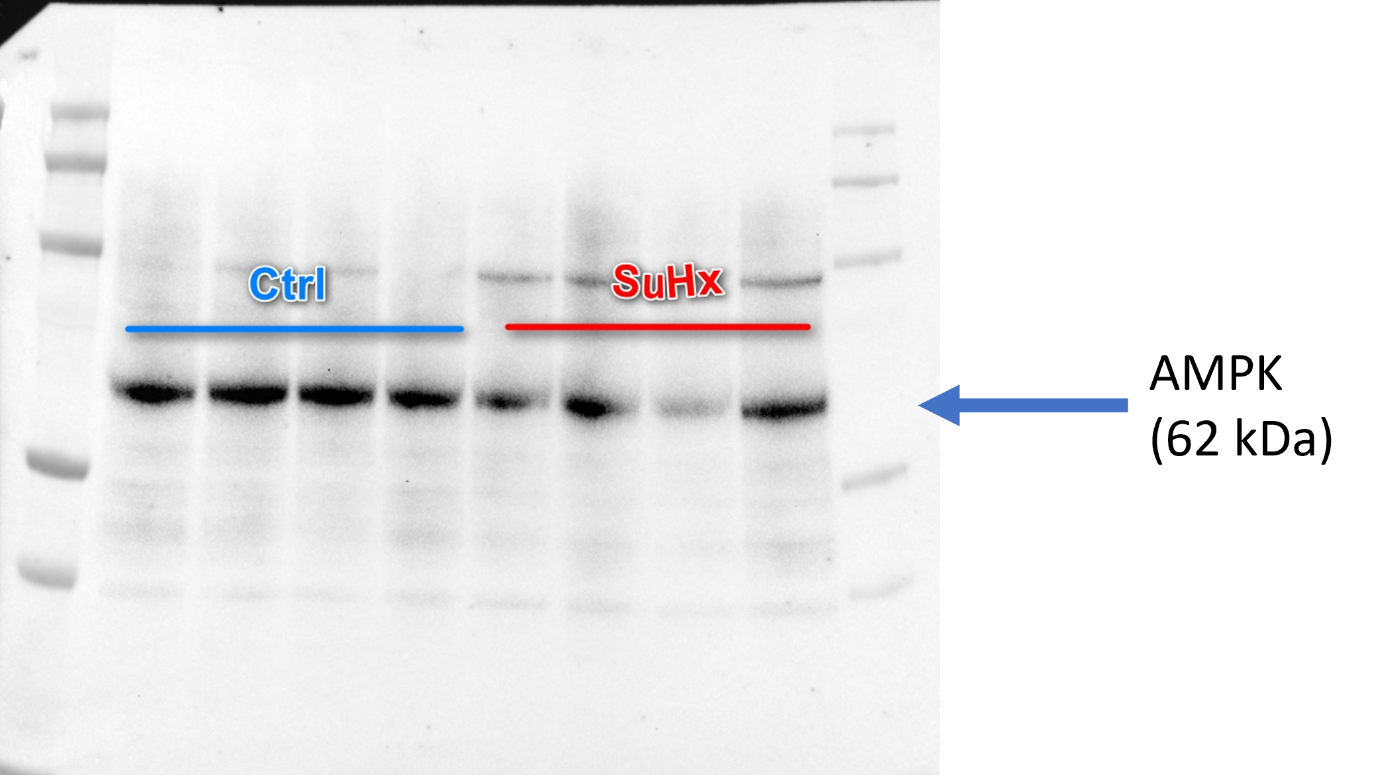

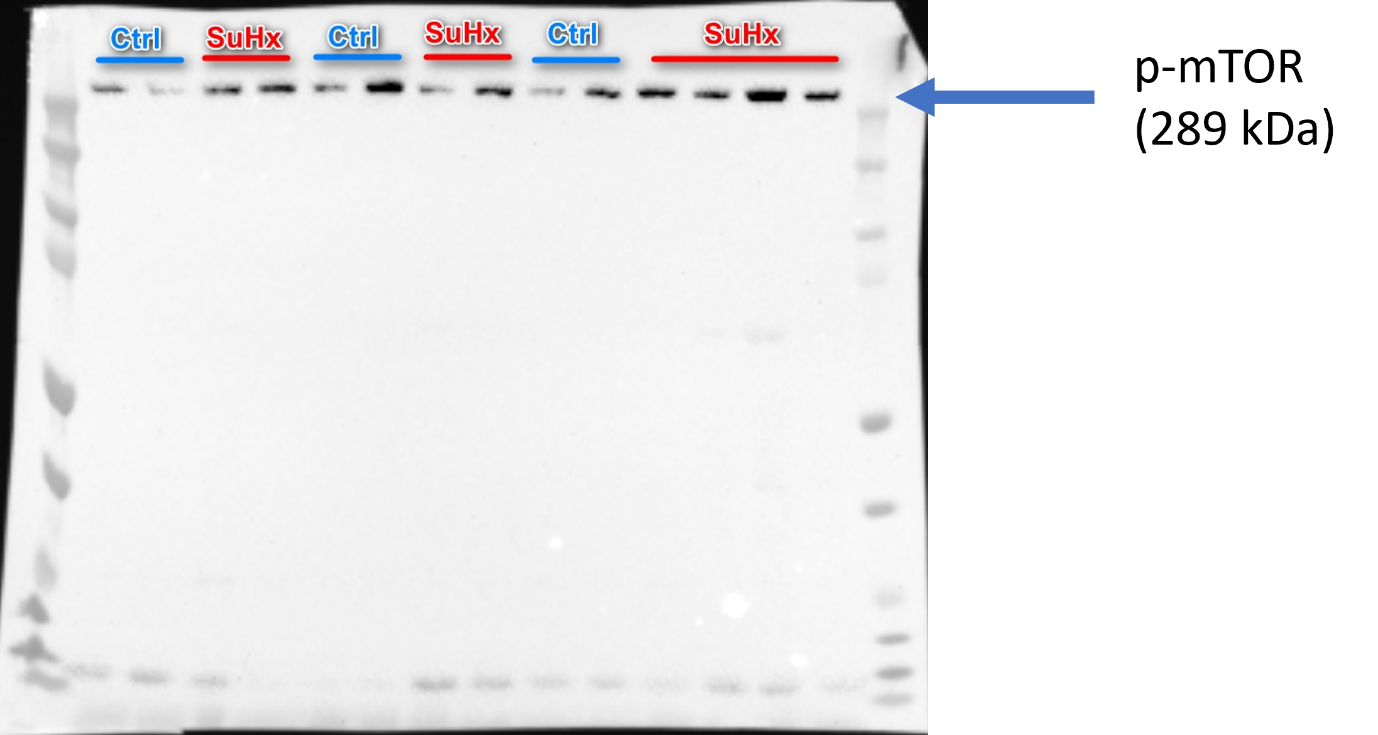

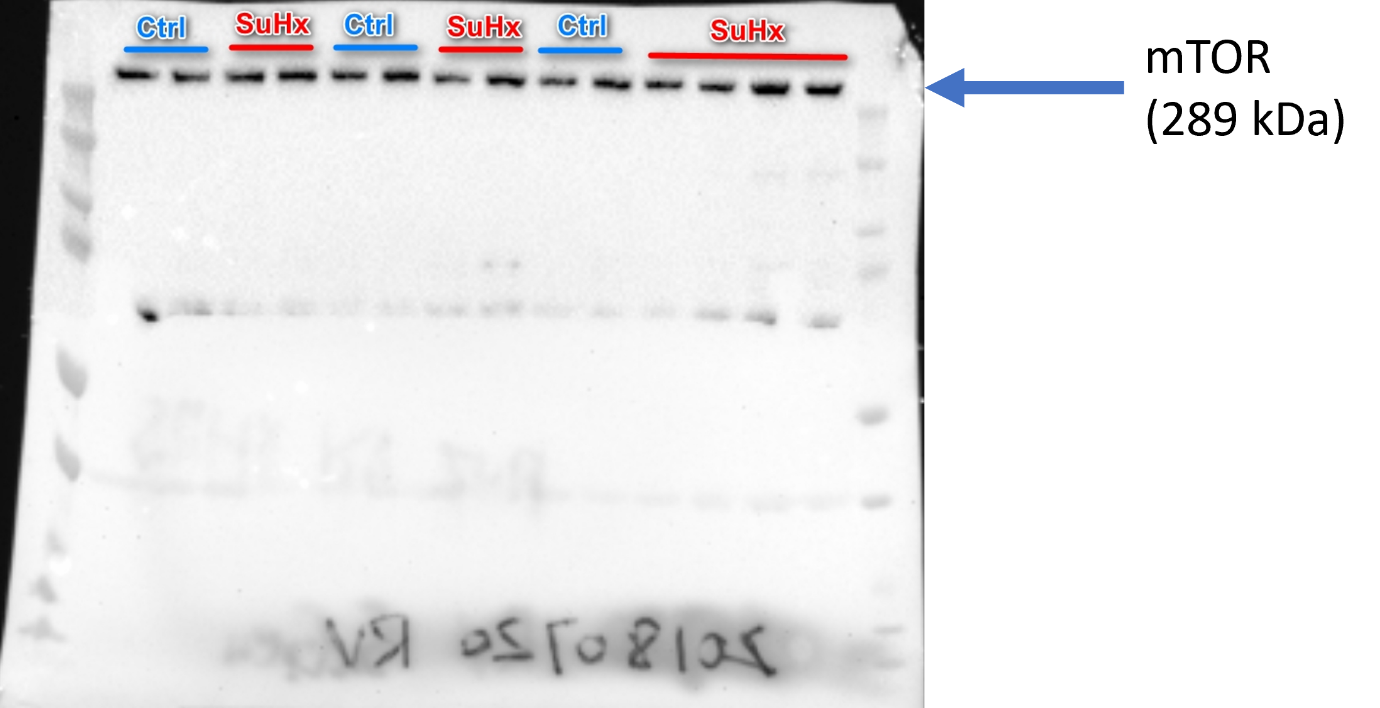

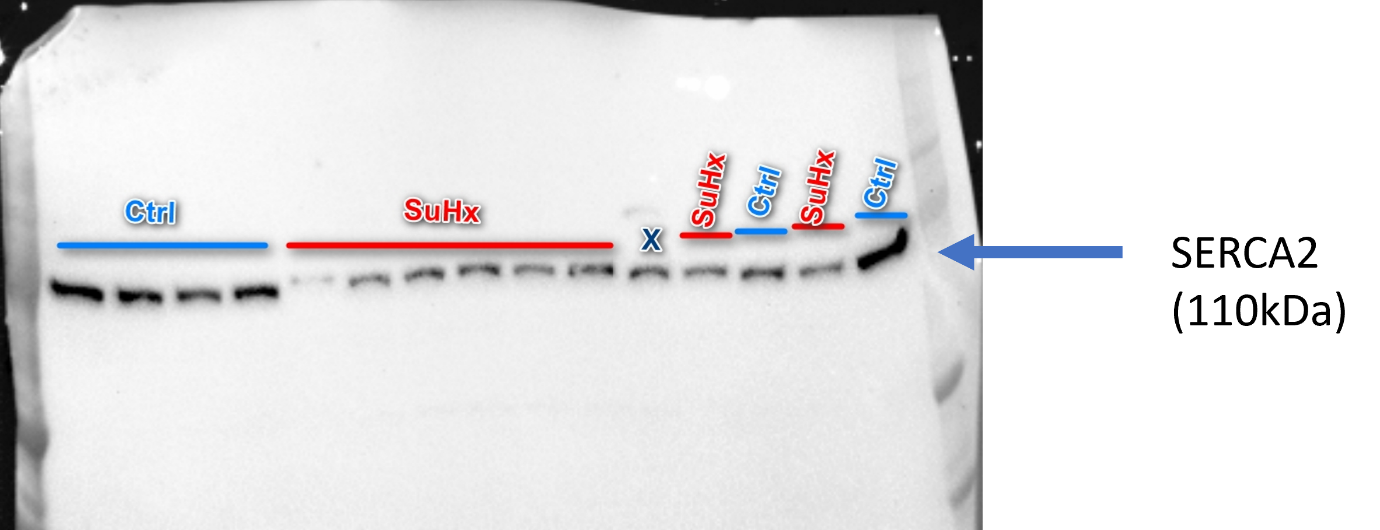

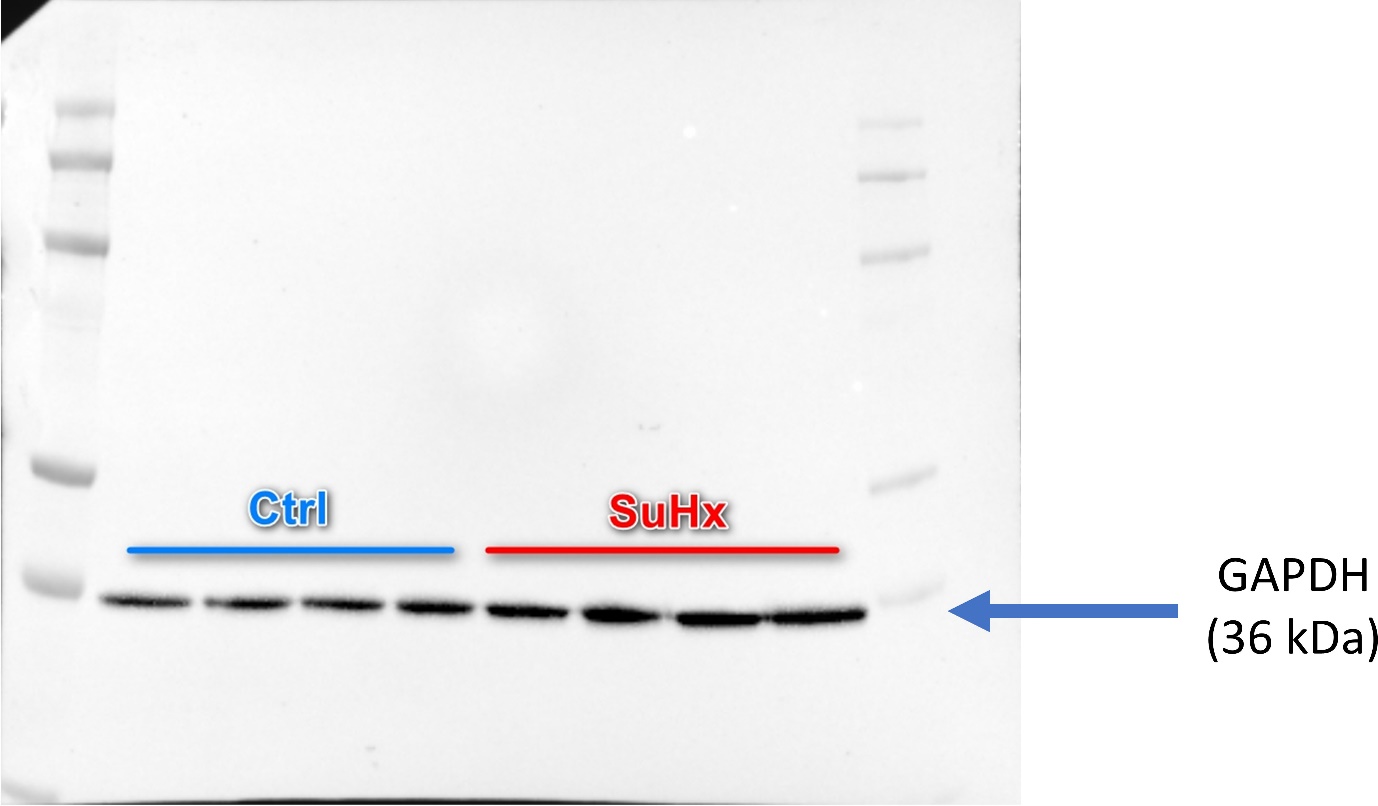

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

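RNA from the right ventricle of control rats (week 0, 3 libraries) and SuHx rats (8 weeks, 3 libraries) was sequenced by the authors. According to the paper's supplement, reads were mapped and counted with Salmon (version 0.14.1) on an index built from mouse files of the build GRCm38.p6, and DEGs were computed with the Wald test of DESeq2 (version 1.24.0). The values the authors deposited are a normalised signal per gene, with one column per library and no pooling. Division of counts by a single factor per library is not shown. In control 1, low values differed between genes, such as 1.156 for Acan, 1.118 for P4ha3 and 1.090 for S100a8. Of the 12958 gene names, 11247 are current and 753 are former rat symbols in the RefSeq table of the assembly GRCr8, which was used for names only, and 958 are neither. No coordinates are given, since the build behind the values is open. An entry with no gene name, which held 0.00143% to 0.00514% of a library's total, was left out.

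Low values were examined for steps of whole reads. Of values below 12, between 92.6% and 96.9% per library lay within 0.1 of a whole multiple of one step. Steps that differ between genes were not examined. The values on one step were not nearly all, so whole reads were not rebuilt and no count model was run, in particular not the paper's own test. The depth in reads is therefore not given. Totals of normalised counts were 11607609 to 12393415 in control and 12754296 to 18249330 in SuHx.

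All tests used log2(normalised count + 1) of the 10725 genes with a mean of at least 10 over the 6 libraries, with limma 3.58.1 in R 4.3.3, moderated with a mean-variance trend and adjusted by Benjamini-Hochberg, two-sided. Genes were called higher or lower at an adjusted p under 0.05, and DEGs by the paper's criteria had an adjusted p under 0.01 and a fold change above 2. Of 37 gene lists fixed in advance, with 947 genes, 35 were compared with all other genes by camera, with a preset correlation of 0.01 between genes and again with an estimated one. Under the estimated correlation no list had an adjusted p under 0.05, and the lowest was 0.31. Lung epithelial markers, with 2 tested genes, and sex-linked genes, with 0, were too few. Single genes were also compared by an exact permutation test of 3 against 3 libraries, two-sided, whose smallest p is 0.1.

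Genes were named by a rule fixed in advance. It takes the 8 largest rises and 8 largest falls among called genes with a mean of at least 50 and with every SuHx library beyond every control library, leaving out predicted-gene and clone names. It adds the genes behind proteins that the paper measured, up to 4 called members of each list or, with none called, the 2 members of highest mean, every growth differentiation factor, and Col1a1, Col1a2 and Col3a1. Other genes are marked as named after their values were seen, apart from genes used to describe single libraries.

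An exact 0 in these values can be a failed estimate. Of 8124 genes with a mean of at least 50 normalised counts, 87 were listed at 0 in at least 1 library, 4 of them called, and such genes are given per library where named.

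The procedure was tested on simulated data. For SuHx against control, counts were simulated for 10699 genes, of which 200 were changed. Of genes changed 2-fold 39% were recovered, of genes changed 4-fold 85%, and 5 of 129 calls were of unchanged genes. Data simulated with no change gave 0 calls.

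Alternatives covered the pseudocount, the filter on low values, rescaling by TMM, by the median of ratios and to equal totals, the mean-variance trend, robust moderation, each library left out in turn, the estimated correlation and adjustment over a list alone. Library weights, leaving out controls 1 and 3 together, leaving out genes listed at 0, and DEGs at an unadjusted p were added after the data were examined. Figures were drawn with matplotlib 3.10.9. The human and MCT comparisons and the protein measurements are not analysed here.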

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

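The tests of atrial tissue and of a mislabelled library for control 1, of handling and of cell composition for control 3, of SU5416, and of the normalisation for targets other than Cyp1a1 were chosen only after the results were seen, as were the genes Cyp1b1, Ahrr, Nqo1 and Gclc. For the mislabelled library, a bound of over 90% had been set first and was not met, and it was replaced because controls 2 and 3, tested in the same way, did not reach it either.

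Several genes outside the groups that the paper discusses lay above the controls in SuHx. The log2 fold changes were 8.33 for Cyp1a1, 5.36 for Fhl1, 4.54 for Tceal7 and 4.52 for Ankrd23. Each was higher in 3 of 3 SuHx libraries than in every control, which was a condition for naming it. Without SuHx C, Fhl1 had an adjusted p of 0.058 from limma. Pc and Gorasp2 were listed at 0 in all 3 controls and had medians of 137 and 115 normalised counts in SuHx. An exact 0 can be a failed estimate, so no fold is given. The 16 tested genes of the foetal cardiac programme had a median log2 fold change of 2.12 (camera adjusted p = 5.15e-12, and adjusted p = 0.31 with an estimated correlation).

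Of 10 tested targets of the aryl hydrocarbon receptor 5 were higher in SuHx, with log2 fold changes beside that of Cyp1a1 of 5.28 for Ahrr, 3.67 for Cyp1b1, 1.44 for Nqo1 and 1.12 for Gclc (adjusted p = 0.0099, 0.038, 0.014 and 0.026 from limma), of which none passed without SuHx A, B or C (adjusted p up to 0.15) and Cyp1b1 and Gclc did not without control 2 (adjusted p = 0.097 and 0.077) or with no mean-variance trend (adjusted p = 0.071 and 0.054). Lung tissue in the SuHx samples is argued against for Cyp1a1, since the highest of 6 lung epithelial genes in any SuHx library was at 41.9 normalised counts where Cyp1a1 was at 525 or more, and so is the authors' normalisation for 3 of the targets, since as deposited and under 3 rescalings the log2 fold change of Cyp1a1 was 8.10 or more and those of Ahrr and Cyp1b1 3.37 or more. For Nqo1 and Gclc the normalisation stays open, since they did not pass at equal totals, where their log2 fold changes were 1.13 (adjusted p = 0.057) and 0.80 (adjusted p = 0.13). Equal totals divided SuHx B, with 67.5% mitochondrial transcripts, by 1.351. The factors by TMM were 0.991 to 1.012 and those by the median of ratios 1.004 to 1.013. A candidate explanation is SU5416, a known ligand of this receptor, and 5 of 10 tested targets rose and 0 fell as deposited, Tiparp (0.58, adjusted p = 0.50 from limma) and Aldh3a1 (-0.046, adjusted p = 0.98) being among those that did not pass. This count does not decide on SU5416, which was given before the 4 weeks of hypoxia, while the tissue was taken at 8 weeks. SU5416, hypoxia, pressure load and the 8 weeks between the groups cannot be told apart here, because all 3 SuHx libraries share them.

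Control 1 held atrial transcripts, with Myl4 at 9629, Myl7 at 1353 and Sln at 560.4 normalised counts, against 40.2, 0 and 1.02 or less in controls 2 and 3. A SuHx library mislabelled as control 1 is argued against, since control 1 lay nearer to the other controls than to SuHx for 77.9% of the 140 genes called without it, against 84.0% for control 2 and 78.9% for control 3 tested in the same way, and it held Cyp1a1 at 1.12 normalised counts. Atrial tissue in the dissected sample may be the source and stays open, since control 1 was the highest of the 6 libraries for 9 of 13 atrial genes, a count that includes the genes that showed the pattern and so does not decide. The design gives no condition that sets control 1 apart, so no biological explanation was tested. Nppa, with a log2 fold change of 5.16 (adjusted p = 0.31 from limma), had one of 8.32 without control 1 (adjusted p = 1.59e-05, in a range of 1.59e-05 to 0.56 over its alternatives).

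Control 3 stood apart on the first principal component of all libraries, at -70.0 against -22.8 and -14.7 for controls 1 and 2. A lower share of cardiomyocytes stays open. The 17 cardiomyocyte markers had a median of -0.14 log2 units against controls 1 and 2 (quartiles -0.25 to 0.27). Of them 8 were higher, so they showed no clear fall. Endothelial markers had a median of 0.91 (quartiles 0.39 to 1.23) and macrophage markers one of -0.22 (quartiles -0.46 to 0.27). This gap of 1.13, made the test after its values were seen, does not decide, because several cell types can shift at once. Handling before freezing may contribute and stays open, since 24 immediate early genes had a median 1.80 log2 units above controls 1 and 2, with 23 of them higher. Loss of long transcripts may also contribute and stays open, since 53 genes of long transcripts lay at -0.44 and 76 ribosomal protein genes at 0.45 log2 units relative to the other libraries, a gap of -0.89, against -0.24 and 0.029 in controls 1 and 2 and -0.013, 0.50 and 0.60 in SuHx A, B and C, with group means of -0.37 and 0.36 (exact permutation p = 0.2, where 0.1 is the smallest possible). No biological explanation was tested, since the design gives none for a single control.

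For the counts of calls, 10 splits of the libraries into 3 and 3 are too few for a share under 0.05. The real split gave 238 calls and the highest of the others 3, and for DEGs by the paper's criteria the real split gave 29 and the highest of the others 3, so that 1 split of the 10 gave as many.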

How the results depend on the processing

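Library weights, leaving out controls 1 and 3, leaving out genes listed at 0 and the unadjusted DEGs were chosen only after the data were seen. Over all alternatives and named genes, 1510 values kept their direction and their side of the threshold, 265 no longer passed, 4 newly passed and 41 changed sign, and for medians of lists these numbers were 565, 21, 18 and 55. Part of the sign changes arose at equal totals, where the median log2 fold change of all genes was -0.31, and these do not bear on single lists. Counts of calls stayed within 1.5 times in 33 cases and did not in 41, and counts within lists in 1118 and 200. Of the 238 genes called, 16 were among the 17 called without SuHx C, 158 among the 281 called at equal totals, and 69 among the 105 called without controls 1 and 3. Cyp1a1, Tceal7, Ankrd23, Ddit4l2, Dhrs7c, Rab3b, Enah and Hmox1 were called with each single library left out. At equal totals these named genes no longer passed, with adjusted p from limma in brackets: Col18a1 (0.060), Egln3 (0.099), Gclc (0.13), Igfbp6 (0.14), Lamc1 (0.13), Nqo1 (0.057), Pcolce (0.21), Pfkl (0.30), Smad7 (0.29), Thbs1 (0.062) and Ucp2 (0.14). Those with no mean-variance trend were Acaa2 (0.065), Acta1 (0.080), Aqp7 (0.065), Col18a1 (0.053), Col6a6 (0.077), Col8a1 (0.052), Cyp1b1 (0.071), Decr1 (0.059), Ech1 (0.062), Egln3 (0.073), Gclc (0.054), Gpnmb (0.057), Gucy1a3 (0.079), Igfbp6 (0.081), Kcnk2 (0.065), Lamc1 (0.079), Mybpc2 (0.052), Nppb (0.077), Npr3 (0.068), Pcolce (0.078), Pfkl (0.081), Pnpla3 (0.069), Scn4b (0.079), Smad7 (0.079), Spp1 (0.078), Tgfb2 (0.072), Thbs1 (0.065), Tnfrsf12a (0.090), Ucp2 (0.052) and Vsnl1 (0.070). With no filter on low values they were Gucy1a3 (0.052), Igfbp6 (0.052), Myh6 (0.13) and Tnfrsf12a (0.051), with a mean of at least 50 Vsnl1 (0.054), with robust moderation Acta1 (0.053), and without controls 1 and 3 Acaa2 (0.065), Acta1 (0.22), Adra1d (0.18), Ankrd23 (0.058), Aqp7 (0.11), Art1 (0.058), Cilp (0.069), Col18a1 (0.087), Col6a6 (0.23), Ddit4l2 (0.12), Decr1 (0.12), Dhrs7c (0.076), Ech1 (0.12), Egln3 (0.050), Fhl1 (0.069), Gclc (0.052), Gpnmb (0.12), Gucy1a3 (0.23), Igfbp6 (0.080), Lamc1 (0.091), Myh6 (0.12), Nqo1 (0.052), Pcolce (0.17), Pfkl (0.093), Plod2 (0.091), Pnpla3 (0.18), Scn4b (0.055), Serpine2 (0.060), Smad7 (0.11), Spp1 (0.11), Tnfrsf12a (0.064), Ucp2 (0.084) and Vsnl1 (0.19). The tests on counts with edgeR and with the paper's own tool were not run, since whole reads were not recovered. No paired analysis was possible, since RV tissue was collected from euthanized rats and a control and a SuHx library cannot come from the same rat. The depth in reads behind each value is unknown, and genes with a mean under 10 were not tested except with no filter on low values. With a library left out, 2 libraries stood for its group, and without controls 1 and 3 the lone control was assumed to vary like the SuHx libraries. For the values below the cause was not tested, except that fewer libraries or other thresholds enter by construction.

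With adjustment over the list alone, calls within lists numbered 4 higher for collagen fibril organisation, 8 higher for basement membrane and other collagens, 10 higher for ECM glycoproteins and proteoglycans, 4 lower for ECM glycoproteins and proteoglycans, 3 higher for response to cytokines and 1 lower for response to cytokines. With an estimated correlation in camera, median log2 fold changes were 0.28 for basement membrane and other collagens (camera adjusted p = 0.31) and 0.41 for ECM glycoproteins and proteoglycans (camera adjusted p = 0.85). At an unadjusted p under 0.01 and a fold above 2, counts were 270 for DEGs higher and 154 for DEGs lower. With a pseudocount of 5, counts were 4 for DEGs lower. With no filter on low values, counts were 4 for DEGs lower. Calls within lists numbered 0 higher for response to cytokines in the same setting. Median log2 fold changes were 0.14 for valve and cartilage markers in the same setting. With a mean of at least 50, median log2 fold changes were 0.14 for collagen fibril organisation (camera adjusted p = 0.046) and 0.029 for adrenergic and natriuretic signalling. At equal totals, counts were 90 for genes higher, 191 for genes lower and 33 for DEGs lower. The median log2 fold change of all genes was -0.31 in the same setting, and the sign changes of lists and genes there include this shift. Calls within lists numbered 1 higher for collagen fibril organisation, 1 higher for basement membrane and other collagens, 2 lower for ECM glycoproteins and proteoglycans and 1 lower for response to cytokines in the same setting. Median log2 fold changes were -0.19 for collagen fibril organisation, -0.038 for basement membrane and other collagens, -0.020 for ECM proteases and inhibitors, -0.17 for calcium handling, -0.31 for AMPK subunits and regulators, -0.27 for mTOR complexes and regulators, -0.010 for glycolysis and glucose use, -0.042 for response to cytokines, -0.24 for neutrophil and mast cell markers, -0.051 for growth differentiation factors and related ligands, -0.20 for growth factors and growth regulators, -0.18 for cardiomyocyte markers, -0.10 for erythrocyte and platelet markers, -0.011 for mesothelial and epicardial markers, -0.16 for hypoxia response, -0.11 for circadian clock and -0.20 for proliferation in the same setting. Log2 fold changes were -0.063 for Abcc9, -0.014 for Col1a1, -0.28 for Col3a1, -0.28 for Mtor, -0.12 for Per1 and 0.61 for Ucp2 (adjusted p = 0.14 from limma) in the same setting. With no mean-variance trend, counts were 83 for genes higher, 38 for genes lower, 9 for DEGs higher and 1 for DEGs lower. Calls within lists numbered 1 higher for collagen fibril organisation, 0 higher for basement membrane and other collagens, 0 lower for basement membrane and other collagens and 3 higher for ECM glycoproteins and proteoglycans in the same setting. Log2 fold changes were 0.93 for Ucp2 (adjusted p = 0.052 from limma) in the same setting. With library weights, counts were 318 for genes higher, 183 for genes lower, 83 for DEGs higher and 25 for DEGs lower. Calls within lists numbered 2 higher for response to cytokines in the same setting. Median log2 fold changes were -0.066 for AMPK subunits and regulators, 0.16 for capillary and other endothelial markers, 0.44 for response to cytokines (camera adjusted p = 0.0057), -0.11 for neutrophil and mast cell markers, 0.021 for valve and cartilage markers and 0.15 for immediate early and dissociation stress in the same setting. Log2 fold changes were 0.18 for Aqp1, -0.064 for Col3a1, 0.021 for Cytl1, -0.0020 for Mtor, 0.37 for Napsa, 0.071 for Pcna and 0.0023 for Smtn in the same setting. Without controls 1 and 3, counts were 97 for genes higher, 8 for genes lower, 17 for DEGs higher and 1 for DEGs lower. Calls within lists numbered 0 higher for collagen fibril organisation, 0 lower for basement membrane and other collagens and 0 higher for response to cytokines in the same setting. Median log2 fold changes were 0.36 for collagen fibril organisation (camera adjusted p = 0.0016), -0.018 for AMPK subunits and regulators, -0.056 for mTOR complexes and regulators, 0.14 for capillary and other endothelial markers, 0.51 for response to cytokines (camera adjusted p = 0.00050), 0.31 for lymphocyte markers, -0.0060 for cardiomyocyte markers, 0.57 for valve and cartilage markers and 0.53 for immediate early and dissociation stress in the same setting. Log2 fold changes were 0.0042 for Cab39, 0.57 for Cytl1, 0.47 for Kit, -0.071 for Mtor, 0.16 for Pcna, -0.082 for Prkaa2, 0.039 for Rps6, 0.041 for Smtn, 0.14 for Tbx18 and 0.88 for Ucp2 (adjusted p = 0.084 from limma) in the same setting.

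With single libraries left out, counts ranged from 11 (without SuHx C) to 266 (without control 3) for genes higher, 6 (without SuHx C) to 136 (without control 3) for genes lower, 0 (without SuHx A, SuHx B and SuHx C, each alone) to 51 (without control 3) for DEGs higher and 0 (without control 1, SuHx B and SuHx C, each alone) to 12 (without control 3) for DEGs lower. Calls within lists ranged from 0 to 2 higher for collagen fibril organisation, 0 to 4 higher for basement membrane and other collagens, 0 to 1 lower for basement membrane and other collagens, 0 to 8 higher for ECM glycoproteins and proteoglycans and 0 to 2 higher for response to cytokines. Median log2 fold changes ranged from 0.067 to 0.23 for collagen fibril organisation, 0.27 to 0.58 for ECM glycoproteins and proteoglycans, -0.072 to 0.23 for AMPK subunits and regulators, -0.32 to 0.28 for capillary and other endothelial markers, 0.034 to 0.47 for response to cytokines, -0.74 to 0.26 for neutrophil and mast cell markers, -0.048 to 0.24 for growth factors and growth regulators, -0.028 to 0.19 for cardiomyocyte markers, -0.19 to 0.0016 for smooth muscle and pericyte markers, -0.13 to 0.63 for erythrocyte and platelet markers, -0.20 to 0.23 for valve and cartilage markers, -0.75 to 0.30 for immediate early and dissociation stress, -0.033 to 0.40 for circadian clock, -0.12 to 0.28 for cardiac ion channels and conduction, -0.12 to 0.14 for adrenergic and natriuretic signalling, 0.20 to 0.37 for basement membrane and other collagens, 0.071 to 0.38 for ECM proteases and inhibitors, 0.29 to 0.51 for activated fibroblast and TGF-beta signalling, 1.96 to 2.18 for foetal cardiac gene programme, 0.013 to 0.20 for calcium handling, 0.016 to 0.10 for mTOR complexes and regulators, -0.51 to -0.29 for fatty acid oxidation, -0.38 to -0.15 for oxidative phosphorylation (nuclear), 0.24 to 0.42 for glycolysis and glucose use, 0.38 to 0.94 for macrophage markers, -0.64 to -0.10 for lymphocyte markers, 0.052 to 0.48 for growth differentiation factors and related ligands, -0.95 to -0.087 for atrial markers, -0.82 to -0.30 for adipocyte markers, 0.80 to 1.291 for skeletal muscle markers, 0.085 to 0.74 for mesothelial and epicardial markers, -1.23 to -0.36 for Schwann cell and neuronal markers, 0.081 to 0.25 for hypoxia response, -0.095 to -0.014 for unfolded protein response and 0.0034 to 0.22 for proliferation. Log2 fold changes of single genes ranged from -0.021 to 2.60 for Ager, -0.12 to 0.10 for Akt1, -0.45 to 0.28 for Aqp1, -0.072 to 0.024 for Cab39, -0.10 to 0.21 for Col3a1, -0.59 to 0.23 for Cytl1, -0.40 to 0.19 for Gdf11, -0.22 to 0.015 for Hspa5, -1.29 to 0.073 for Kit, -0.047 to 0.12 for Mtor, -0.41 to 0.081 for Napsa, -0.14 to 0.12 for Pcna, -0.061 to 0.45 for Per1, -0.16 to 0.035 for Rps6, -0.16 to 0.054 for Smtn, -0.51 to 0.085 for Tbx18 and 0.88 to 1.00 for Ucp2.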

Differences from the paper's values

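The paper's diagram gives about 840 DEGs for SuHx against control in Fig. 7d, read by eye, and its methods set an adjusted p under 0.01 and a fold change above 2. At these thresholds limma on the normalised counts gave 29. All alternatives set before the data were examined that were run differed from the paper's number too. They gave 24 and 33 with pseudocounts of 0.5 and 5, 34 with no filter on low values, 23 with a mean of at least 50, 28 after TMM, 25 after the median of ratios, 62 at equal totals, 10 with no mean-variance trend and 29 with robust moderation. With one library left out they gave 28, 7 and 63 without controls 1, 2 and 3, and 1, 0 and 0 without SuHx A, B and C. All of these used limma on the same libraries or fewer, so they do not test where the gap to the paper's number comes from. The paper's own test on counts was not run. The paper's methods also give 8 controls for both rat models together, where 3 are used here. In settings chosen after the values were seen, library weights gave 108, leaving out controls 1 and 3 gave 18, leaving out genes listed at 0 gave 26, and an unadjusted p under 0.01 with a fold change above 2 gave 424.

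The paper states a depth of 25000000 reads per sample (25 M), and the mean total over the 6 libraries here was 13676267 normalised counts (13.7 M). These are different quantities, reads sequenced and counts assigned to genes after normalisation, and no alternative set before the data were examined gives another depth.

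The paper states that ECM and collagen fibrillar organisation were upregulated among the genes regulated in common with human RV. Of 95 tested matrix genes of 3 lists, 11 were higher and 1 was lower here, and 26 were higher and 10 lower at an unadjusted p under 0.05. Of the 32 genes of collagen fibril organisation 2 were higher and 0 lower (camera adjusted p = 0.089, in a range of 0.0016 to 0.85 over its alternatives), and the list passed with a mean of at least 50 (adjusted p = 0.046), without control 1 (adjusted p = 0.021) and, in a setting chosen after the values were seen, without controls 1 and 3 (adjusted p = 0.0016). The paper also states that responses to cytokines were upregulated. Of 42 such genes 1 was higher and 0 lower (camera adjusted p = 0.098, in a range of 0.0005 to 0.85 over its alternatives), and the list passed without control 3 (adjusted p = 0.0031), without SuHx A (adjusted p = 0.034), at equal totals with a median of -0.042 (adjusted p = 0.045) and, in settings chosen after the values were seen, with library weights (adjusted p = 0.0057) and without controls 1 and 3 (adjusted p = 0.0005). The paper names a growth differential factor as shared by SuHx and human RV, beside a figure of pathways enriched among common genes. A list of ligand genes does not test such a pathway. Of 9 tested ligands 0 were higher and 0 lower from limma here and under each alternative run, and 2 were higher at an unadjusted p under 0.05. Gdf6, below the filter on low values, was higher in every SuHx library (6.87 to 30.5 normalised counts) than in every control (0 to 2.24). The genes regulated in common with human RV are not analysed here.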

Other observations

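Of 16 tested genes of the foetal cardiac programme, 9 were higher in SuHx, 0 were lower and 7 did not pass at an adjusted p under 0.05 from limma (12 and 0 when adjusted over the list alone, 12 and 0 at an unadjusted p under 0.05). The list's camera adjusted p was 0.31 with an estimated correlation. Without SuHx A, B and C in turn 4, 4 and 2 were higher, and 5 with no mean-variance trend. Beside this and the following lists, genes of long transcripts were 0.73 log2 units higher in SuHx than in control on average when set against ribosomal protein genes (exact permutation p = 0.2). In all of these lists, the 8 weeks between the groups cannot be told apart from SU5416, hypoxia and pressure load. Enah, an actin regulator, had a log2 fold change of 2.06 (adjusted p = 0.0054) and Xirp2, a protein of intercalated discs, 3.31 (adjusted p = 0.0057), from limma. Myh6, the alpha myosin heavy chain, fell from 361400 ± 35414 to 148850 ± 22063 normalised counts (SD, n = 3 each), a log2 fold change of -1.29 (adjusted p = 0.043 from limma), the only call among 17 cardiomyocyte markers (median 0.14). Named after their values were seen, Nppb, the B-type natriuretic peptide, had 2.29 (adjusted p = 0.038 from limma) and Myh7, the beta myosin heavy chain, 2.19 (adjusted p = 0.063 from limma). Of 5 skeletal muscle markers 2 were higher, Acta1 with 3.43 and Mybpc2 with 2.72 (median 0.97, camera adjusted p = 0.0056, and adjusted p = 0.31 with an estimated correlation). Xirp2 did not pass without SuHx C (adjusted p = 0.0501), nor did Nppb, Mybpc2, Acta1 and Myh6 without any one SuHx library (adjusted p up to 0.18). Nppb, Mybpc2 and Myh6 did not pass without control 2 either (adjusted p up to 0.097), Acta1 and Myh6 without control 1 (adjusted p up to 0.10) and Acta1 without control 3 (adjusted p = 0.058), whereas Myh7 passed without control 2 (adjusted p = 0.030). Nppb, Acta1 and Mybpc2 did not pass with no mean-variance trend (adjusted p up to 0.080), nor did Myh6 with no filter on low values (adjusted p = 0.13) or Acta1 with robust moderation (adjusted p = 0.053), whereas Myh7 passed at equal totals (adjusted p = 0.032).

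Genes of fatty acid oxidation were lower in part. Of 36 tested genes, 6 were lower and 1 was higher from limma (11 and 1 when adjusted over the list alone), with a median log2 fold change of -0.39 (camera adjusted p = 1.63e-06, and adjusted p = 0.85 with an estimated correlation). Ech1, Acaa2 and Decr1, enzymes of the pathway, had -1.48, -1.09 and -0.95, and the gene that rose was Ucp2, a mitochondrial carrier. No gene of this list was called without SuHx A, without SuHx C or without control 2 (adjusted p of Ech1 0.10, 0.13 and 0.079), 1 was lower without control 1, 2 were lower without SuHx B, and 10 were lower without control 3. With no mean-variance trend 0 were lower and 0 higher, with adjusted p of 0.062 for Ech1, 0.065 for Acaa2 and 0.059 for Decr1. Of 42 nuclear genes of oxidative phosphorylation 0 were higher and 0 lower from limma, with 0 and 5 at an unadjusted p under 0.05, although 39 had negative log2 fold changes (median -0.25, which was -0.38 without control 1 and -0.15 without control 3, camera adjusted p = 0.000112, and adjusted p = 0.85 with an estimated correlation). Atp5b had -0.14 and Atp5a1 -0.37. Of 26 genes of glycolysis and glucose use 1 was higher, Pfkl, a phosphofructokinase, with 0.74 (median 0.31, which was -0.010 at equal totals, camera adjusted p = 0.010, and adjusted p = 0.85 with an estimated correlation). Of 20 genes of the hypoxia response 2 were higher, Hmox1, a haem oxygenase, with 2.15 (adjusted p = 0.0055 from limma) and Egln3, a prolyl hydroxylase, with 1.27 (median 0.16, which was -0.16 at equal totals, camera adjusted p = 0.033, and adjusted p = 0.57 with an estimated correlation). The hypoxia list did not pass camera without control 1 (adjusted p = 0.054), without control 3 (median 0.081, adjusted p = 0.059) or without SuHx B (adjusted p = 0.060), nor with no filter on low values (median 0.081, adjusted p = 0.060), and at equal totals neither the hypoxia list (adjusted p = 0.053) nor the glycolysis list (adjusted p = 0.055) passed. In a setting chosen after the data were seen, without controls 1 and 3, the same 2 lists did not pass (adjusted p = 0.19 and 0.36). The hypoxia list's median was 0.25 without control 2. Pfkl and Egln3 passed limma without control 3 and did not without any other single library, with adjusted p up to 0.15, and they did not pass at equal totals (adjusted p = 0.30 and 0.099) or with no mean-variance trend (adjusted p = 0.081 and 0.073) either.

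Of 22 genes of cardiac ion channels and conduction 1 was higher, Kcne1, a potassium channel subunit, at 83.3, 93.0 and 73.2 normalised counts in SuHx A, B and C against 0, 5.20 and 3.03 in the controls (list median -0.011, mean 0.26, camera adjusted p = 0.71). Of 20 genes of adrenergic and natriuretic signalling 1 was higher, Npr3, the natriuretic peptide clearance receptor, with 2.36, and 2 were lower, Adra1d, an adrenergic receptor, with -2.97 and Gucy1a3, a guanylate cyclase subunit, with -0.82 (list median -0.022, mean 0.030, camera adjusted p = 0.93). Kcne1 and Npr3 did not pass limma without SuHx A, B or C (adjusted p up to 0.16), nor Npr3 without control 2 (adjusted p = 0.083). Adra1d did not pass without SuHx B, SuHx C, control 1 or control 2 (adjusted p up to 0.073), and Gucy1a3 passed without control 3 alone (adjusted p up to 0.17 without the others). Npr3 and Gucy1a3 did not pass with no mean-variance trend (adjusted p = 0.068 and 0.079), nor did Gucy1a3 with no filter on low values (adjusted p = 0.052). With single libraries left out the medians of these lists ran from -0.12 without control 3 to 0.28 without control 2 and from -0.12 without control 3 to 0.14 without control 1.

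Transcripts behind the proteins that the paper measured gave these values, as log2 fold changes with adjusted p from limma. Atp2a2, which encodes SERCA2, had -0.28 (standard error 0.33, adjusted p = 0.70), which ran from -0.65 without control 3 to -0.10 without control 2, and the AMPK subunits Prkaa1 and Prkaa2 had -0.13 (adjusted p = 0.73) and 1.27 (adjusted p = 0.48), the latter 0.19 without control 3, 1.94 without control 2 and -0.082 without controls 1 and 3, a setting chosen after the data were seen. Mtor had 0.039 (adjusted p = 0.92), which was -0.28 at equal totals, -0.047 without SuHx B and -0.037 without control 3, and Gapdh -0.17 (adjusted p = 0.70), in a range of -0.30 without control 1 to -0.041 without control 3. Ucp2 was at 6375 ± 524 normalised counts in SuHx and 3336 ± 154 in control (SD, n = 3 each), a log2 fold change of 0.93 (adjusted p = 0.022 from limma) that did not pass without any one library except control 3, with the highest adjusted p, 0.099, without SuHx B. Pecam1 is not analysed here. Of 34 genes of calcium handling 0 were higher and 0 lower from limma, with 3 and 4 at an unadjusted p under 0.05 (median 0.15, -0.17 at equal totals, Pln -0.36). Of 17 AMPK genes 0 were higher and 0 lower, with 2 and 1 unadjusted and 1 higher when adjusted over the list alone (median 0.0063, -0.31 at equal totals, Cab39 -0.033), and of 28 mTOR genes 0 and 0, with 4 and 1 unadjusted (median 0.045, -0.27 at equal totals, Akt1 -0.038, Rps6 -0.059). With single libraries left out the medians ran from 0.013 without control 3 to 0.20 without control 2 for calcium handling, from -0.072 without control 3 to 0.23 without control 1 for AMPK and from 0.016 without control 3 to 0.10 without control 2 for mTOR, and Prkaa1 from -0.24 without SuHx C to -0.028 without SuHx B.

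Markers of other cell types changed in few cases. Of 20 macrophage markers 1 was higher, Gpnmb with 1.95 (median 0.57, which was 0.94 without SuHx A, camera adjusted p = 0.010, and adjusted p = 0.85 with an estimated correlation). Of 7 adipocyte markers 1 was lower, Pnpla3 with -1.38 (median -0.76, which was -0.30 without control 3, camera adjusted p = 0.010, and adjusted p = 0.31 with an estimated correlation), and of 24 growth factors and regulators 1 was higher, Igfbp6 with 1.35 (median 0.12, -0.20 at equal totals). The 7 tested Schwann cell and neuronal markers had a median of -1.17 (camera adjusted p = 0.33). The macrophage list did not pass camera without control 2 (adjusted p = 0.10), SuHx B (adjusted p = 0.17) or SuHx C (adjusted p = 0.085), and Gpnmb did not pass limma without any one of the same libraries (adjusted p up to 0.13). Pnpla3 and Igfbp6 passed without control 3 alone, with adjusted p up to 0.20 without the other libraries, and Igfbp6 did not pass at equal totals (adjusted p = 0.14) or with no filter on low values (adjusted p = 0.052). Gpnmb, Pnpla3 and Igfbp6 did not pass with no mean-variance trend (adjusted p up to 0.081). None passed limma in the following lists, given with the counts higher and lower at an unadjusted p under 0.05 and the median log2 fold change. Of 31 endothelial markers there were 1 and 4 (median -0.10, which was 0.28 without control 3, Vegfa -0.23, Aqp1 -0.10), and the list passed camera without control 1 (median -0.32, adjusted p = 0.014). Of 14 smooth muscle and pericyte markers there were 1 and 3 (median -0.095, mean 0.083, Abcc9 0.26, Smtn -0.082), of 6 lymphocyte markers 0 and 2 (median -0.35, Cd4 0.60, Prf1 -1.05), and of 5 neutrophil and mast cell markers 0 and 1 (median 0.057, mean -0.084, Kit -0.70, Tpsb2 -1.19). Atrial markers, 13 in all, gave 1 and 1 (median -1.01, which was -0.087 without control 1, Pam 1.16), erythrocyte and platelet markers, 8 in all, 1 and 0 (median 0.22, mean -0.24, Hba1 0.56, Hba2 0.48). Mesothelial and epicardial markers, 3 in all, gave 1 and 0 (median 0.30, Wt1 0.83, Tbx18 -0.24), and valve and cartilage markers, 3 in all, 0 and 0 (median -0.17, mean 0.35, Cytl1 -0.21, Sox9 -0.17). With single libraries left out these medians ran from -0.64 without control 2 to -0.10 without control 3 for lymphocyte, from -0.74 without SuHx B to 0.26 without SuHx A for neutrophil and mast cell, from -0.19 without control 2 to 0.0016 without control 3 for smooth muscle and pericyte, from -0.13 without control 1 to 0.63 without control 3 for erythrocyte and platelet, from 0.085 without SuHx B to 0.74 without SuHx A for mesothelial and epicardial, from -0.20 without control 2 to 0.23 without SuHx A for valve and cartilage and from -1.23 without control 2 to -0.36 without SuHx A for Schwann cell and neuronal markers, and from -0.048 without SuHx C to 0.24 without control 1 for growth factors. Cd4 ran from 0.22 without control 3 to 1.27 without SuHx A, Wt1 from 0.42 without control 1 to 1.14 without control 3 and Tbx18 from -0.51 without SuHx C to 0.085 without SuHx B. The lung epithelial genes tested were Ager, with 1.59 (adjusted p = 0.57 from limma), and Napsa, with -0.032.

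The immediate early, clock, unfolded protein and proliferation lists gave no call from limma. Immediate early genes, 24 in all, gave 1 higher and 0 lower at an unadjusted p under 0.05 (median -0.25, Egr1 -2.01, Dusp1 -0.72). Their median was 0.30 without control 3 and -0.75 without control 2 (camera adjusted p = 0.014). Circadian clock genes, 18 in all, gave 4 and 1 (median 0.21, Per1 0.20, Nr1d1 -0.27), genes of the unfolded protein response, 19 in all, 0 and 1 (median -0.059, Hspa5 -0.086, Calr -0.059), and proliferation genes, 18 in all, 1 and 0 (median 0.11, Ccnd1 0.56, Pcna -0.040). With single libraries left out the medians ran from -0.033 without SuHx C to 0.40 without SuHx A for the clock, from -0.095 without SuHx C to -0.014 without SuHx A for the unfolded protein response and from 0.0034 without control 2 to 0.22 without control 3 for proliferation.

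Over all 10725 tested genes, 1845 had an unadjusted p under 0.05, and the SuHx and control libraries did not overlap for 24.6%, where chance gives 10%.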
